# ARGLU1 is a transcriptional coactivator and splicing regulator important for stress hormone signaling and development

**DOI:** 10.1093/nar/gkz010

**Published:** 2019-01-30

**Authors:** Lilia Magomedova, Jens Tiefenbach, Emma Zilberman, Florian Le Billan, Veronique Voisin, Michael Saikali, Vincent Boivin, Melanie Robitaille, Serge Gueroussov, Manuel Irimia, Debashish Ray, Rucha Patel, ChangJiang Xu, Pancharatnam Jeyasuria, Gary D Bader, Timothy R Hughes, Quaid D Morris, Michelle S Scott, Henry Krause, Stephane Angers, Benjamin J Blencowe, Carolyn L Cummins

## Abstract

Stress hormones bind and activate the glucocorticoid receptor (GR) in many tissues including the brain. We identified arginine and glutamate rich 1 (ARGLU1) in a screen for new modulators of glucocorticoid signaling in the CNS. Biochemical studies show that the glutamate rich C-terminus of ARGLU1 coactivates multiple nuclear receptors including the glucocorticoid receptor (GR) and the arginine rich N-terminus interacts with splicing factors and binds to RNA. RNA-seq of neural cells depleted of ARGLU1 revealed significant changes in the expression and alternative splicing of distinct genes involved in neurogenesis. Loss of ARGLU1 is embryonic lethal in mice, and knockdown in zebrafish causes neurodevelopmental and heart defects. Treatment with dexamethasone, a GR activator, also induces changes in the pattern of alternatively spliced genes, many of which were lost when ARGLU1 was absent. Importantly, the genes found to be alternatively spliced in response to glucocorticoid treatment were distinct from those under transcriptional control by GR, suggesting an additional mechanism of glucocorticoid action is present in neural cells. Our results thus show that ARGLU1 is a novel factor for embryonic development that modulates basal transcription and alternative splicing in neural cells with consequences for glucocorticoid signaling.

## INTRODUCTION

The glucocorticoid receptor (GR) plays a fundamental role in coordinating the transcriptional response to stress hormones, such as cortisol, and is essential for organismal development, glucose homeostasis and immune function (1). In the brain, GR is highly expressed in the hippocampus where it has been shown to play a central role in modulating the proliferation and differentiation of neural stem and progenitor cells (2–4).

GR and other members of the nuclear receptor superfamily share highly conserved domains including the zinc-finger DNA-binding domain (DBD) and a carboxy terminal ligand-binding domain (LBD) attached to a ligand dependent activation function domain (AF2). In the absence of ligand, GR is complexed to chaperone proteins in the cytosol that dissociate upon ligand binding and unmask a nuclear localization signal. GR then translocates to the nucleus where it regulates gene expression by binding to GR response DNA elements or to other transcription factors.

Ligand-bound GR is known to interact with members of the p160 coactivator family including steroid receptor coactivator 1 (SRC1) and glucocorticoid receptor interacting protein GRIP1 (TIF2). SRC1 and TIF2 can recruit histone acetyltransferase enzymes, resulting in changes in chromatin structure (5–7). Interactions between coactivators and other transcription factors and regulatory proteins help to recruit RNA polymerase II and initiate gene transcription (8). Coregulators play roles in every step of transcription including chromatin remodeling, initiation, elongation, and termination (9). Some coregulators have also been implicated in the regulation of RNA splicing (10–17). While numerous GR coregulators have been identified, their effects on stress-induced corticosteroid signaling in the brain remain largely unexplored. To identify new biological mediators of GR function in the central nervous system (CNS), we performed a high-throughput expression cloning screen examining GR transcriptional activity in response to stress hormones.

Herein, we report that arginine and glutamate rich 1 (ARGLU1) is a highly evolutionarily conserved transcriptional coactivator and RNA splicing modulator. We show in neural cells that glucocorticoid signaling, through dexamethasone (Dex) treatment, not only affects transcription but also changes the alternative splicing landscape of genes important for chromatin organization and neuronal differentiation, some of which are also ARGLU1-dependent. These functions were previously unknown as ARGLU1 had only been shown to interact with the mediator complex MED1 and affect estrogen receptor signaling (18). We show that ARGLU1 is highly expressed in the CNS, and loss of ARGLU1 is embryonic lethal in mice. Our data support a model in which ARGLU1 uses its distinct domains to control mRNA on two levels: by changing gene expression and alternative splicing in pathways such as histone chromatin organization and neurogenesis.

## MATERIALS AND METHODS

For procedures listed below, additional details are available in the Supplemental Experimental Procedures.

### High-throughput expression screen and transfection assays

Electromax™ DH10B™ *Escherichia coli* cells (Invitrogen, Carlsbad, CA, USA) were transformed with 10 ng of normalized human brain cDNA library, diluted and grown overnight in deep 96-well plates (Sigma, St. Louis, MO, USA). The following morning, plasmid DNA was isolated from the bacterial cultures using the GenElute™ HP 96 well plasmid midiprep kit (Sigma). Screening was performed by transfecting pools of the extracted plasmid DNA into HEK293 cells using calcium phosphate in the presence of indicated controls (19). Six hours post-transfection, cells were treated with vehicle (ethanol) or 300 nM cortisol. Cells were harvested 14–16 h later for luciferase and β-galactosidase activity, as previously described (19). Neuro-2a (N2a) cells were transfected in suspension with siRNA against *Arglu1* (D-057082-02; 5′-GCCAAACGCAUCAUGGAAA-3′) or with the non-targeting Control siRNA (siGENOME Non-Targeting siRNA Pool #2; D-001206-14-05) using RNAiMax as per manufacturer's instructions.

### Confocal microscopy

HEK293 or Neuro-2a cells were grown on a poly-d-lysine coated cover slips and co-transfected with mCherry-hARGLU1 and GFP-hGR, GFP-mSRSF2, GFP-hPUF60 or GFP-hU2AF2. After 48 h, cells were treated with either vehicle (ethanol) or 100 nM Dex for 4 h and then fixed using 4% PFA (pH 7.4). Vectashield (Vector laboratories, Burlingame, CA, USA) mounting media with DAPI was used to mount the coverslips on glass slides and visualized as described in supplemental experimental procedures.

### RNA isolation, cDNA synthesis, and real-time qPCR analysis

Total RNA was extracted with RNA STAT-60 (Tel-Test Inc, Friendswood, TX, USA), treated with DNase I (Roche, Laval, QC, Canada) and reverse transcribed into cDNA with random hexamer primers using the High Capacity Reverse Transcription System (ABI, Burlington, ON, Canada) as previously described (20). Real-time quantitative PCR reactions for gene expression analysis were performed on an ABI 7900HT Fast Real-Time PCR System in a 384-well plate format according to Bookout *et al.* (20). Primers were designed to span exon-exon junctions and have an amplicon size of 50–150 bp using Primer Express Software v3.0. Primers were then validated in house and had a slope of −3.33 ± 0.15, with *R*^2^ value of above 0.98 and a single peak in the dissociation curve. Relative mRNA levels were calculated using the comparative Ct method (20). For the tissue library mRNA analysis, the efficiency-corrected ΔCt method was used.

### Proteomics assays

Protein-interaction complexes from HEK293 cells stably expressing BirA*tagged hARGLU1 or tagged-hGR were extracted and subjected to mass spectrometry analysis as described in supplemental methods. Rapid Immunoprecipitation Mass spectrometry of Endogenous proteins (RIME) was performed in N2a cells as previously described (21) using 8 μg of normal rabbit IgG (Santa Cruz, sc-2027), anti-ARGLU1 (Novus Biologicals, NBP1-87921) or anti-GR antibody (Santa Cruz, sc-1004).

### Co-immunoprecipitation assays and Western blot analysis

HEK293 cells were grown in 100 mm plates and transiently transfected with 5 μg of HA-hARGLU1 together with 5 μg of either FLAG-hPUF60, FLAG-hU2AF2 or FLAG-hJMJD6. Forty-eight hours later, cells were harvested and protein was extracted. Protein lysates were pre-cleared with protein G beads, split into three tubes and incubated with 5 μg of anti-FLAG (1:1000; Sigma, F1804) or anti-HA (1:1000; Cell Signaling, 3724S) antibody. The next day, 50 μl of protein G agarose was added to the lysates and incubated on a rotator for 3–4 h at 4°C. Proteins were eluted in lithium dodecyl sulfate buffer (LDS, Invitrogen) and resolved on a 4–20% gradient SDS gel (Bio-Rad, Hercules, CA, USA).

### RNA-seq studies and analysis

N2a cells were transfected with siGENOME siRNA (Dharmacon) using RNAiMAX reagent (Invitrogen). mRNA was pooled by treatment group (*n* = 3/group) and mRNA enriched Illumina TruSeq V2 RNA libraries were prepared. Samples were sequenced at the Donnelly Sequencing Centre (University of Toronto) on Illumina HiSeq2500. Transcriptome-wide alternative splicing and gene expression profiling were performed using a previously described workflow (22).

### Chromatin Immunoprecipitation and genomic qPCR

N2a cells were transfected with siArglu1 or with the non-targeting siControl and were grown in 10 cm plates. At 90% confluency (8 million cells/plate), N2a cells were treated 1h with 100 nM Dex or vehicle (1:1000 ethanol). After formaldehyde fixation, chromatin was extracted and sheared, as described in the supplemental experimental procedures. Chromatin was then immunoprecipitated with anti-GR (Santa Cruz, sc-393232x), anti-ARGLU1 (Novus Biologicals, NBP1-87921) or mouse control IgG antibody (Santa Cruz, sc-2025) preincubated with protein G coated magnetic beads. The beads were washed, and immunoprecipitated DNA was eluted, de-crosslinked and purified. Purified DNA was quantified by genomic qPCR using serial dilutions of the input as a standard curve, performed in triplicates. Results are expressed as the percent enrichment of bound DNA compared to each input.

### RNAcompete studies

The procedure was performed as previously described (23). Briefly, full-length or truncated GST-tagged ARGLU1 proteins were purified from bacteria (23). Individual proteins (20 pmol) and RNA pool (1.5 nmol) were incubated in 1 mL of binding buffer (20 mM HEPES pH 7.8, 80 mM KCl, 20 mM NaCl, 10% glycerol, 2 mM DTT, 0.1 mg/ml BSA) containing 20 μl of glutathione sepharose 4B beads (GE Healthcare, pre-washed three times in binding buffer) for 30 min at 4°C. Beads were then washed and the recovered RNA was directly labeled with either Cy3 or Cy5 and subsequently hybridized to the Agilent 244K microarray used to generate the RNA pool. One-sided Z-scores were calculated for the motifs as previously described (23).

### Animal experiments

Three targeted ES cell lines heterozygous for the knockout-first-reporter tagged *Arglu1^tm1a(EUCOMM)Hmgu^* allele were obtained from European Conditional Mouse Mutagenesis Program (EUCOMM). The generation and breeding of the transgenic animals is described in the extended experimental procedures. C57Bl/6 mice used for tissue collection were housed in a temperature and light-controlled environment and fed *ad libitum* the 2016S diet (Harlan Teklad Mississauga, ON, Canada). Zebrafish were maintained at 28.5°C on a 14/10 h light/dark cycle and staged relative to hours post-fertilization. All animal studies were performed according to the recommendations of the Faculty of Medicine and Pharmacy Animal Care Committee at the University of Toronto (Toronto, ON, Canada).

### Zebrafish morpholino injections and *in situ* hybridization

Translation-blocking morpholinos (MO) targeting zebrafish *arglu1a, arglu1b* and *p53* genes were purchased from Gene Tools, LLC (Philomath, OR, USA). Morpholinos were injected alone or in combination with the indicated rescue RNA into one-cell stage embryos using standard techniques. Whole mount *in situ* hybridization was carried out as previously described with the indicated antisense RNA probes (24). Rescue RNA and antisense RNA probes were synthesized using mMESSAGE mMACHINE (Ambion, Austin, TX, USA). Embryos were imaged at indicated times after fertilization.

### Statistical analysis

Data are presented as mean ± SD unless otherwise indicated. One-way ANOVA followed by the Newman–Keuls test was used to compare more than two groups. For comparison between two groups the unpaired Student's t-test was performed except for the comparison of the fold changes in Supplementary Table S1 where the Wilcoxon matched pairs test was used. All tests were performed using GraphPad Prism6. *P* < 0.05 was considered significant.

## RESULTS

### ARGLU1 is identified as a transcriptional coactivator of GR from a cDNA expression cloning screen

In an effort to identify novel proteins influencing stress hormone signaling, an expression cloning assay measuring GR activity was optimized in HEK293 cells and screened in the presence of cDNA pools from a normalized human brain cDNA library. The GC-responsive reporter system consisted of a plasmid encoding the fusion protein of human GR ligand binding domain linked to the yeast GAL4 DNA binding domain (GAL4-GR), and a luciferase reporter plasmid driven by four GAL4 upstream activating sequences (UAS-luc). Cortisol, an endogenous GR ligand and stress hormone, was used at a sub-saturating dose of 300 nM. Hits were considered positive if they yielded a luciferase signal >2-fold compared to control transfected cells. Note that because only the C-terminal ligand binding domain was present in our GAL4-GR construct, our screen would not recover proteins that interacted via the N-terminal AF1 domain. A 2-fold increase or decrease in luciferase activity with co-transfection of the known GR coactivator, TIF2, and corepressor, RIP140, respectively, was detectable when diluted 50-fold with an empty plasmid, indicating that a cDNA pool size of ∼50 could be effectively screened in our assay. Subsequent rounds of sib selection were performed screening at 12 clones/well and 1 clone/well (Supplementary Figure S1A and B). Following up one of the hits led to the identification of a cDNA encoding the arginine and glutamate rich 1 (ARGLU1) protein (Figure 1A).

**Figure 1.**
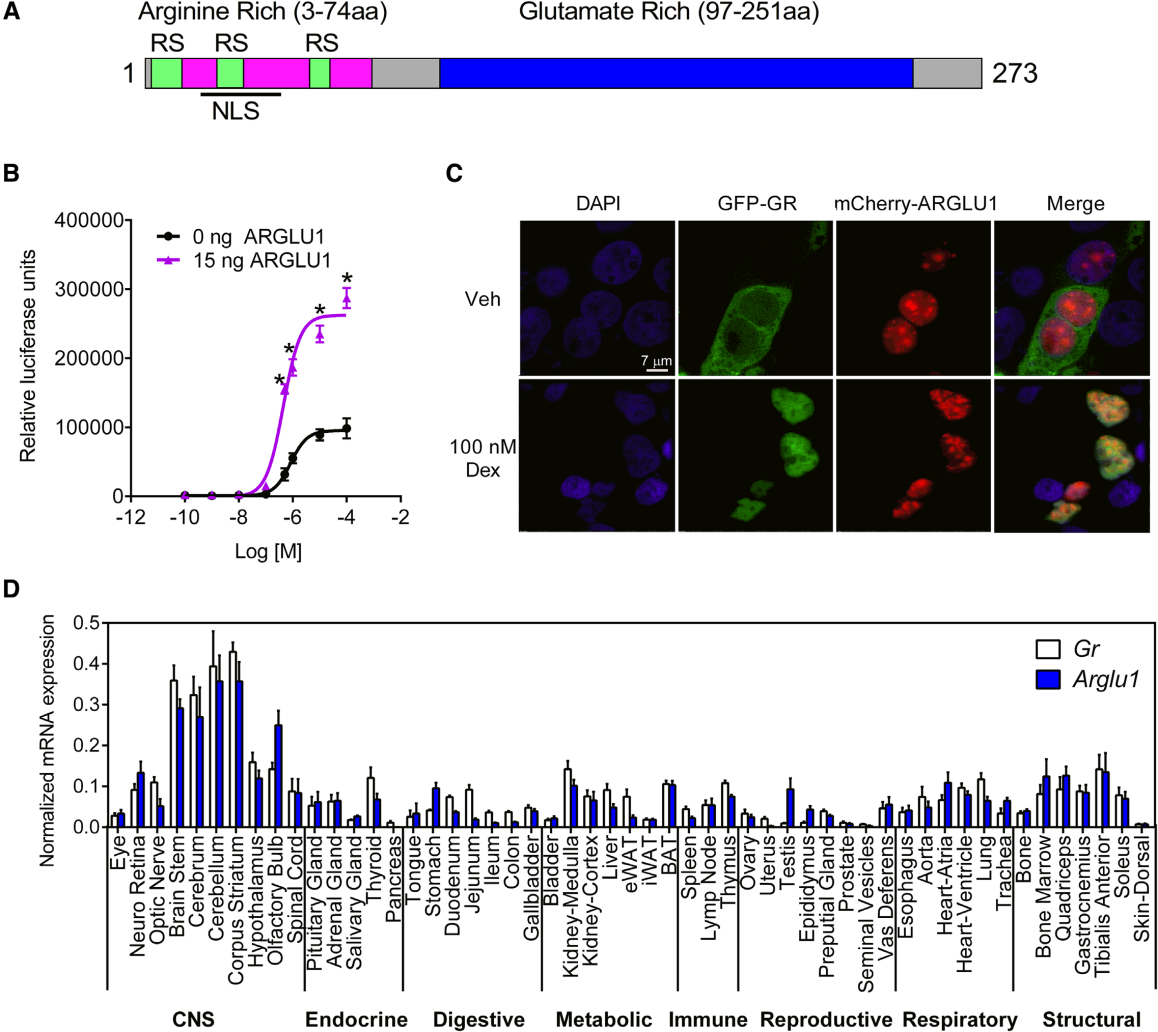
ARGLU1 is a GR transcriptional coactivator. (**A**) Schematic of ARGLU1 domains. NLS, nuclear localization sequence; RS, arginine-serine repeats. (**B**) HEK293 cells transfected with the GAL4-GR/UAS-luc reporter with a constant amount of CMX-ARGLU1 (15 ng/well) and increasing concentrations of cortisol. Data represent the mean ± SD. Student's *t*-test *P < 0.05 versus 0 ng ARGLU1. (**C**) GFP-GR (green) and mCherry-ARGLU1 (red) were co-transfected into HEK293 cells and treated with vehicle (EtOH) or 100 nM Dex for 4 h. DAPI (blue) was used to stain the nuclei. The Pearson's correlation coefficient for Veh is −0.03 ± 0.05 and for Dex is 0.52 ± 0.07. (**D**) Tissues from male C57Bl/6 mice 4 months of age were collected. Ovary and uterus were from female mice. RNA was extracted and samples were DNase treated, reverse transcribed, and analyzed by qPCR (efficiency-corrected ΔCt method). *36b4* was used as an endogenous reference RNA normalizer gene. Data represent the mean ± SD of individual qPCR well. Each tissue was pooled from at least 2 animals. eWAT, epididymal white adipose tissue; iWAT, inguinal white adipose tissue; BAT, brown adipose tissue. See also Supplementary Figures S1–S3.

To confirm that ARGLU1 was a GR coactivator, we transfected HEK293 cells with increasing amounts of ARGLU1 and observed a dose-dependent increase in GR transcriptional activity (Supplementary Figure S1C). Likewise, we found that ARGLU1 significantly increased the maximal activation of GAL4-GR when tested in a dose response assay with cortisol, suggesting that ARGLU1 behaves analogously to other coactivators for this receptor (Figure 1B).

### ARGLU1 is a highly evolutionarily conserved nuclear protein that is ubiquitously expressed

ARGLU1 is a 273 amino acid protein (33 kDa) named because of its two distinct regions. The N-terminus is rich in positively charged arginine amino acids and the C-terminus is composed of glutamate rich amino acids (Figure 1A and Supplementary Figure S2A). The evolutionary conservation between orthologs of ARGLU1 is very high with 99% sequence identity between mouse and human ARGLU1 (Supplementary Figure S2A). Functional complementation was shown for mouse and zebrafish ARGLU1 when tested in a human GR co-transfection assay (Supplementary Figure S2B). ARGLU1 is not related to other known NR coregulators and is known to interact with MED1 and influence estrogen receptor-regulated transcription (18). A bipartite nuclear localization sequence was found near the N-terminal end along with several arginine and serine (RS)-rich repeats (Supplementary Figure S2A). Interestingly, proteins which contain arginine and serine dipeptide repeats, such as those in the SR and SR-related families, play important roles in constitutive and alternative splicing by participating in spliceosome formation and splice site selection (25). While no formal RNA recognition motifs are present in ARGLU1, it can be classified as an ‘SR-related’ protein (26–28). In the glutamate-rich domain we located two non-classical LXXLL motifs, LLXXL (172–176 aa) and LXXIL (201–205 aa) (Supplementary Figure S2A). LXXL/IL motifs are canonical interaction sequences found in many NRs coactivators that facilitate binding to the AF2 domains of the receptors.

We next examined the intracellular distribution of ARGLU1 and compared it to that of GR in the presence and absence of the GC, Dex, in HEK293 cells. As expected, GR was localized primarily in the cytoplasm but translocated into the nucleus when Dex was added (Figure 1C). ARGLU1 was constitutively nuclear and found both in the nucleoplasm and in a distinct punctate pattern. Studies performed with GFP-tagged nuclear speckle marker SRSF2 demonstrated very high co-localization with ARGLU1 with a Pearson correlation coefficient (PCC) of 0.83 ± 0.05 (Supplementary Figure S3), suggesting this punctate pattern corresponds to nuclear speckles. While we observed a statistically significant overlap between the localization of nuclear GR (+Dex) and ARGLU1 [PCC of 0.52 ± 0.07], this was not striking, suggesting that the bulk of the proteins do not overlap and no structures are defined by the overlap in signal that does occur.

To determine the tissue distribution of *Arglu1*, we measured its mRNA expression in 53 different C57Bl/6 mouse tissues by RT-qPCR. *Arglu1* is ubiquitously expressed with the highest level of expression in the central nervous system. We compared the tissue distribution of *Gr* (*Nr3c1*) to that of *Arglu1* and found them highly correlated with only a few exceptions (i.e., *Arglu1* is low in uterus and pancreas; *Gr* is low in testis, Figure 1D).

### ARGLU1 is a general NR coactivator that acts in concert with other coactivators via its C-terminal domain

To test whether ARGLU1 can coactivate other members of the NR superfamily, we used the GAL4-NR-LBD/UAS-luciferase system. ARGLU1 increased the ligand-induced transcriptional activity of several steroid receptors (GR, ERα, MR, PR, ERβ) as well as a number of RXR heterodimer partners (PPARα,β,γ, LXRα,β and VDR), while no effect was observed for GAL4-FXR (Supplementary Figure S4). Interestingly, ARGLU1 appeared to have the greatest effect on ligand-dependent coactivation of GAL4-GR and GAL4-ERα.

Nuclear receptor coactivators are usually present as part of multi-protein complexes that function together and potentiate each other's activity (29). Here, we examined whether ARGLU1 can act together with other nuclear receptor coactivators to increase GR transcriptional activity. As expected, co-transfecting ARGLU1 in HEK293 cells with full-length hGR and a glucocorticoid responsive promoter linked to a luciferase reporter (MMTV-luc) led to a ligand-dependent increase in luciferase activity (Figure 2A). The magnitude of the ARGLU1 response was similar to that observed when other known nuclear receptor co-regulators such as TIF2, are co-transfected with GR. When co-activators were co-transfected together (i.e. ARGLU1 and TIF2 or ARGLU1 and PGC1α) we observed a synergistic increase in ligand-induced luciferase activity (Figure 2A), implying that ARGLU1 forms a complex with other coactivators and GR to regulate gene expression.

**Figure 2.**
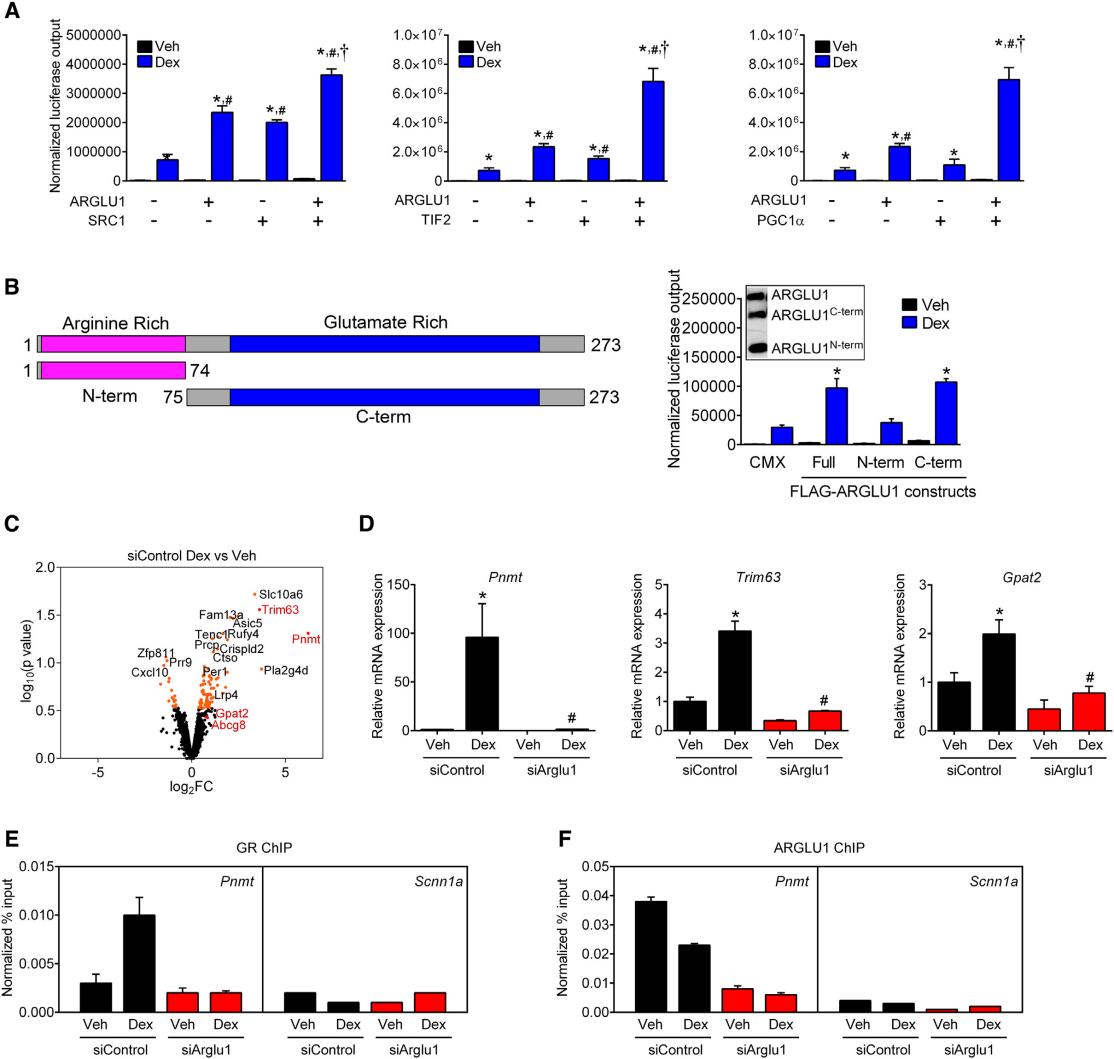
ARGLU1 is required for a full GR transcriptional response. (**A**) HEK293 cells were transiently transfected with CMX-hGR, MMTV-luc and ARGLU1 alone or in combination with known NR coactivators: SRC1, TIF2 and PGC1α; followed by administration of EtOH (Veh) or 100 nM Dex for 16 h. Data represent the mean ± SD (*n* = 3). *P < 0.05 Veh versus Dex for respective condition; ^#^*P* < 0.05 relative to empty vector (CMX)-Dex; ^†^*P* < 0.05 versus ARGLU1-Dex; ANOVA followed by Newman-Keuls test. (**B**) Schematic diagram of ARGLU1 truncations (left) and co-transfection assay of GAL4-GR/UAS-luciferase with 15 ng of ARGLU1 truncations in HEK293 cells treated with EtOH (Veh) or 100 nM Dex (right). CMX was used as a control. Data represent the mean ± SD (*n* = 3). Inset: FLAG-tagged full length ARGLU1 or the indicated truncation mutants were co-expressed in HEK293 cells. *P < 0.05 versus CMX-Dex; ANOVA followed by Newman–Keuls test. (C, D) Neuro-2a cells were transfected with 30 pmol of siControl and siArglu1using RNAiMax for 48 h and then treated with vehicle (EtOH) or 100 nM Dex for 4 h before RNA extraction. (**C**) Volcano plot of log_2_ fold change (log_2_FC) versus p value score (defined in methods from edgeR analysis) for differentially expressed genes. Orange – top 100 genes. Red – genes validated by qPCR. (**D**) Ligand-dependent gene expression changes (Dex vs Veh) following ARGLU1 knockdown. Data represent the mean ± SEM (*n* = 3). *P < 0.05 versus respective Veh, ^#^*P* < 0.05 versus siControl; ANOVA followed by Newman-Keuls test. (E, F) ARGLU1-dependant ligand-induced recruitment of GR on *Pnmt* promoter. N2a cells were transfected with siControl or siArglu1 and treated with vehicle (EtOH) or 100 nM Dex for 1 h before crosslinking and lysis. Chromatin immunoprecipitation was performed on the extracts, using (**E**) anti-GR or (**F**) anti-ARGLU1 antibody. Data represent the mean normalized % input ± SD of one experiment (technical replicates, *n* = 3) repeated at least once. *Scnn1a* exon 2 locus served as negative control for GR recruitment. See also Supplementary Figures S4–S6.

We next determined the molecular domain of ARGLU1 responsible for GR coactivation using co-transfection assays with the GAL4-GR/UAS-luciferase system and truncation mutants of ARGLU1. These studies revealed that the construct containing only the C-terminus (ARGLU1^C-term^) retained the ability to coactivate GR, comparable to that of the full-length protein; whereas, the construct containing only the N-terminus (ARGLU1^N-term^) did not (Figure 2B). Equal protein expression of the truncation mutants was confirmed by western blotting (Figure 2B, inset). To identify whether the LXXL/IL motifs we found in the C-terminal end (Supplementary Figure S2A) were essential for GR coactivation, we mutated the leucine/isoleucine residues to alanine and tested these mutants in the co-transfection assay. We found no significant difference in GR coactivation when either NR-box was mutated or when both were simultaneously mutated (Supplementary Figure S5). These data suggest that while the C-terminal domain is important for activation, these motifs alone cannot account for the ARGLU1 mediated transactivation of GR, thus, other non-canonical interactions are likely involved.

### Regulation of basal and GC-mediated transcription by ARGLU1

In light of the high expression of *Arglu1* in the CNS (Figure 1D), we proceeded to characterize the role of ARGLU1 in mouse neuroblastoma Neuro-2a (N2a) cells, which have been used widely to investigate roles of regulatory factors in neural transcription and AS (28,30). 

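N2a is a neuroblastoma line from the mouse. For the RNA-seq, the authors transfected the cells for 48 h with a non-targeting siRNA (siControl) or with siRNA against Arglu1 (siArglu1), and treated them with vehicle (Veh) or 100 nM dexamethasone (Dex), a synthetic glucocorticoid, for 4 h. mRNA of 3 cultures was pooled in each of the 4 groups. There is thus 1 library per group, and no pair of groups compared below has replicates of its own. The knockdown can be compared between the vehicle and Dex pairs, which share no library. The authors deposited, for 22667 genes listed by Ensembl identifier, the number of reads counted on each gene and its cRPKM, its reads per kilobase of mappable positions, scaled to the size of the library. The aligner, its version and the genome build are not given in the sources used here. Reads on genes came to 66074574 in siControl Veh, 71228049 in siControl Dex, 66590878 in siArglu1 Veh and 86541444 in siArglu1 Dex. The 10 most abundant genes took 6.98%, 7.08%, 8.72% and 8.52% of them, in the same order. Reads were scaled by edgeR's TMM factors, which lay between 0.984 and 1.01. The log2 ratio between a pair of libraries was taken from CPM with a prior count of 1, for the 12497 genes with at least 75 reads summed over the 4 libraries. A gene was counted as changed by knockdown at a log2 ratio of at least 0.81 in either direction, and by Dex at a log2 ratio of at least 1. This is a rule of size and not a test. Intervals beside a ratio are exact 95% intervals from the reads of the 2 libraries compared. They cover counting error only, not the variation between cultures. Across genes, which are not independent replicates, the log2 ratio for knockdown fell with the mappable length of the transcript (Spearman's rho of -0.398 in the vehicle pair and -0.229 in the Dex pair), and the log2 ratio for Dex rose with it in siArglu1 cells (0.543) and fell with it in siControl cells (-0.163).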

RNA-seq was performed in N2a cells following *Arglu1* knockdown in the presence or absence of Dex. 

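The libraries were first checked for the targeted gene. Arglu1 (ENSMUSG00000040459) had 10165 reads in siControl Veh against 2637 in siArglu1 Veh, and 11825 reads in siControl Dex against 3254 in siArglu1 Dex. After scaling, its level in siArglu1 was 26.4% of siControl in vehicle (interval 25.2% to 27.5%) and 22.5% in Dex (21.7% to 23.4%). These pairs share no library. The reads cover the whole transcript, whereas a qPCR covers 1 amplicon. Nr3c1 (ENSMUSG00000024431), which encodes GR, had 2904 reads in siControl Veh, 2297 in siArglu1 Veh, 2890 in siControl Dex and 3285 in siArglu1 Dex. Its scaled level in siArglu1 was 80.3% of siControl in vehicle (76.0% to 84.9%) and 93.0% in Dex (88.5% to 97.8%). With the trend on transcript length removed, the log2 ratio of Nr3c1 went from -0.32 to 0.039 in vehicle and from -0.10 to 0.068 in Dex, so its direction depended on this choice.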

ARGLU1 knockdown resulted in a >90% reduction in mRNA and protein with no effect on GR (*Nr3c1*) expression (Supplementary Figure S6A and B). Next, we examined the gene expression changes in response to Dex in the presence or absence of ARGLU1. 

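In siControl cells, 40 genes rose and 18 fell by at least 1 on the log2 scale after Dex, 0.464% of the genes tested. In siArglu1 cells, 41 rose and 8 fell. The same rule on the cRPKM as deposited gave 15 higher and 6 lower genes in siControl, and 17 higher and 0 lower in siArglu1. The count moved most with the minimum on reads: without it, 913 genes rose and 934 fell in siControl. When reads were drawn for this pair with 200 genes changed and the rest unchanged, 28 unchanged genes passed the threshold. The Dex ratios in siControl and siArglu1, which share no library, correlated weakly across genes by Pearson's r (0.197) and not by rank (Spearman's rho of -0.053). With their opposite trends on length removed, a choice made after these values were seen, r was 0.245 and rho 0.074. Of the 58 genes changed in siControl, 42 moved in the same direction in siArglu1, and 14 of them passed the threshold there. Of the genes labelled in Fig. 2C, Tenc1 rose by 1.40 on the log2 scale in siControl, Crispld2 by 1.38, Ctso by 1.14 and Prcp by 1.10. Cxcl10 fell by 1.46, Zfp811 fell by 1.35 and Prr9 fell by 1.29, while Abcg8 (0.82) stayed under the threshold. The log2 ratio of Gpat2 was 0.77 on 21 and 39 reads, with an interval from -0.01 to 1.63, so that a change was not detectable at this depth.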

We identified significantly differentially expressed Dex-responsive genes using edgeR (*P* < 0.05, Figure 2C and Supplementary Table S1) and confirmed these changes by RT-qPCR (Figure 2D). The fold-change in the expression of 7 differentially expressed genes (Dex/Veh, *P* = 0.0156, Supplementary Table S1) was decreased by the absence of ARGLU1 suggesting that ARGLU1 can potentiate the GC-induced transcriptional changes of these target genes. 

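The 7 genes that Table S1 lists for siControl Dex against Veh had between 1 read (Pnmt) and 34 reads (Fam13a) in siControl Veh. All 7 had a smaller log2 ratio in siArglu1 than in siControl, and the median was 2.43 in siControl and 1.33 in siArglu1. Slc10a6 had 28 reads in siControl Veh and 310 in siControl Dex, a log2 ratio of 3.33 (interval 2.81 to 3.98). In siArglu1 it had 132 and 864 reads, a log2 ratio of 2.29 (2.03 to 2.58). The ratio of Asic5 was 2.11 (1.17 to 3.44) in siControl and 0.65 (0.08 to 1.28) in siArglu1, that of Tdo2 was 2.43 (1.76 to 3.29) and 1.93 (1.41 to 2.56), that of Fam13a was 2.02 (1.51 to 2.63) and 1.33 (0.94 to 1.76), and that of Rufy4 was 1.64 (1.09 to 2.29) and 0.92 (0.43 to 1.45). Only for Slc10a6 among the 7 did the intervals not overlap. Intervals that overlap do not rule out a difference, and the difference between the ratios was not tested. In vehicle, knockdown alone raised Slc10a6 by 2.22 (1.66 to 2.90), Asic5 by 1.92 (0.94 to 3.26) and Fam13a by 0.98 (0.38 to 1.64) on the log2 scale. In Dex, Slc10a6 was higher in siArglu1 than in siControl by 1.19 (1.00 to 1.38), and the intervals of Tdo2, Asic5, Fam13a and Rufy4 included 0. The 3 genes that Table S1 lists for siArglu1 Dex against Veh had the larger ratio in siArglu1. Pla2g4d went from 3.42 (2.13 to 6.11) in siControl to 5.20 (4.36 to 6.57), and Lrp4 from 1.85 (1.16 to 2.71) to 2.70 (2.10 to 3.48). From the smaller ratios of the 7 genes in cells without ARGLU1, the paper proposes that ARGLU1 can potentiate the transcriptional changes that a glucocorticoid induces at these genes. The paper also reports RT-qPCR of Dex-responsive genes, and by ChIP less GR at Pnmt and Per1 after knockdown. Neither was analysed here.

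**Figure D1:**
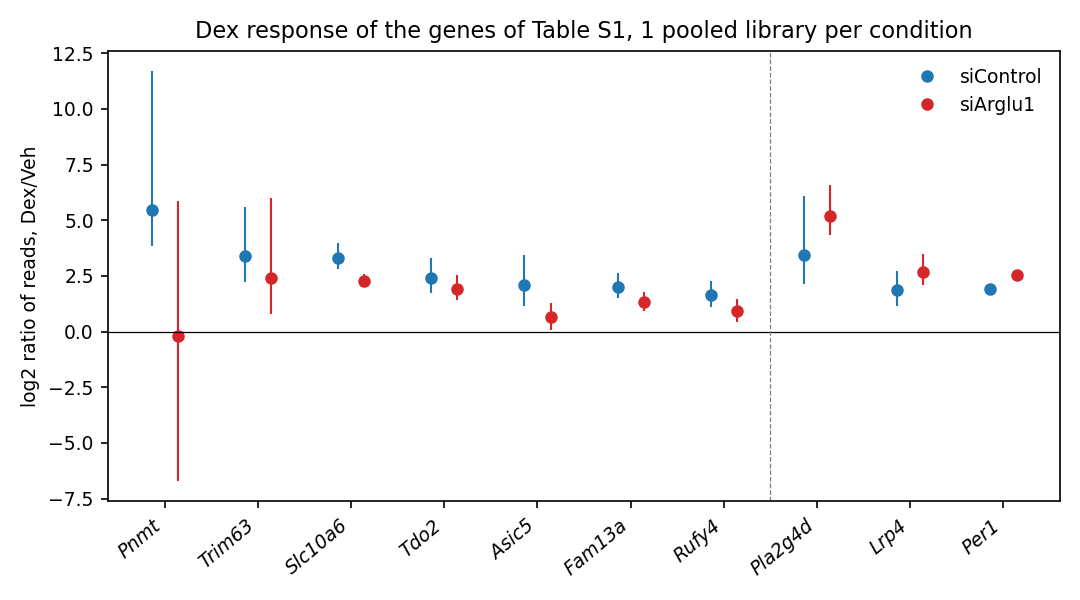
Log2 ratio of Dex to Veh (vertical axis) of the 7 and the 3 genes of Table S1 (horizontal axis), in siControl (blue) and siArglu1 (red). Vertical lines are 95% intervals from the read counts of 1 library per group, and the dashed line separates the 7 genes from the 3. The siArglu1 point lies below the siControl point in all of the 7 genes and above it in all of the 3, and the interval of Pnmt in siArglu1 spans 0.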

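Pnmt (ENSMUSG00000038216) encodes phenylethanolamine N-methyltransferase. It had 1 read in siControl Veh and 89 reads in siControl Dex, where its cRPKM was 1.13, and 1 read in each of the siArglu1 libraries. The log2 ratio for Dex was 5.45 (interval 3.86 to 11.70) in siControl and -0.20 (-6.71 to 5.88) in siArglu1. The intervals are wide because 3 of the 4 libraries hold 1 read each, and they overlap. Between the Dex libraries, with 89 reads against 1, Pnmt was lower in siArglu1, with a log2 ratio of -5.64 (-12.08 to -4.25).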

Interestingly, ARGLU1 knockdown completely abolished Dex-mediated induction of one of the top hits *Pnmt* (Figure 2D). *Pnmt* is involved in epinephrine synthesis and is known to be a direct target of GCs in the adrenal gland (31). 

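Trim63 (ENSMUSG00000028834) had 4 reads in siControl Veh and 54 in siControl Dex, a log2 ratio of 3.38 (interval 2.22 to 5.58). With siArglu1 it had 2 reads in vehicle and 19 in Dex, a log2 ratio of 2.39 (0.79 to 5.98). The intervals of these ratios overlap, which does not rule out a difference, and the difference was not tested. Between the Dex libraries alone, Trim63 was lower in siArglu1, with a log2 ratio of -1.73 (-2.63 to -1.02).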

Another direct target of GR, *Trim63*, an E3 ubiquitin ligase known to play a role in GC-induced proteolysis, also showed a significant decrease in Dex-mediated induction upon ARGLU1 knockdown (32).

Using chromatin immunoprecipitation in N2a cells, we found that there was recruitment of GR to the glucocorticoid response elements (GRE) of *Pnmt* and *Per1* in response to Dex and that this recruitment was diminished with siARGLU1 knockdown (Figure 2E and Supplementary Figure S6G and H). Furthermore, we found that ARGLU1 is also enriched at the GREs of these target genes even in the absence of Dex and that this recruitment approaches background levels in siARGLU1 N2a cells, as expected (Figure 2F and Supplementary Figure S6H; IgG shown in Supplementary Figure S6I). A locus in *Scnn1a* containing no GRE was used as a negative control. These data suggest that ARGLU1 helps to potentiate strong GR recruitment to these promoters.

When we examined the basal changes between N2a cells treated with siArglu1 versus siControl, we found that 607 genes (out of 12 061 total, *P* < 0.05) were differentially expressed in the absence of a GC ligand (Supplementary Table S1, Supplementary Figure S6J). These changes were validated at a high rate by RT-qPCR and showed a strong correlation with RNA-seq data (*n* = 16 genes tested; *r* = 0.934, Supplementary Figure S6F). 

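In vehicle, 875 genes were higher and 1096 lower in siArglu1 than in siControl by at least 0.81 on the log2 scale, 15.8% of the genes tested. In Dex, a pair that shares no library with the vehicle pair, 773 were higher and 741 lower. The log2 ratios of both pairs correlated across genes (Pearson's r = 0.899). Of the 1971 genes changed in vehicle, 1949 moved in the same direction in Dex, 1236 of them by at least 0.81, and 1 passed this size in the opposite direction. The counts depend on the rule: at a threshold of 1.5, 160 genes were higher and 227 lower in vehicle, and an additive edgeR model over the 4 libraries, which assumes the same knockdown effect in vehicle and Dex, called 3847 higher and 3857 lower. All of the 607 genes of Table S1 had the same sign here, and 602 passed 0.81. In the Dex pair, 606 moved in the same direction and 443 of them passed 0.81. Among genes with a mean cRPKM of at least 1, those with the largest rise in both pairs were Actg2 (log2 ratio 4.45 in vehicle and 4.59 in Dex), Myl9 (4.65 and 4.35), Acta2 (4.36 and 4.29), Prnd (3.75 and 3.88) and Asb2 (3.46 and 3.80). Acta2 had 432 reads in siControl Veh and 8739 in siArglu1 Veh. Acta2 and Actg2 are close paralogs, so their separate counts are uncertain where reads match both. Those with the largest fall were Grap2 (-2.75 and -2.74), Vwa5b1 (-2.88 and -2.69), Dtx3l (-3.05 and -2.58), Tle6 (-2.46 and -2.49) and Rmnd5a (-2.42 and -2.41).

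**Figure D2:**
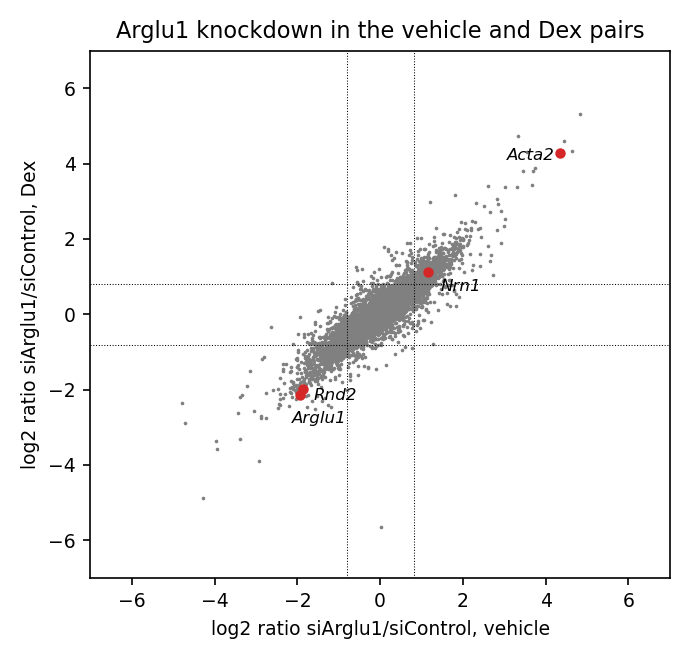
Log2 ratio of siArglu1 to siControl in vehicle (horizontal axis) and in Dex (vertical axis), with 1 point for each of the 12497 genes tested and dotted lines at 0.81 in both directions. Arglu1, Acta2, Rnd2 and Nrn1 are marked in red; Acta2 and Arglu1 lie far from 0 on both axes.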

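The genes that Table S2 lists under its terms were chosen by the paper from the vehicle pair, so their ratios in vehicle are not independent of that choice. The Dex pair uses other libraries. Of the 38 genes listed for heart development, 28 were lower after knockdown, with a median log2 ratio of -1.09 in vehicle and -0.76 in Dex. Of the 13 for maintenance of protein location in the cell, 10 were lower (-1.03 and -0.60). Of the 30 for chromatin modification, 28 were lower (-1.16 and -0.85), and of the 22 for positive regulation of neurogenesis, 18 were lower (-1.23 and -0.97). Every listed gene of these 4 terms moved in the same direction in Dex, where 28, 8, 17 and 16 of them, in the same order, passed 0.81. With the trend on transcript length removed, a choice made after the values were seen, 20, 7, 12 and 14 did. The medians were then nearer to no change in both pairs, so part of the fall goes with length.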

Pathway analyses using g:Profiler revealed that ARGLU1 is important basally for heart development, protein localization, chromatin organization and processes involved in neuronal cell function (Supplementary Table S2).

### ARGLU1 interacts with splicing factors at the arginine-rich N-terminal domain and regulates alternative splicing in N2a cells

To further investigate the mechanism underlying ARGLU1 function we next obtained a more complete picture of its protein interaction landscape. We employed BioID to help detect weakly or transiently interacting proteins that may be missed by standard IP-mass spectrometry (MS). Full length ARGLU1 was fused to a promiscuous *E. coli* biotin protein ligase mutant (BirA R118G, BirA*), which upon introduction into *Flp*-In™ *T-REx*™ 293 cells and addition of biotin results in biotinylation of nearby proteins (33,34). Biotinylated proteins were purified by streptavidin pull down and identified by MS. ARGLU1 was found to interact with many proteins known to be implicated in RNA processing and splicing. Numerous members of the snRNP (small nuclear ribonucleoproteins), hnRNP (heterogeneous nuclear ribonucleoproteins), PRPF (pre-mRNA processing factors), RBM (RNA binding motif proteins), SFRS (splicing factor, arginine/serine-rich) and SF (splicing factors) protein families comprise the ARGLU1 interactome (Figure 3A for summary, Supplementary Table S5 for full list).

**Figure 3.**
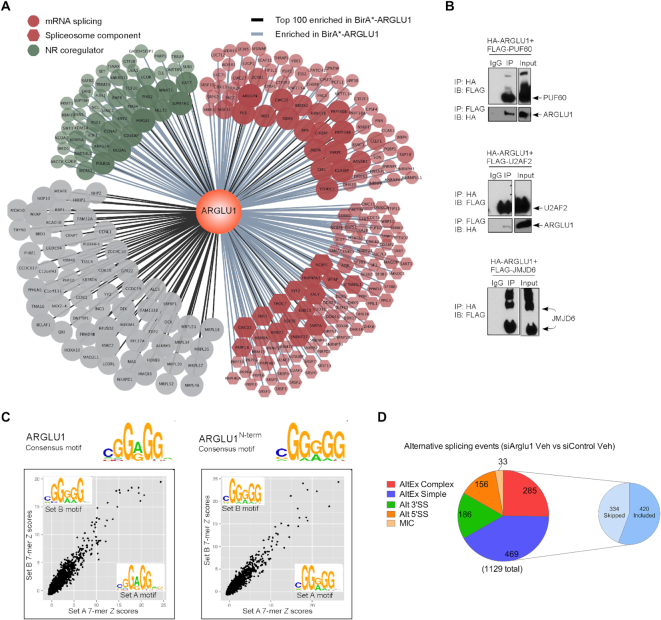
ARGLU1 interacts with splicing factors, binds RNA and modulates the AS response in N2a. (**A**) ARGLU1 protein interaction network using BioID. BirA*-ARGLU1 enriched for 832 proteins (greater than 2-fold vs. BirA* control). The top 100 enriched proteins are connected to the central ARGLU1 node with a black line. Proteins connected with a light blue line are enriched but are not in the top 100. Proteins related to splicing as defined by g:Profiler results were shaded red. The subset of the splicing-related proteins that are specifically linked to the spliceosome (defined by the CORUM database) are represented as red hexagons. Proteins in green are known nuclear receptor coregulators as curated by the Nuclear Receptor Signaling Atlas (www.nursa.org). The size and transparency of the protein nodes are proportional to the protein fold-enrichment. Cytoscape was used to generate the ARGLU1 protein interactome. (**B**) Co-IP of HA-ARGLU1 and selected splicing modulators factors (FLAG-PUF60, FLAG-U2AF2 or FLAG-JMJD6) identified by MS. FLAG-JMJD6 runs as a multimer on a gel. Reverse IPs with the FLAG antibody led to the HA-ARGLU1 being pulled down with FLAG-PUF60 and FLAG-U2AF2. IP, immunoprecipitation; IB, immunoblot. (**C**) RNAcompete results for GST-ARGLU1 and GST-ARGLU1^N-term^ (N-terminus intact). The scatter plots depict correlations between 7-mer Z-scores for set A and set B. Spots corresponding to enriched 7-mers are in the top right corner. Logos for consensus RNA binding motifs, averaged from set A and set B, were generated and shown at the top of the panel (logos for set A and set B are inset). The top ten 7-mers bound by the various ARGLU1 proteins (and corresponding *Z*-scores) are shown in Supplementary Figure S9A. (**D**). Classification of ARGLU1-regulated events. Pie charts showing the distribution of alternative spliced events following ARGLU1 knockdown in N2a cells (in the absence of ligand stimulation). AltEx refers to simple and complex cassette exon events; 3′SS, alternative 3′ splice site; 5′SS, alternative 5′ splice site; MIC, microexon. Pie chart inset: distribution of skipped or included exons within the combined simple and complex cassette exon category with ARGLU1 knockdown. See also Supplementary Figures S7–S9.

The MS results were confirmed with co-IP western blotting experiments in which ARGLU1 was found to interact with PUF60, U2AF2 and JMJD6 (Figure 3B). PUF60 and U2AF2 (also known as U2AF65) bind polypyrimidine tract sequences adjacent to 3′ splice sites and facilitate the recruitment of U2 snRNP during spliceosome assembly, whereas JMJD6 is an enzyme which has been found to hydroxylate U2AF2 and alter its activity (35–37).

In agreement with proteomic data obtained in HEK293 cells, we confirmed that IP-MS of endogenous ARGLU1 protein from N2a cells recovered 150 unique proteins absent from our IgG control (Supplementary Table S6). Using pathway enrichment analysis, we determined that these interacting proteins were enriched for the cellular components consisting of the spliceosomal and RNA polymerase complexes (Supplementary Figure S7), demonstrating consistency between the class of binding partners identified across the two cell systems.

Since ARGLU1 interacts with numerous splicing factors we wanted to determine if it can directly bind specific RNA sequences. To do this, we analyzed full-length GST-ARGLU1 and the two truncated proteins, GST-ARGLU1^N-term^ (N-terminus intact) and GST-ARGLU1^C-term^ (C-terminus intact) using RNAcompete (23,38,39). Purified GST-tagged proteins were incubated with a custom designed RNA pool comprised of ∼240 000 short RNA sequences, 30–41 nucleotides in length. RNAs bound to ARGLU1 were purified, labeled with either Cy3 or Cy5, and hybridized onto custom Agilent 244K microarrays. Computational analysis of the microarray data found full length ARGLU1 preferentially bound to CGG(A/G)GG type k-mers (Figure 3C, Supplementary Figure S9). Interestingly, ARGLU1^N-term^ bound similar G-rich motifs (Figure 3C, Supplementary Figure S9). In contrast, although RNA binding for ARGLU1^C-term^ was observed, no consistent and clear motif was identified (data not shown). Thus, ARGLU1 interacts with a specific RNA motif *via* its N-terminal region.

Analysis of RNA-seq data for alternative splicing changes showed ARGLU1 controls basal AS patterns in N2a cells. Alternative splicing was assessed using the established *vast-tools* bioinformatics pipeline (22) from which the ‘percent spliced in’ (PSI) metric was generated. 

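PSI is the percent of transcripts that include an exon or use a splice site, as estimated from reads over exon junctions. The splicing values came from the same 4 libraries as the gene expression values, so each PSI rests on 1 library of pooled mRNA and has no replicate check. The authors deposited tables of 91595 events: cassette exons with microexons, alternative 3′ splice sites (Alt3) and alternative 5′ splice sites (Alt5). Each event has a PSI and a coverage score per library. In the splice site tables, which also give junction reads, the scores correspond to 0 to 9 reads (N), 10 to 19 (VLOW), 20 to 39 (LOW), 40 to 99 (OK) and 100 or more (SOK). A PSI was given for 80911 events in siControl Veh, 80953 in siControl Dex, 80315 in siArglu1 Veh and 81190 in siArglu1 Dex. The best score was reached by 40.9% of the events in siControl Veh, 41.9% in siControl Dex, 34.2% in siArglu1 Veh and 43.3% in siArglu1 Dex, so siArglu1 Veh was covered least. Among splice site events that met the coverage minimum given next, the median was 140, 149, 111 and 163 junction reads, in the same order. Events were compared where all 4 libraries had a PSI and at least 3 had a score of LOW or better, which left 57183 events. An event counted as changed when the PSI of its exon, or of any of its splice sites other than the reference site, differed by at least 15 between a pair of libraries. The build behind the coordinates is not given in the sources used here.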

For our analysis, only splicing events that showed changes in PSI (delta PSI, ΔPSI) of ≥15 were analyzed further. Knockdown of ARGLU1 in vehicle treated cells resulted in 1129 differential AS events (within 928 genes) compared to siControl (|ΔPSI| ≥ 15 calculated as siArglu1 Veh PSI—siControl Veh PSI) (Supplementary Table S3), indicating that ARGLU1 regulates AS patterns in N2a cells. 

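Between siArglu1 Veh and siControl Veh, 1118 events in 918 genes differed by at least 15 PSI, 1.96% of the events compared. PSI was higher after knockdown in 482 and lower in 636. Counted as exons and splice sites, 1143 passed. The counts depend on the threshold and on coverage: at 25 PSI, 85 events were higher and 133 lower, and without the coverage minimum 2618 were higher and 2953 lower at 15. In the Dex pair, 869 events differed, 377 higher and 492 lower. The same 309 events passed 15 in the same direction in both pairs, and 37 in opposite directions. Of the 1118 events, 836 (74.8%, exact binomial interval 72.1% to 77.3%) moved in the same direction in Dex. This share was 89.8% (87.0% to 92.1%) of the 566 changed events with a score of OK or better in all libraries, and 95.6% (92.3% to 97.8%) of the 250 with the best score in all. Of the latter, 126 passed 15 in both pairs in the same direction and 0 in opposite directions. Among events with at least OK coverage in all libraries, the largest rises in both pairs were in Cask (an Alt3 site, ΔPSI 39.7 in vehicle and 32.2 in Dex), BC024814 (33.6 and 33.3), Epb4.1l2 (31.9 and 35.2), Limk2 (30.4 and 32.5) and Ciz1 (28.4 and 30.6). The largest falls were in a 9-nt microexon of Nbea (-41.1 and -51.6), a 36-nt exon of Elmo2 (-50.6 and -40.7), Bin1, and 9-nt microexons of Fryl (-38.3 and -40.7) and Psap (-38.0 and -38.0).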

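Of the events changed in vehicle, 469 were simple cassette exons (41.9%), 285 complex cassette exons (25.5%), 183 Alt3, 148 Alt5 and 33 microexons. The number of events that could be compared differed by type: 24614 simple and 8061 complex cassette exons, 14122 Alt3, 10088 Alt5 and 298 microexons. Microexons therefore had the highest share changed, 11.1%. In the Dex pair, the counts were 370 simple and 216 complex cassette exons, 132 Alt3, 116 Alt5 and 35 microexons.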

The majority of AS events affected by ARGLU1 belonged to the simple and complex cassette exon category (Figure 3D). When comparing the direction of the change in cassette exons within the differential AS events, loss of ARGLU1 promoted exon inclusion or skipping in 56% and 44% of events, respectively (Figure 3D, Supplementary Table S3). 

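Of the 754 changed cassette exons in vehicle, microexons apart, PSI was higher in siArglu1 than in siControl in 334 (44.3%, exact binomial interval 40.7% to 47.9%) and lower in 420 (55.7%). In simple cassette exons, 179 were higher and 290 lower, and in complex ones 155 were higher and 130 lower. In the Dex pair, 278 cassette exons were higher and 308 lower. The share with higher PSI was smallest, 35.7%, when events with complex or unbalanced reads were left out. Among microexons, 30 of 33 were lower in vehicle (90.9%, 75.7% to 98.1%) and 30 of 35 in Dex (85.7%). The same 22 microexons passed 15 in both pairs, all of them lower. From the number of changed events in vehicle, the paper infers that ARGLU1 regulates alternative splicing patterns in N2a cells. It also measured selected events by RT-PCR and with independent siRNAs, which were not analysed here.

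**Figure D3:**
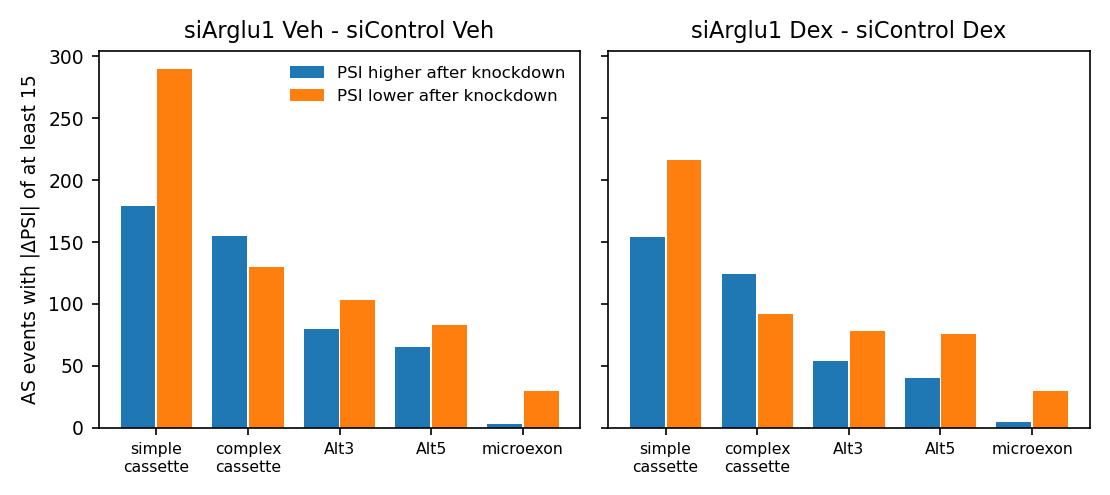
Number of events (vertical axis) with higher and with lower PSI in siArglu1 than in siControl by at least 15, by type of event (horizontal axis), in vehicle and in Dex (panels). Simple cassette exons form the largest class in both panels, and microexons are mostly lower.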

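Fig. 4D and Fig. S9B show 14 genes whose events differed between siArglu1 Veh and siControl Veh in the RNA-seq. Where a gene had several events, the one with the largest difference in vehicle was taken. PSI after knockdown was higher in 7 of these events and lower in 7, with ΔPSI between -42.2 (Zfp187) and 51.3 (Atg16l2, chromosome 7 from 108443373 to 108443435). In the Dex pair, all 14 moved in the same direction and 13 passed 15. This tally depends on the choice of event, which was changed after values were seen. With the events listed in the shortened copy of Table S3, which are others for Tnik and Dclk2, PSI was higher in 9 and lower in 5, and 11 passed 15 in Dex. In Rbck1 the ΔPSI was -28.9 in vehicle and -27.4 in Dex, in Papola -19.6 and -18.8, in Klhdc3 -16.9 and -16.5, and in Csad 20.7 and 18.2. The largest gaps between the pairs were seen in Atg16l2 (51.3 and 21.3), Tnik (-24.6 and -42.2), Dclk2 (-38.3 and -22.2), Bptf (37.2 and 20.2), Ankrd52 (28.1 and 16.2) and Slc9a3r2 (30.3 and 55.5). In siArglu1 Veh the score was VLOW for Zfp187, Atg16l2, Tnik and Bptf and LOW for Slc9a3r2, so their ΔPSI in vehicle carry more counting error than the others.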

One-step RT-PCR was used to validate 20 AS events showing differential inclusion levels upon ARGLU1 knockdown (Figures 4D, Supplementary Figure S9B). The ΔPSI values measured from RNA-seq and one-step RT-PCR were highly correlated (*r* = 0.916, Supplementary Figure S9C). Similar results were observed with two independent siRNAs targeting ARGLU1, suggesting the changes we observed were due to on-target effects (Supplementary Figure S9D). These data support a basal role for ARGLU1 in the regulation of alternative splicing by binding both to RNA and to other key components of the spliceosome complex.

**Figure 4.**
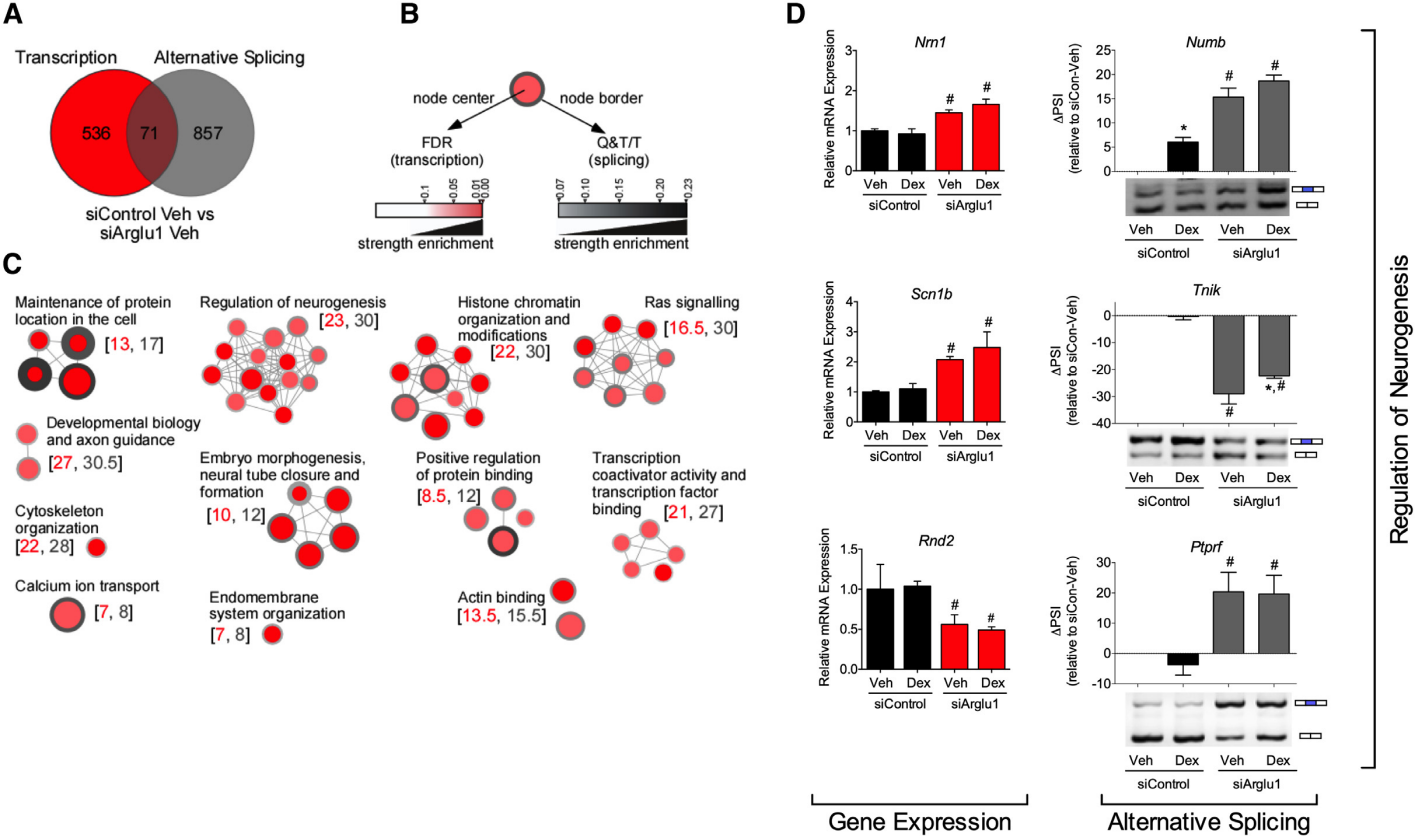
ARGLU1 basally regulates biological processes through modulation of transcription and AS of separate genes. (**A**) Venn diagram showing limited overlap in genes alternatively spliced (PSI ≥ 15) and transcriptionally regulated (siArglu1/siControl log_2_ ratio ≤−0.81 or ≥0.81) by ARGLU1 in N2a cells in the absence of a ligand. Genes having more than one splicing event were only counted once. Legend in (**B**) for pathways demonstrating overlap between those basally regulated by ARGLU1 in alternative splicing vs. transcription (siArglu1 versus siControl). (**C**) Node size is proportional to the number of differentially expressed genes in a pathway (corrected by the size of the pathway). All these pathways have a significant enrichment FDR equal or less than 0.05 for both the alternative splicing and transcription gene lists. Related pathways are grouped together under a common label to form modules. The numbers in brackets correspond to the median number of genes for transcription (left) and alternative splicing (right) contained in each pathway module. FDR, false discovery rate. Q&T/T, number of genes in the overlap for each pathway corrected by the size of the pathway. (**D**) Genes involved in regulation of neurogenesis were altered upon ARGLU1 knockdown in N2a cells at both transcriptional and AS levels. One-step RT-PCR validation of splicing events with a ΔPSI ≥15 is shown. A representative image is shown below the Image J quantification of the blot. Data represent the mean ± SEM (*n* = 3). *P < 0.05 versus respective Veh, ^#^*P* < 0.05 versus respective siControl; ANOVA followed by Neuman–Keuls test. See also Supplementary Figure S9.

Next, we examined Dex-responsive AS events. 

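Between siControl Dex and siControl Veh, 411 events in 367 genes differed by at least 15 PSI, 0.719% of the events compared. PSI was higher after Dex in 198 and lower in 213. Counted as exons and splice sites, 435 passed. Cassette exons made up 211 of the events, 101 higher and 110 lower. Without the coverage minimum, 2248 were higher and 2246 lower.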

There were 426 AS events that showed absolute ΔPSI of ≥15 in response to Dex in the siControl group (ΔPSI calculated as siControl Dex PSI – siControl Veh PSI) (Supplementary Table S3). 

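The exon of Mpdz on chromosome 4 from 81004530 to 81004646 had a PSI of 55.8 in siControl Veh and 81.2 in siControl Dex (ΔPSI 25.4), and 51.2 and 42.4 in siArglu1 (-8.85), with a score of VLOW in siArglu1 Veh and LOW in siArglu1 Dex. That of Tmtc1 on chromosome 6 from 148233379 to 148233492 went from 90 to 64.6 in siControl (-25.4) and from 87.5 to 78.1 in siArglu1 (-9.38), with a score of N in siArglu1 Veh. Fig. S9B shows Kif15, whose exon on chromosome 9 from 122880807 to 122880904 went from 91.1 to 71.8 in siControl (-19.3) and from 86.3 to 84.7 in siArglu1 (-1.6). The splicing tables used here list no event for Klf15. The ΔPSI of Brwd3 for Dex was 16.8 in siControl and -18.0 in siArglu1, where its score was VLOW in Veh and LOW in Dex.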

Selected AS events modulated by Dex were validated in three independent experiments (*i.e., Klf15, Mpdz, Brwd3, Tmtc1*, Supplementary Figure S9B). 

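Between siArglu1 Dex and siArglu1 Veh, 542 events differed by at least 15 PSI, 294 higher and 248 lower. Of the 411 events that differed in siControl, 28 also passed 15 in siArglu1 in the same direction and 41 in the opposite direction. Of the same 411, 194 moved in the same direction in siArglu1 at any size, 47.2% (exact binomial interval 42.3% to 52.2%), and across all 57183 events the ΔPSI of both comparisons, which share no library, was uncorrelated (Pearson's r = -0.00474). Judged by the exon or splice site of each event that changed most in siControl, 68 passed 15 in siArglu1 in either direction. Among 10000 random lists of 411 exons and splice sites matched on coverage in siArglu1 the median was 12 (95% range 6 to 19). When the lists were matched also on mean PSI and event type, a choice made after these values were seen, it was 57 (45 to 69), and 68 lay at percentile 97.3.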

Remarkably, only 28 of these Dex-induced events were preserved in the absence of ARGLU1 (*i.e*., still present in ΔPSI = siArglu1 Dex PSI – siArglu1 Veh PSI) suggesting that ARGLU1 was required for this Dex-mediated action. Without ARGLU1, Dex-treatment promoted the alternative splicing of a different set of events (Supplementary Table S3). 

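The Dex-responsive events of siArglu1 lay in 474 genes and included 273 cassette exons, 156 higher and 117 lower. Among events with a score of OK or better in all libraries, 107 differed in siControl and 110 in siArglu1, and 6 passed in both in the same direction and 2 in opposite directions. Among those with the best score in all, 7 and 13 differed, and 1 passed in both. From the few events shared by both comparisons, the paper proposes that the splicing response to Dex requires ARGLU1, and states that further studies are needed on whether the link is functional.

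**Figure D4:**
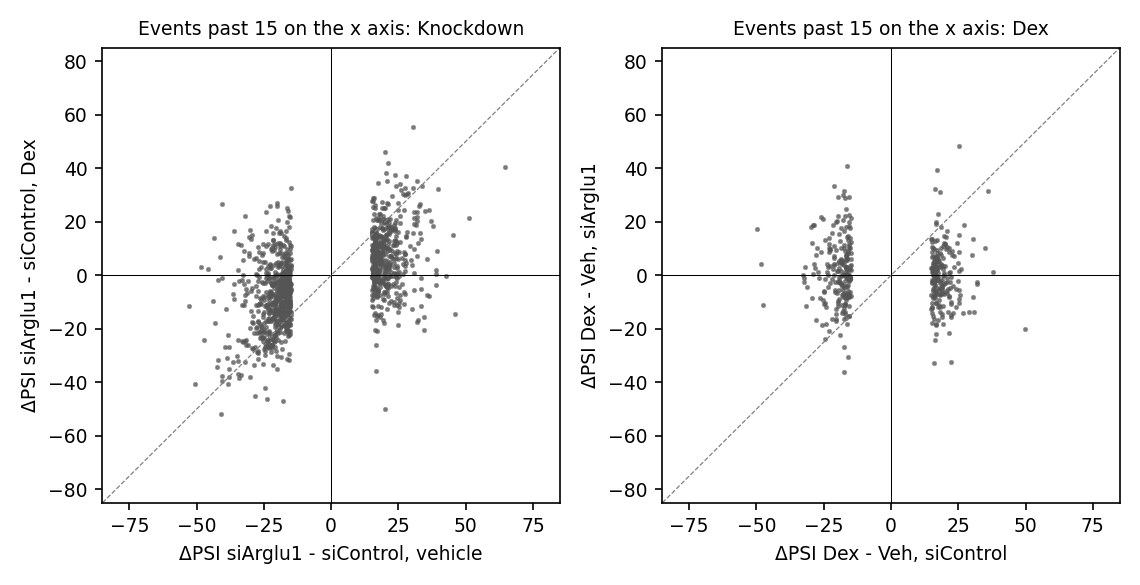
Each point is an exon or splice site that differed by at least 15 PSI in the comparison on the horizontal axis. Left, ΔPSI for knockdown in vehicle (horizontal) and in Dex (vertical); right, ΔPSI for Dex in siControl (horizontal) and in siArglu1 (vertical), with the diagonal dashed. The knockdown points lie mostly in the quadrants of equal sign (74.8% of events), and the Dex points fall in equal and opposite quadrants alike (47.2% of equal sign).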

To assess whether GR is itself associated with spliceosomal proteins we turned to our BirA*-GR IP-MS data. Of the 1074 proteins that were enriched in BirA*-GR+Dex, 240 proteins were also enriched in the BirA*-ARGLU1+Dex. Gene ontology analysis of these 240 common proteins found that proteins in transcription factor and spliceosomal complexes were over-represented (Supplementary Figure S8, overlap). Importantly, ARGLU1 was found to be a substrate of BirA*-GR, suggesting that these two proteins are in close proximity (within 10 nm) inside the cell (Supplementary Table S5). Further studies are required to determine whether the Dex-mediated splicing is functionally (directly or indirectly) linked to ARGLU1. Nonetheless, our data strongly support a role for ARGLU1 in maintaining proper basal AS in N2a cells.

To assess whether ARGLU1 associates with RNA in a cellular context, we conducted formaldehyde cross-linking/RNA-immunoprecipitation experiments using nuclear lysates from N2a cells expressing FLAG-tagged ARGLU1 (FL), ARGLU1^N-term^, or ARGLU1^C-term^ and quantified bound pre-mRNA using RT-qPCR. Our results showed that full-length ARGLU1 and ARGLU1^N-term^ (but not ARGLU1^C-term^) pulldowns enrich *Lpin1* and *Bin1* pre-mRNA (both are alternatively spliced in an ARGLU1-dependent manner and contain G-rich sequences near ARGLU1-dependent splice sites) (Supplementary Figure S9E). In contrast, *Brwd3* pre-mRNA (undergoes ARGLU1-dependent AS but does not contain G-rich sequences near splice sites) is not enriched (Supplementary Figure S9E). Together the RNAcompete, splicing, and RNA pulldown data suggest that ARGLU1 may directly regulate alternatively splicing of a subset of pre-mRNA. Computational analysis did not detect global enrichment of ARGLU1 RNA binding sites in regions (±300 bp) surrounding alternatively spliced exons. Thus, it is likely that ARGLU1 mediates alternative splicing by both direct and indirect mechanisms.

### ARGLU1 regulates gene expression and AS on distinct genes within similar networks

It is widely accepted that splicing and transcription are temporally coupled (40). To explore whether ARGLU1 facilitates the coupling of these two processes, we compared the genes affected by ARGLU1 in each category. Interestingly, out of the 607 transcriptionally regulated and 928 alternatively spliced genes that were affected by ARGLU1 knockdown (siArglu1 versus siControl), only 71 genes were overlapping (Figure 4A, Supplementary Table S4). This limited overlap strongly suggests that ARGLU1 has two distinct roles within cells. 

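Overlap was counted among the 8896 genes that passed the minimum on reads and had at least 1 event that could be compared. Of these, 971 changed in expression and 906 in splicing in siArglu1 Veh against siControl Veh, and 136 changed in both. The number followed the thresholds: with a log2 ratio of at least 1 for expression it was 74, and with a ΔPSI of at least 20 it was 72. With a log2 ratio of at least 0.58 it was 262.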

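The overlap was set against 10000 random lists of the same number of genes, matched to the genes with changed expression on mean expression. These lists held a median of 105 spliced genes (95% range 88 to 123), and the observed 136 lay at percentile 99.97. This describes the pair of libraries compared, since genes are not replicates. For the paper's 607 genes in place of the size rule, 74 were spliced and the lists gave 42 (31 to 55). Restricted to events with a score of OK or better in all libraries, 54 genes overlapped and the lists gave 46 (34 to 58). From the limited overlap between its lists, the paper proposes that ARGLU1 has distinct roles in transcription and in splicing.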

On one set of genes, it acts solely as a transcriptional co-activator and for a separate set of genes, it behaves as a splicing modulator.

Strikingly, although differentially expressed and alternatively spliced genes were largely unique, they were frequently enriched within the same pathways including ‘regulation of neurogenesis’ and ‘histone chromatin organization and modifications’ (Figure 4B, C). These data suggest that although ARGLU1 basally regulates the AS and expression of distinct genes, these genes share a similar functional classification. For example, knockdown of ARGLU1 significantly altered the mRNA expression of genes such as *Nrn1, Scn1b*, and *Rnd2* involved in neuronal differentiation and cell morphogenesis and increased exon skipping of *Numb, Tnik* and *Ptprf*, alternatively spliced genes involved in neuronal morphogenesis (Figure 4D).

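Nrn1 (ENSMUSG00000039114) had 6976 reads in siControl Veh and 15332 in siArglu1 Veh, a log2 ratio of 1.16 (interval 1.12 to 1.20), and 1.11 (1.07 to 1.15) in the Dex pair. Rnd2 (ENSMUSG00000001313) had 16534 and 4460 reads in vehicle, a log2 ratio of -1.87 (-1.92 to -1.82), and -1.97 (-2.02 to -1.93) in Dex. For Numb, the 85-nt exon on chromosome 12 from 85196390 to 85196474 had a PSI of 45.5 in siControl Veh, 61.9 in siArglu1 Veh, 48.6 in siControl Dex and 61.7 in siArglu1 Dex, all with a score of OK or better. The 87-nt exon of Tnik on chromosome 3 from 28493829 to 28493915 had a PSI of 62.1 in siControl Veh and 37.5 in siArglu1 Veh, where its score was VLOW, and 67.6 and 25.3 in the Dex libraries. The 579-nt exon of Ptprf on chromosome 4 from 117898404 to 117898982 went from 76.7 to 95.6 in vehicle and from 72.1 to 97.2 in Dex, with the best score in all 4 libraries. PSI after knockdown was thus higher for Numb and Ptprf and lower for Tnik.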

### Loss of ARGLU1 is embryonic lethal in mice and causes neurodevelopmental defects in zebrafish

To investigate the physiologic role of ARGLU1 *in vivo*, we attempted to generate a whole-body ARGLU1 knockout mouse. Heterozygous Arglu1 mice (*Arglu1^+/−^* also known as *Arglu1^tm1a/+^*) were generated by morula aggregation using commercially available ES cell lines (EUCOMM, details provided in the Extended methods and Supplementary Figure S10). Male and female heterozygous *Arglu1^+/–^* mice appeared phenotypically normal. Breeding of heterozygous *Arglu1^+/−^* mice did not produce any homozygous knockout mice (out of 200 pups) suggesting that *Arglu1^−/−^* mice are embryonic lethal. To begin to identify the developmental defects, we performed timed pregnancy experiments. Genotyping of the yolk sacs detected *Arglu1^−/−^* embryos at E9.0 and E9.5 but not at E12.5 (data not shown). Gross morphologic examination of these mutant embryos revealed an overall developmental delay of ∼0.5 days at E9.0 and E9.5 (Figure 5A). This mid-gestation lethality is consistent with a generalized growth defect and demonstrates that ARGLU1 is indispensable for embryonic development before E9.5. Moreover, staining for the apoptotic marker, cleaved caspase-3 (Figure 5B), demonstrated increased apoptosis in the developing brain of *Arglu1^−/−^* embryos when compared to *Arglu1^+/+^* (Figure 5B). These data suggest that ARGLU1 is required to maintain cellular integrity during CNS development.

**Figure 5.**
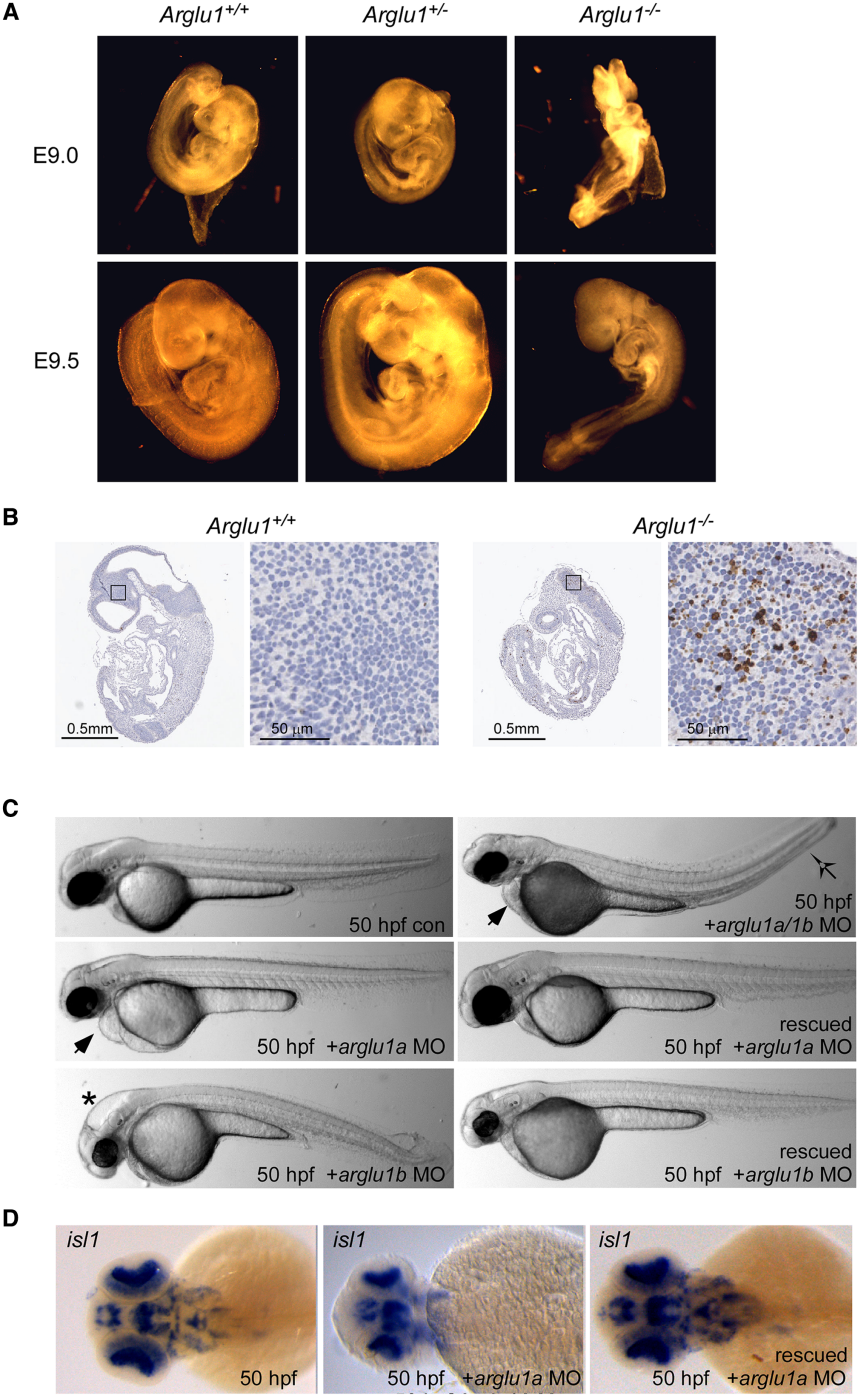
ARGLU1 regulates vertebrate nervous system development. (**A**) Mouse embryos from the *Arglu1^+/−^* x *Arglu1^+/−^* parent crosses were dissected and visually examined at E9.0 and E9.5. *Arglu1^+/-^* embryos appeared phenotypically normal whereas *Arglu1^−/−^* embryos had an overall developmental delay by approximately 0.5 days. (**B**) Cleaved caspase-3 was measured by immunohistochemistry in *Arglu1^+/+^* and *Arglu1^−/−^* embryos from E9.0 and E9.5, respectively. These time points were chosen to allow cleaved caspase-3 comparisons under matched developmental stages for each genotype. (**C**) Zebrafish embryos were injected with the indicated morpholino antisense oligonucleotide (MO) alone or in the presence of the indicated rescue mRNA constructs and visualized at 50 hpf. Symbols represent heart edema (
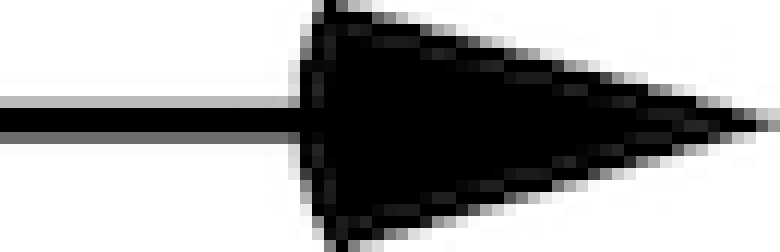
), expanded brain ventricle (*) and curved body axis (

). (**D**) RNA *in situ* hybridization assays monitoring islet-1 expression in 50 hpf embryos. p53-MO-injected control, arglu1a morphant embryo, and arglu1a morphant embryo rescued through co-injection of *arglu1a* mRNA are shown. Hpf, hours post fertilization. See also Supplementary Figures S10 and S11.

The high evolutionary conservation of ARGLU1 allowed us to utilize the zebrafish *Danio rerio* as a second model organism to study ARGLU1’s role *in vivo*. Interestingly, unlike mammalian ARGLU1, which is encoded by only one gene, zebrafish possess two ARGLU1 paralog genes encoded on separate chromosomes. The sequence identities of ARGLU1a and ARGLU1b to human ARGLU1 are 84% and 87%, respectively. The expression of *arglu1a* and *arglu1b* was examined by whole-mount RNA *in situ* hybridization at 24 and 48 hours post-fertilization (hpf). Diffuse expression of both isoforms was observed throughout the brain at each time point (Supplementary Figure S11A–D). These results are consistent with the high CNS expression of *Arglu1* in mice.

To examine the effect of loss of ARGLU1 proteins in zebrafish, we injected single cell-staged embryos with translation blocking morpholinos (MO) targeting *arglu1a* and *arglu1b*, alone or in combination. To minimize the off-target effects of morpholino injections mediated by the p53 apoptotic pathway, p53 MO was co-injected (41). At 50 hpf, p53 MO injected control embryos appeared phenotypically normal (Figure 5C); whereas, more than 70% of arglu1a MO-injected embryos exhibited heart edema and decreased brain size (*n* = 85, Figure 5C). Interestingly, arglu1b MO-injected animals (more than 90%) showed a different morphant phenotype, with expanded brain ventricles and a curved body axis (*n* = 85, Figure 5C). Co-injection of arglu1a and 1b MO together led to a more severe phenotype, where animals exhibited abnormal brain development, heart defects and a curved body axis (*n* = 30, Figure 5C). All embryos which had the morphant phenotype showed impaired movement without lethality up until the feeding stage (8–9 days) where they were unable to feed and died. To confirm that the observed results were not due to off-target effects of MO injection, we performed rescue experiments by co-injecting the arglu1a and arglu1b MOs with *in vitro* transcribed *arglu1a* or *arglu1b* mRNA, respectively (Figure 5C). *arglu1a* and *arglu1b* mRNA was able to rescue the morphant phenotypes in 65% of the embryos (*n* = 60, Figure 5C).

To better delineate the brain defect in arglu1a MO embryos, we performed RNA *in situ* hybridization for *islet-1*, a LIM homeodomain-containing transcription factor which acts as an early marker of neuronal differentiation. At 50 hpf, p53 MO injected control animals showed the characteristic *islet-1* expression pattern in the brain (Figure 5D), whereas arglu1a MO injected embryos had strikingly reduced *islet-1* expression, indicating possible delay or disruption of neuronal differentiation (Figure 5D). Validating the on-target activity of the MO, co-injection of *arglu1a* mRNA rescued expression of *islet-1* in these embryos (Figure 5D). From these studies, our data suggest that ARGLU1 proteins in zebrafish play an important role in normal development.

## DISCUSSION

### ARGLU1 is an evolutionarily conserved NR coactivator and AS modulator

We detail the discovery and characterization of ARGLU1 as a highly conserved dual function protein working as both a nuclear receptor coactivator and AS effector. ARGLU1 represents a new member within the diverse family of NR coregulatory proteins, since it shares no sequence similarity among other coregulators identified to date and contains no consensus mammalian RNA binding domains. Consistent with our findings, a functional genomics screen performed in mouse ES and N2a cells recently confirmed that knockdown of ARGLU1 affects AS (42). Our data show that deletion of ARGLU1 was embryonic lethal in mice between E9.5 and E12.5 coinciding with increased apoptosis in mouse neurons, and in severe developmental defects in the CNS and heart of zebrafish. Biochemical studies determined that ARGLU1 interacts with GR through its C-terminal domain; whereas, the N-terminal domain mediates interactions with splicing factors and contributes to both basal and GC-dependent splicing outcomes. 

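Of the 906 spliced genes, 15.0% also changed in expression, against 10.5% of the other genes with at least 1 event that could be compared. For the paper's 607 genes the shares were 8.17% and 4.47%. When every gene that passed the minimum on reads was taken as the background, the share among the others was 15.8%.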

Remarkably, only 7.5% of the genes differentially alternatively spliced by ARGLU1, were also transcriptionally regulated by ARGLU1. These findings strongly implicate ARGLU1 as a dual-function protein, utilizing its two distinct structural domains to regulate gene expression at two levels (transcription and pre-mRNA splicing). Pathways affected by loss of ARGLU1 included regulation of neurogenesis and histone chromatin remodeling, which may have contributed to the developmental defects observed in the mouse and zebrafish loss of function models.

Consistent with many NR coregulators, ARGLU1 coactivates multiple receptors in both a ligand dependent and independent fashion. In agreement with our discovery of ARGLU1 as a GR coactivator, Zhang and colleagues showed that ARGLU1 interacts with a mediator complex subunit and is required for amplifying ERα–mediated gene transcription. ARGLU1 was also recently shown to participate in the regulation of its own splicing via the presence of an ultraconserved element (43). Among the receptors that showed ligand dependence for ARGLU1, GR was the most highly dependent followed by ERα and several others to a much lower extent. The synergy in the transcriptional output ARGLU1 with other GR coactivators (TIF2 and PGC1α) is consistent with its function as a coactivator. Such effects have been observed previously between coactivators and NRs (29,44). From our BioID data we found that GR and ARGLU1 are in close proximity as BirA*-GR biotinylated ARGLU1. In contrast, we did not observe biotinylation of GR with BirA*-ARGLU1. The lack of complementarity in the results may be due to the relative topology of the BirA* tag on each of the proteins in three-dimensional space. Nonetheless, in the presence of Dex, there were 240 proteins that were shared between GR and ARGLU1. We mapped these proteins to the curated nuclear receptor co-regulator list on the NURSA website (www.nursa.org) and discovered 22 proteins in common including MED1 and TIF2/NCOA2. Thus, in addition to GR and ARGLU1 being in close proximity in the cell, these data suggest they may be in a protein complex with other known nuclear receptor coregulators that help mediate a full Dex response. A recent analysis of the GR protein interactome from mouse liver identified ARGLU1 as a protein enriched following GR pull-down compared to IgG control, further supporting the idea that the two proteins are present in a complex (45).

The two domains of ARGLU1 have opposing charges with positively charged arginine residues at the N-terminus and an abundance of negatively charged glutamate residues at the C-terminus. Proteomic analysis indicated that the N-terminal end was responsible for interacting with splicing factors. Our findings are also supported by a proteomics study of the human spliceosome that identified ARGLU1 (FLJ10154) as one of the proteins repeatedly co-purified with the U2 related spliceosomal complex (46). Intriguingly, although ARGLU1 contains no consensus mammalian RNA binding motifs, the highly enriched segment of arginines at the N-terminus is consistent with the mechanism by which some viral proteins bind RNA (i.e., HIV Rev and Tat proteins) (47). ARGLU1 was also recently shown to interact with the splicing factor SRSF2 in a co-IP assay and these studies suggest that ARGLU1 may influence AS by competing with SRSF2 for RNA binding (42).

### Stress hormone dependent AS on a genome-wide scale

NR co-regulator studies have traditionally examined the interplay of NRs and their coactivators in the initiation of gene transcription and their interaction with chromatin; with much less attention paid to the post-transcriptional role of NR coregulators in signaling (48). Splicing is orchestrated by a multi-protein complex composed of five small ribonucleoprotein particles and up to ∼300 splicing factors (49,50). It is estimated that ∼90% of human pre-mRNAs are alternatively spliced (51,52). The regulation of AS is known to occur co-transcriptionally and/or post-transcriptionally depending on the gene (53–55).

In the context of NR signaling, steroid NRs and their coactivators have been implicated in AS with the idea that activated steroid hormone receptors control gene transcription and affect splicing decisions in a promoter-dependent manner by recruiting a set of transcriptional coregulators that participate in the splicing decisions of the newly formed transcripts (13–15). For example, PPARγ coactivator, PGC1α, was shown to influence the AS of the fibronectin minigene when PPAR/RXR binding sites were present in the promoter (16). Similarly, coregulators of steroid receptors, CAPER and CoAA, were found to play a role in the pre-mRNA processing of various minigenes in response to ligand (14,56,57). In cells, CAPERα was found to coactivate the progesterone receptor and alter the splicing of endogenous *Vegf* (56). In these models, the influence of the coregulatory protein on splicing was intimately tied to transcriptional activation, generally in response to hormone through the incorporation of the MMTV promoter upstream of the minigene construct. These results invoke the kinetic model of co-transcriptional splicing in which activation of transcription by the NR is a co-requisite to its role in splicing.

In contrast, our data suggest that the above model is not applicable in a general context. When examined on a genome-wide scale, we find that among the genes that were significantly altered in response to Dex, there was no overlap between genes transcriptionally regulated and those that were alternatively spliced (though we acknowledge that only seven genes met the criteria for statistical significance for transcription in siControl Dex vs. Veh). This finding supports the idea that changes in splicing, in general, do not affect overall steady-state transcript levels from the same gene. However, we cannot rule out the possibility that in some cases, changes in the stability of the alternative transcript could be playing a role. 

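Of the 58 genes that changed in expression after Dex in siControl, 4 had an event that could be compared. 1 of them, Popdc2, also had an event that differed by at least 15 PSI; it is named after its values were seen. Of the 7 genes of Table S1, 0 had an event that could be compared. The splicing tables list 2 events for Pnmt, 4 for Trim63, 4 for Slc10a6, 2 for Tdo2, 0 for Asic5, 4 for Fam13a and 9 for Rufy4, none of which met the coverage minimum. A change of splicing in these genes could thus not be seen at this depth.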

Other groups have previously demonstrated a role for GC regulation of AS on individual genes (58–60); however, to our knowledge, our study is the first to examine the global effect of GC signaling on AS. Although these findings were unexpected based on historical minigene data, our observations are in agreement with a study in which an exon array was used to probe the role of ERα and ERβ in estradiol-induced AS (61). This study found that ∼67% of genes that were alternatively spliced after a 3 h treatment were not transcriptionally altered (61). More recently, RNA-seq analysis of breast cancer cells treated with a synthetic progestin found 254 genes alternatively spliced after a 6 h treatment, 74% of which were not transcriptionally regulated (62).

The degree to which ARGLU1 is interfacing specifically with GR to regulate genes is, as yet, not clear and will require further study. In the liver, it was recently shown that ARGLU1 is pulled down as part of the GR protein interactome (45). Our BirA* and ChIP data support the close proximity of GR and ARGLU1 within the cell, but fall short of proving the two are acting within the same complex. Therefore, it is possible that the overlapping requirement for ARGLU1 for several Dex-mediated transcriptional and splicing events is co-incidental based on their shared roles in common pathways. However, we do note that of the genes significantly induced by Dex in N2a cells (siControl), the magnitude of the fold-induction was diminished for all seven genes by the absence of ARGLU1 (Supplementary Table S1). Likewise, of the 426 splicing events that were alternatively spliced in response to Dex, only 28 remained Dex-responsive in the absence of ARGLU1. Together, these data suggest that in N2a cells, the presence of ARGLU1 influences GC signaling outcomes.

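The tally depends on the pair of libraries on which the genes are chosen. Of the 40 genes that rose past the threshold in siControl, 36 rose less in siArglu1 (90%, exact binomial interval 76.3% to 97.2%), with median log2 ratios of 1.27 in siControl and 0.70 in siArglu1. Of the 41 genes that rose past it in siArglu1, 9 rose less in siArglu1 (22.0%, 10.6% to 37.6%), with medians of 0.41 in siControl and 1.24 in siArglu1. Of the 25 genes whose mean of the log2 ratios in siControl and siArglu1 was at least 1, 16 rose less in siArglu1 (64%, 42.5% to 82.0%). With the length trend removed, a choice made after the values were seen, 18 of 25 did (72%, 50.6% to 87.9%). This interval excludes an even split, whereas those of the other settings run for this choice include it. With a prior count of 10, 7 of 16 genes that rose past the threshold in siArglu1 rose less there (43.8%, 19.8% to 70.1%), an interval that includes an even split. With a mean cRPKM of at least 1 as a filter, only Slc10a6 of the 7 genes remained.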

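How many events differed between siControl Dex and siControl Veh depended on their coverage. Where the lower score of the 2 libraries was VLOW, 7.33% of the events differed, against 4.32% at LOW, 0.952% at OK and 0.0414% (15 of 36242) at SOK. For knockdown in vehicle, 0.850% (251 of 29517) still differed at SOK. Splice site events, whose junction reads were deposited, allow the counting error to be drawn. In 200 draws with no change between the libraries, a mean of 170.4 of 24210 such events passed 15, against 199 observed for Dex in siControl. The largest draw gave 204, so the observed count was not above all draws. For knockdown in vehicle, the draws gave a mean of 239.9 and at most 275, against 331 observed, which was above all draws.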

## SUMMARY

Overall, these data support two distinct functional roles for ARGLU1 in development, one involved in transcription and the other in AS. It is not yet clear whether the developmental defects observed in mice and zebrafish with loss of ARGLU1 are due to the loss of its transcriptional or splicing role, but we anticipate that both will be important based on our bioinformatics analysis in neural cells that found that developmental pathways were enriched in both the transcriptionally regulated and alternatively spliced gene lists (Figure 4). Our data also suggest that stress hormone-induced AS is a layer of gene regulation that deserves further study, though we acknowledge that we do not yet know whether ARGLU1 plays a direct or indirect role in this context. Because the brain is prone to large changes in alternative splicing, this result may be particularly important with respect to stress-induced cognitive dysfunction and provide a new angle from which to explore the molecular mechanisms of hormone function in disease states.

## DATA AVAILABILITY

Raw RNA-seq data have been deposited with GEO omnibus under accession number GSE85197. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (63) with the dataset identifier PXD012406 and PXD012555.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: ARGLU1 is a transcriptional coactivator and splicing regulator important for stress hormone signaling and development
**Source:** Nucleic Acids Res. 2019 Jan 30;47(6):2856–70. doi: 10.1093/nar/gkz010
**Supplement:** Supplementary Data

**SUPPLEMENTAL TABLES (uploaded as excel files)**

Table S1. N2a RNA-seq gene expression data set.

N2a RNA-seq data for genes which showed significant differential gene expression following ARGLU1 knockdown (p<0.05 by edgeR analysis). 

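With 1 library per group, the spread between cultures cannot be estimated from the table itself. The smallest false discovery rate that the paper's table gives among these 607 genes is 0.732, and the fewest reads of a listed gene are 78. Of the 607 genes, the paper's table gives 208 as higher and 399 as lower. For the 7 genes of Dex in siControl, the paper's P lies between 0.0191 and 0.0495 and its false discovery rate is 1. For the 3 genes of Dex in siArglu1, the paper's P lies between 0.0134 and 0.0250, also with a false discovery rate of 1. The Dex/Veh folds of the table are ratios of the deposited cRPKM. The paper's folds are 113 in siControl and 1 in siArglu1 for Pnmt, 13.7 and 6 for Trim63, and 10.5 and 5.01 for Slc10a6. The cRPKM of Pnmt was 0.01 in 3 of the 4 libraries, the smallest step that 2 decimals show.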

Raw and analyzed data are presented in separate tabs. Some columns are hidden to increase readability.

Table S2. Gene ontology functional classes of ARGLU1 regulated genes in N2a cells.

g:Profiler pathway enrichment analysis of differentially expressed genes (p<0.05 by edgeR) of untreated N2a cells lacking ARGLU1.

Table S3. N2a RNA-seq alternative splicing data set.

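Table S3 has a sheet for each comparison. The copies used here hold 426 entries for Dex in siControl and 551 for Dex in siArglu1, and the first 852 of the 1129 entries for knockdown in vehicle. An entry is an exon or a splice site, so an Alt3 or Alt5 event can take several; the 426 entries belong to 411 events and the 551 to 542. Each of these entries was found among the exons and splice sites that passed the coverage minimum and the threshold here.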

Only events with ∆PSI of ≥ 15 for the indicated condition are shown. Event complexity refers to the percentage of reads that do not come from the C1A, AC2, C1C2 exon junctions. S is a simple event with ≤5% of total reads being complex, while C1, C2, and C3 have an increased proportion of complex reads. Other codes refer to additional types of AS events, where MIC refers to microexons (≤ 15 nucleotides). 

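Exons slightly longer than microexons were also compared by length. In vehicle, 101 of the 135 changed cassette exons of at most 50 nt, microexons apart, had a lower PSI after knockdown (74.8%, exact binomial interval 66.6% to 81.9%). Of the 619 longer ones, 319 were lower (51.5%, 47.5% to 55.5%). In the Dex pair, 71 of 97 short exons (73.2%, 63.2% to 81.7%) and 237 of 489 longer ones (48.5%, 44.0% to 53.0%) were lower.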

Some columns are hidden to increase readability.

Table S4. N2a genes showing transcription and splicing overlap following ARGLU1 knockdown.

N2a RNA-seq data for genes which showed significant (p<0.05 by edgeR analysis) changes in basal expression level upon ARGLU1 knockdown and overlapping genes which showed splicing changes of ∆PSI of ≥ 15 (calculated as siArglu1 PSI – siControl PSI). Event complexity refers to the percentage of reads that do not come from the C1A, AC2, C1C2 exon junctions. S is a simple event with ≤5% of total reads being complex, while C1, C2, and C3 have an increased proportion of complex reads. Other codes refer to additional types of AS events, where MIC refers to microexons (≤ 15 nucleotides). A total of 71 overlapping genes were identified. 

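Matched by Ensembl identifier, 74 genes are in both the paper's list of 607 genes with changed expression and its list of 928 genes with changed splicing. All of the 71 genes of the common sheet of Table S4 are among these 74, by symbol, and 70 of the 71 are among the genes that passed both size rules here.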

Some columns are hidden to increase readability.

Table S5. Proteins identified by mass spectrometry using BioID in HEK293 cells.

Lists of proteins identified by BioID using BirA*-ARGLU1 or BirA*-GR as bait. Cells transfected with BirA* alone were used as negative controls. Cells were treated with 100 nM dexamethasone (Dex) for 24 h. The normalized MS intensities (iBAQ) obtained with the indicated BirA*-tagged bait or the BirA* alone are shown for each of the identified proteins. Raw and analyzed data are presented in separate tabs. Some columns are hidden to increase readability.

Table S6. Proteins identified by mass spectrometry using RIME in N2a cells.

Lists of proteins identified by RIME (rapid immunoprecipitation of endogenous protein complexes) using anti-IgG, anti-ARGLU1 and anti-GR antibodies following 1 h of 100 nM dexamethasone (Dex) treatment. The normalized MS intensities (iBAQ) obtained with the indicated antibody are shown for each of the identified proteins. Raw and analyzed data are presented in separate tabs.

**SUPPLEMENTAL FIGURES**

**Figure S1:** **A screen for new modulators of GR activity identified ARGLU1, a nuclear protein from a human brain cDNA library, as a GR coactivator, related to Figure 1.** (**A-B**) cDNA pools from a human brain library were co-transfected into HEK293 cells with GAL4-hGR, UAS-luciferase and β-galactosidase. Cells were treated with 300 nM cortisol (Cort) and the luciferase signal was compared to no library control (empty vector). The coactivator (CoA) TIF2 and corepressor (CoR) RIP140 were used as positive controls. The positive hit shown in light purple (>2-fold change) was first screened at 50 clones per well (**A**), then 12 clones per well (not shown), and finally 1 clone per well (**B**). The clone in light purple was identified as ARGLU1. (**C**) HEK293 cells transfected with the GAL4-GR/UAS-luc reporter with increasing amounts of CMX-ARGLU1 and 300 nM cortisol (Cort). (**D**) HEK293 cells transfected with the CMX-hGR/MMTV-luc reporter with a fixed amount of CMX-ARGLU1 (15 ng/well) and increasing concentrations of cortisol. Data represent the mean ± SD, ANOVA followed by Newman-Keuls, *p<0.05 Cort vs respective Veh; #p<0.05 vs 0 ng.

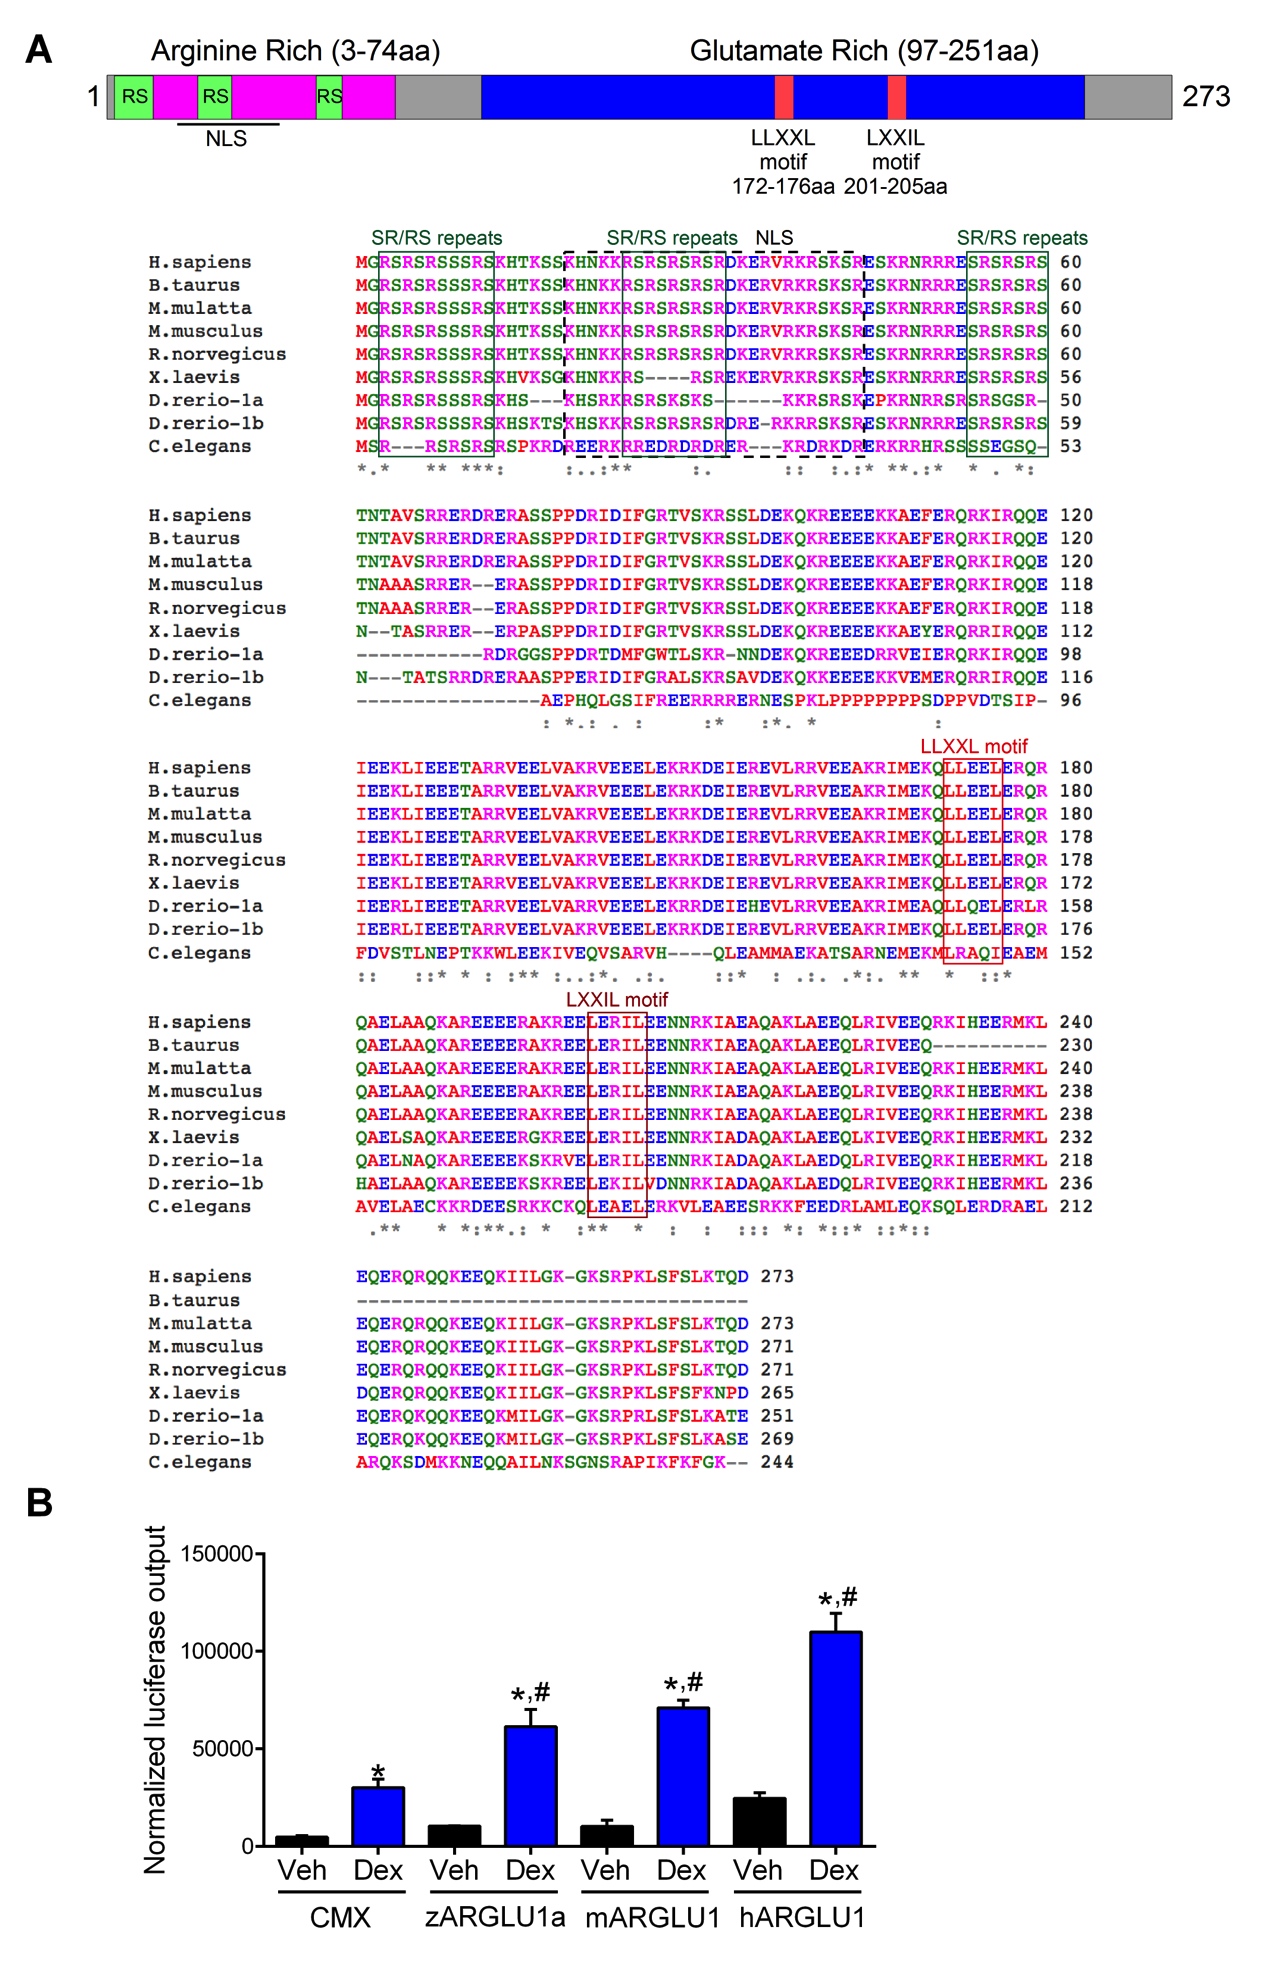

**Figure S2: ARGLU1 is a highly evolutionary conserved GR coactivator, related to Figure 1.**

(**A**) Amino acid sequence alignment between species. ARGLU1 has two distinct regions: the N-terminus which is rich in positively charged arginine amino acids, and the C-terminus which is composed of glutamate rich amino acids. The arginine-rich region is also enriched in the SR/RS-repeats (boxed). Bipartite nuclear localization sequence (NLS) is depicted by a dashed box. Two putative NR interaction domains, LLXXL and LXXIL motifs, were identified by visual examination: L, leucine; I, isoleucine; X, any amino acid (boxed). Sequence alignment was performed using ClustalW. (**B**) ARGLU1’s GR coactivation function is preserved across species. HEK293 cells were co-transfected with GAL4-GR and UAS-luciferase together with 15 ng of zebrafish (zARGLU1a), mouse (mARGLU1) or human (hARGLU1) ARGLU1. Six hours post-transfection, cells were treated with 100 nM dexamethasone (Dex) and harvested for luciferase assay 16 h later. β-galactosidase was used to normalize for transfection efficiency. When compared to the CMX group all three ARGLU1 orthologues were able to significantly induce GAL4-GR activity in response to Dex. Normalized luciferase output = luciferase light units/β-galactosidase*time. Data represent the mean ± SD. *p<0.05 Dex group vs respective Veh; #p<0.05 vs CMX-Dex. ANOVA followed by Newman-Keuls test.

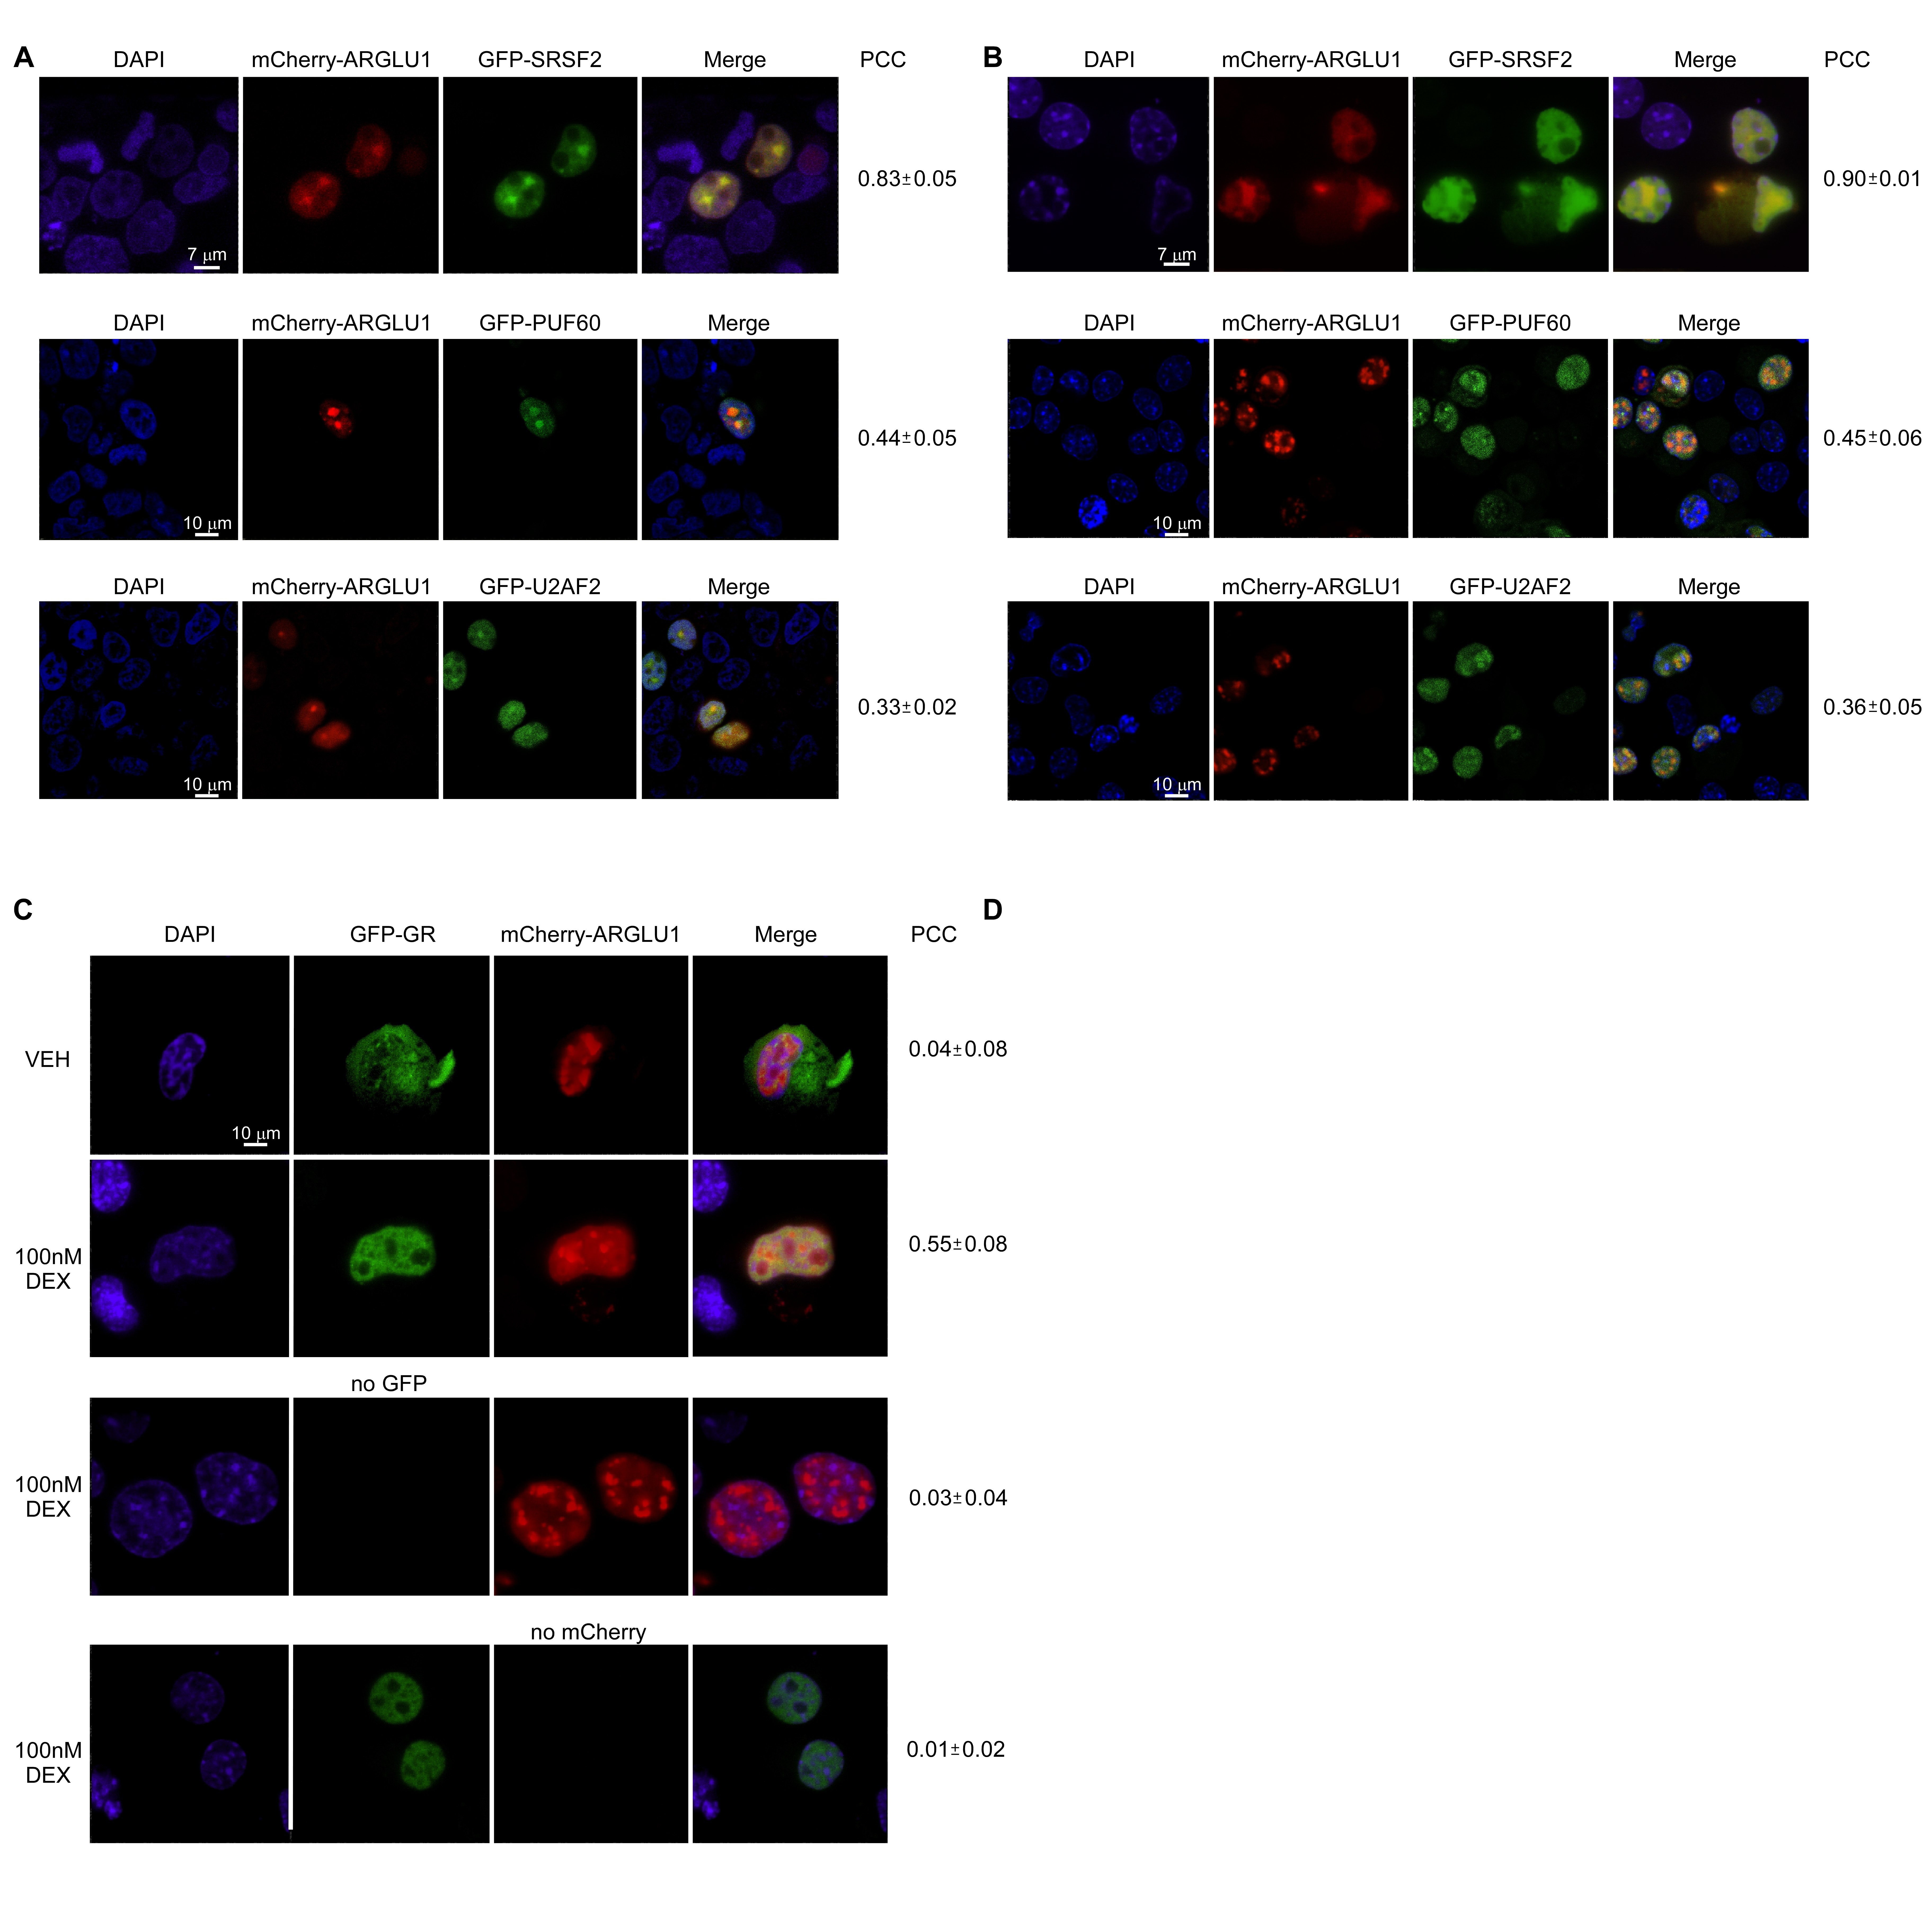

| **HEK293 cells** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **mCherry** | **GFP** | **Dex** | **Cell #** | **Pearson**  **Correlation**  **Coefficient**  **Mean** | **PCC SEM** |
| ARGLU1 | hGR | - | 52 | -0.03 | 0.05 |
|  | hGR | + | 31 | 0.52 | 0.07 |
|  | SRSF2 | - | 15 | 0.83 | 0.05 |
|  | PUF60 | - | 12 | 0.44 | 0.05 |
|  | U2AF2 | - | 9 | 0.33 | 0.02 |
| SRSF2 | hARGLU1 | - | 6 | 0.81 | 0.01 |
| ARGLU1 | - | + | 6 | 0.10 | 0.05 |
| - | GFP | + | 20 | 0.01 | 0.02 |
| **N2a cells** | | | | | |
| **mCherry** | **GFP** | **Dex** | **Cell #** | **Pearson Correlation Coefficient Mean** | **PCC SEM** |
| ARGLU1 | hGR | - | 3 | 0.04 | 0.08 |
|  | hGR | + | 3 | 0.55 | 0.08 |
|  | SRSF2 | - | 8 | 0.90 | 0.01 |
|  | PUF60 | - | 33 | 0.45 | 0.06 |
|  | U2AF2 | - | 19 | 0.36 | 0.05 |
| SRSF2 | hARGLU1 | - | 8 | 0.88 | 0.02 |
| ARGLU1 | - | + | 16 | 0.03 | 0.04 |
| - | GFP | + | 21 | 0.01 | 0.02 |

**Figure S3: Immunofluorescence co-localization studies of ARGLU1 with splicing factors, related to Figure 1.**

Co-localization studies of mCherry-ARGLU1 (red) and GFP-SRSF2, GFP-PUF60, GFP-U2AF2 or GFP-GR (green) in (**A**) HEK293 and (**B, C**) Neuro-2a cells. DAPI (blue) was used to stain the nuclei. Pearson’s correlation coefficient (PCC) for localization overlap is listed on the right of the corresponding images (mean ± SEM) and summarized in (**D**).

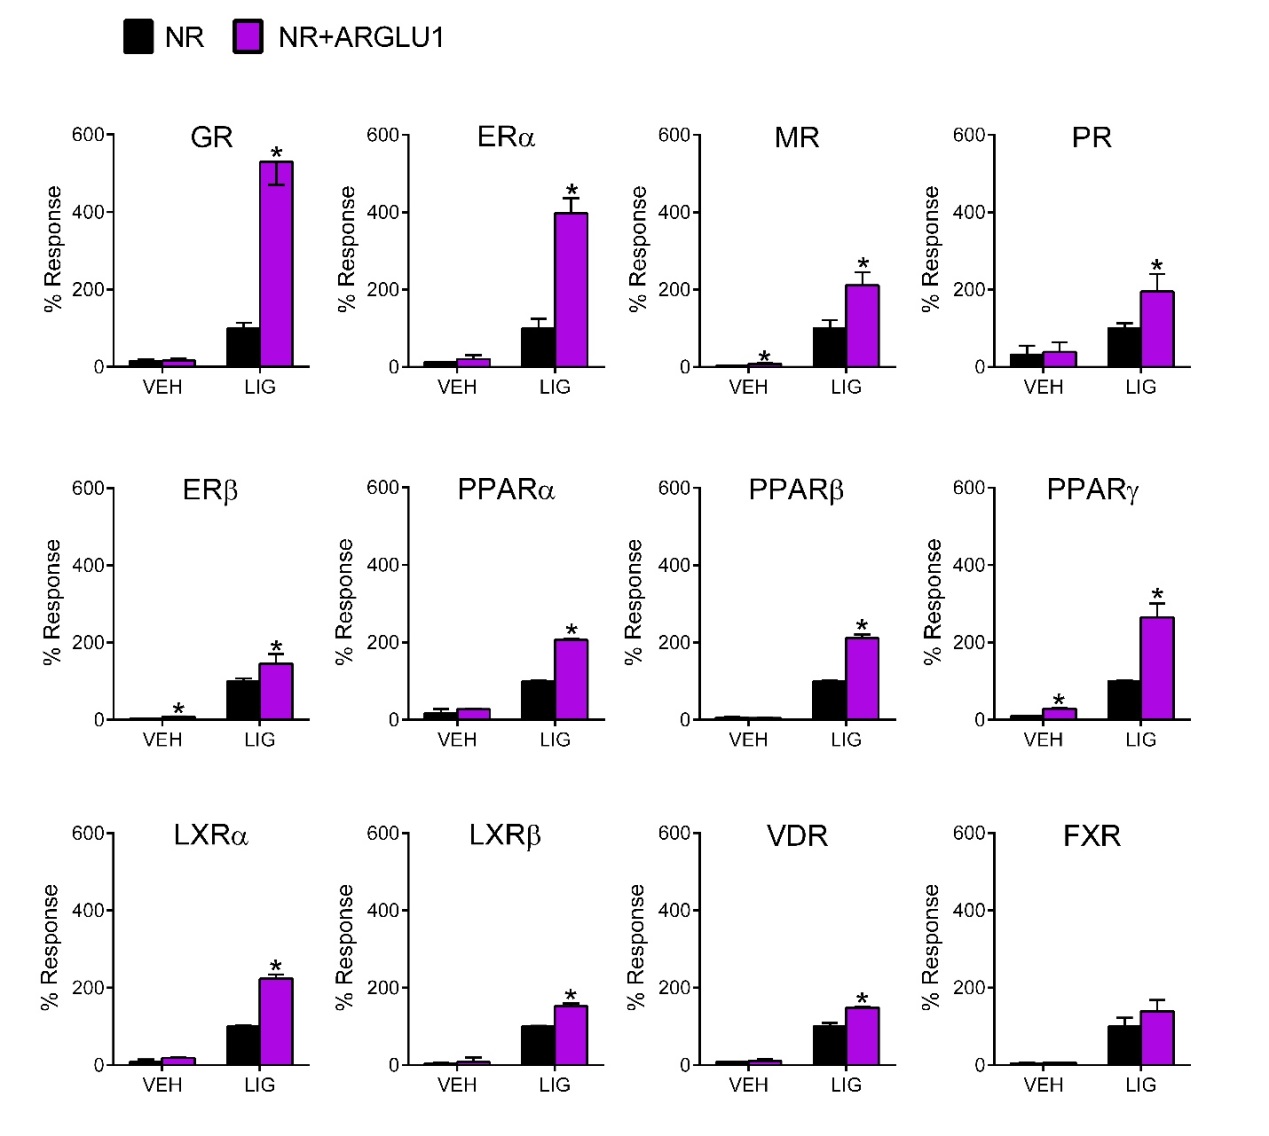

**Figure S4:** **ARGLU1 activation of nuclear receptors, related to Figure 2.**

Various GAL4-nuclear receptor (NR) fusion proteins were co-transfected with the UAS-luciferase system and 15 ng ARGLU1 into HEK293 cells. Six hours later, cells were treated with 300 nM cortisol (hGRα), 10 nM aldosterone (hMR), 10 nM progesterone (hPR), 1 nM 17β-estradiol (hERα and hERβ), 500 nM T0901317 (hLXRα/hLXRβ), 500 nM WY14643 for (hPPARα), 25 nM GW1516 (hPPARδ), 50 nM rosiglitazone (hPPARγ), 10 μM CDCA (hFXR) and 0.5 nM 1,25(OH)_2_ vitamin D_3_ (hVDR). All ligands were dosed at the receptor’s EC_50_ in this system. Data represent the mean ± SD (n=3). *p<0.05 NR+ARGLU1 vs NR; Student’s t-test.

**
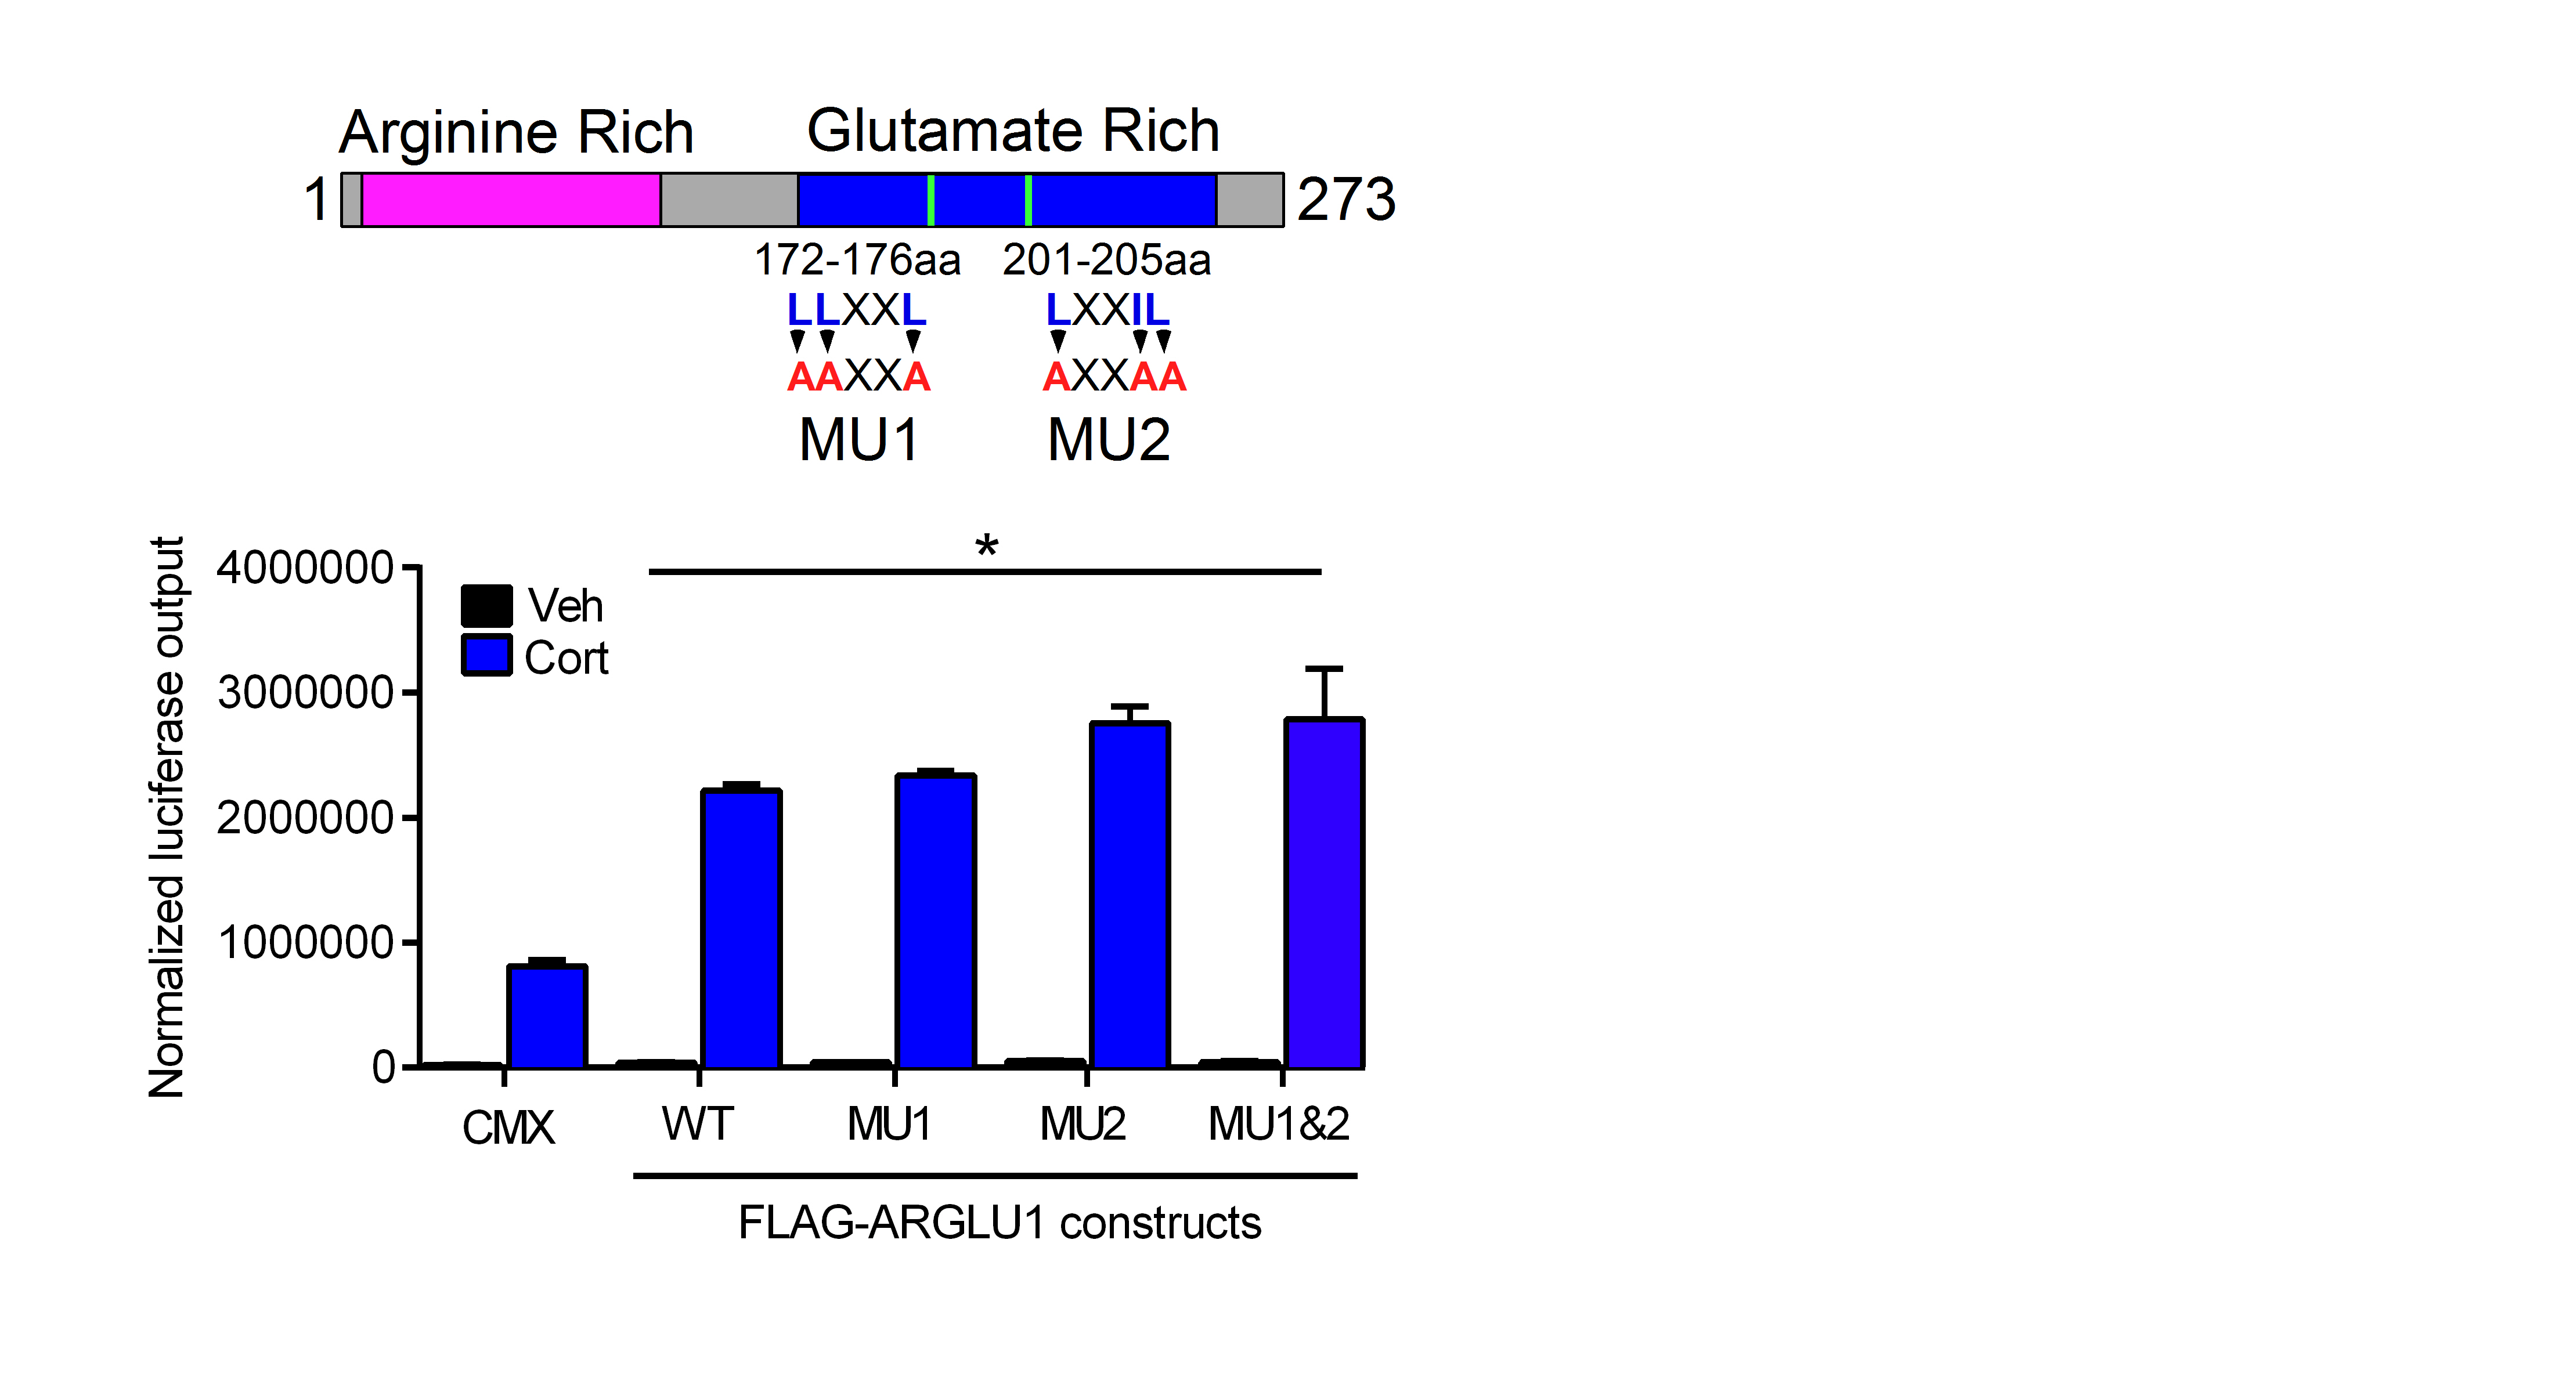
**

**Figure S5: ARGLU1 activation of GR is not dependent on the individual LXXLL motifs, related to Figure 2.**

Top - Schematic diagram of ARGLU1 mutants. Bottom - GAL4-GR was cotransfected into HEK293 cells with the UAS-luciferase system and 15 ng of the indicated ARGLU1 LLXXL mutants, followed by administration of EtOH (Veh) or 300 nM cortisol. CMX was used as a control. Normalized luciferase output = luciferase light units/β-galactosidase*time. Data represent the mean ± SD (n=3). *p<0.05 vs CMX-Cort; ANOVA followed by Newman-Keuls test.

**Figure S6: Loss of ARGLU1 significantly alters basal gene expression program in Neuro2a cells, related to Figure 2.**

Neuro-2a cells were transfected with 30 pmol of siControl and siArglu1using RNAiMax for 48 h and then treated with vehicle (EtOH) or 100 nM Dex for 4 h before RNA or protein extraction. (**A**) Quantitative PCR of *Arglu1* and *Gr* mRNA normalized to cyclophilin. (**B**) ARGLU1 protein expression in whole cell lysates analyzed by Western blot (n=3). (**C**-**D**) MA plot showing the distribution of read counts (x-axis) against p value score (defined in methods from edgeR analysis) for each gene. Orange - top 100 genes; Red – genes validated by qPCR. (**E**) Volcano plot of log_2_ fold change (log_2_FC) versus p value score (defined in methods from edgeR analysis) for differentially expressed genes. Orange - top 100 genes. Red – genes validated by qPCR. (**F**) Correlation between fold change values from qPCR and RNA-seq data are shown without *Pnmt*. Inclusion of *Pnmt* yielded a correlation coefficient of r = 0.9515. (**G**) qPCR validation of *Per1* gene expression. (**H**) ChIP of GR and ARGLU1 at the GRE of the *Per1* gene. (**I**) ChIP of IgG at each of the loci tested. (**J**) qPCR validation of RNA-seq data was performed on non-pooled samples. 

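In the RNA-seq, Per1 had 780 reads in siControl Veh, 3116 in siControl Dex, 330 in siArglu1 Veh and 2532 in siArglu1 Dex, the deepest coverage of the 10 genes that Table S1 lists for Dex. Its log2 ratio for Dex was 1.90 (interval 1.78 to 2.01) in siControl and 2.53 (2.36 to 2.70) in siArglu1, and these intervals do not overlap. Its level was lower after knockdown in both conditions, with a log2 ratio of -1.22 (-1.41 to -1.03) in vehicle and -0.59 (-0.66 to -0.51) in Dex. The ratio for Dex was thus larger in siArglu1 while the level reached in Dex was lower.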

Data represent the mean ± SEM (n=3). *p<0.05 vs respective Veh, #p<0.05 vs siControl; ANOVA followed by Newman-Keuls test. See also Figure S4.

**
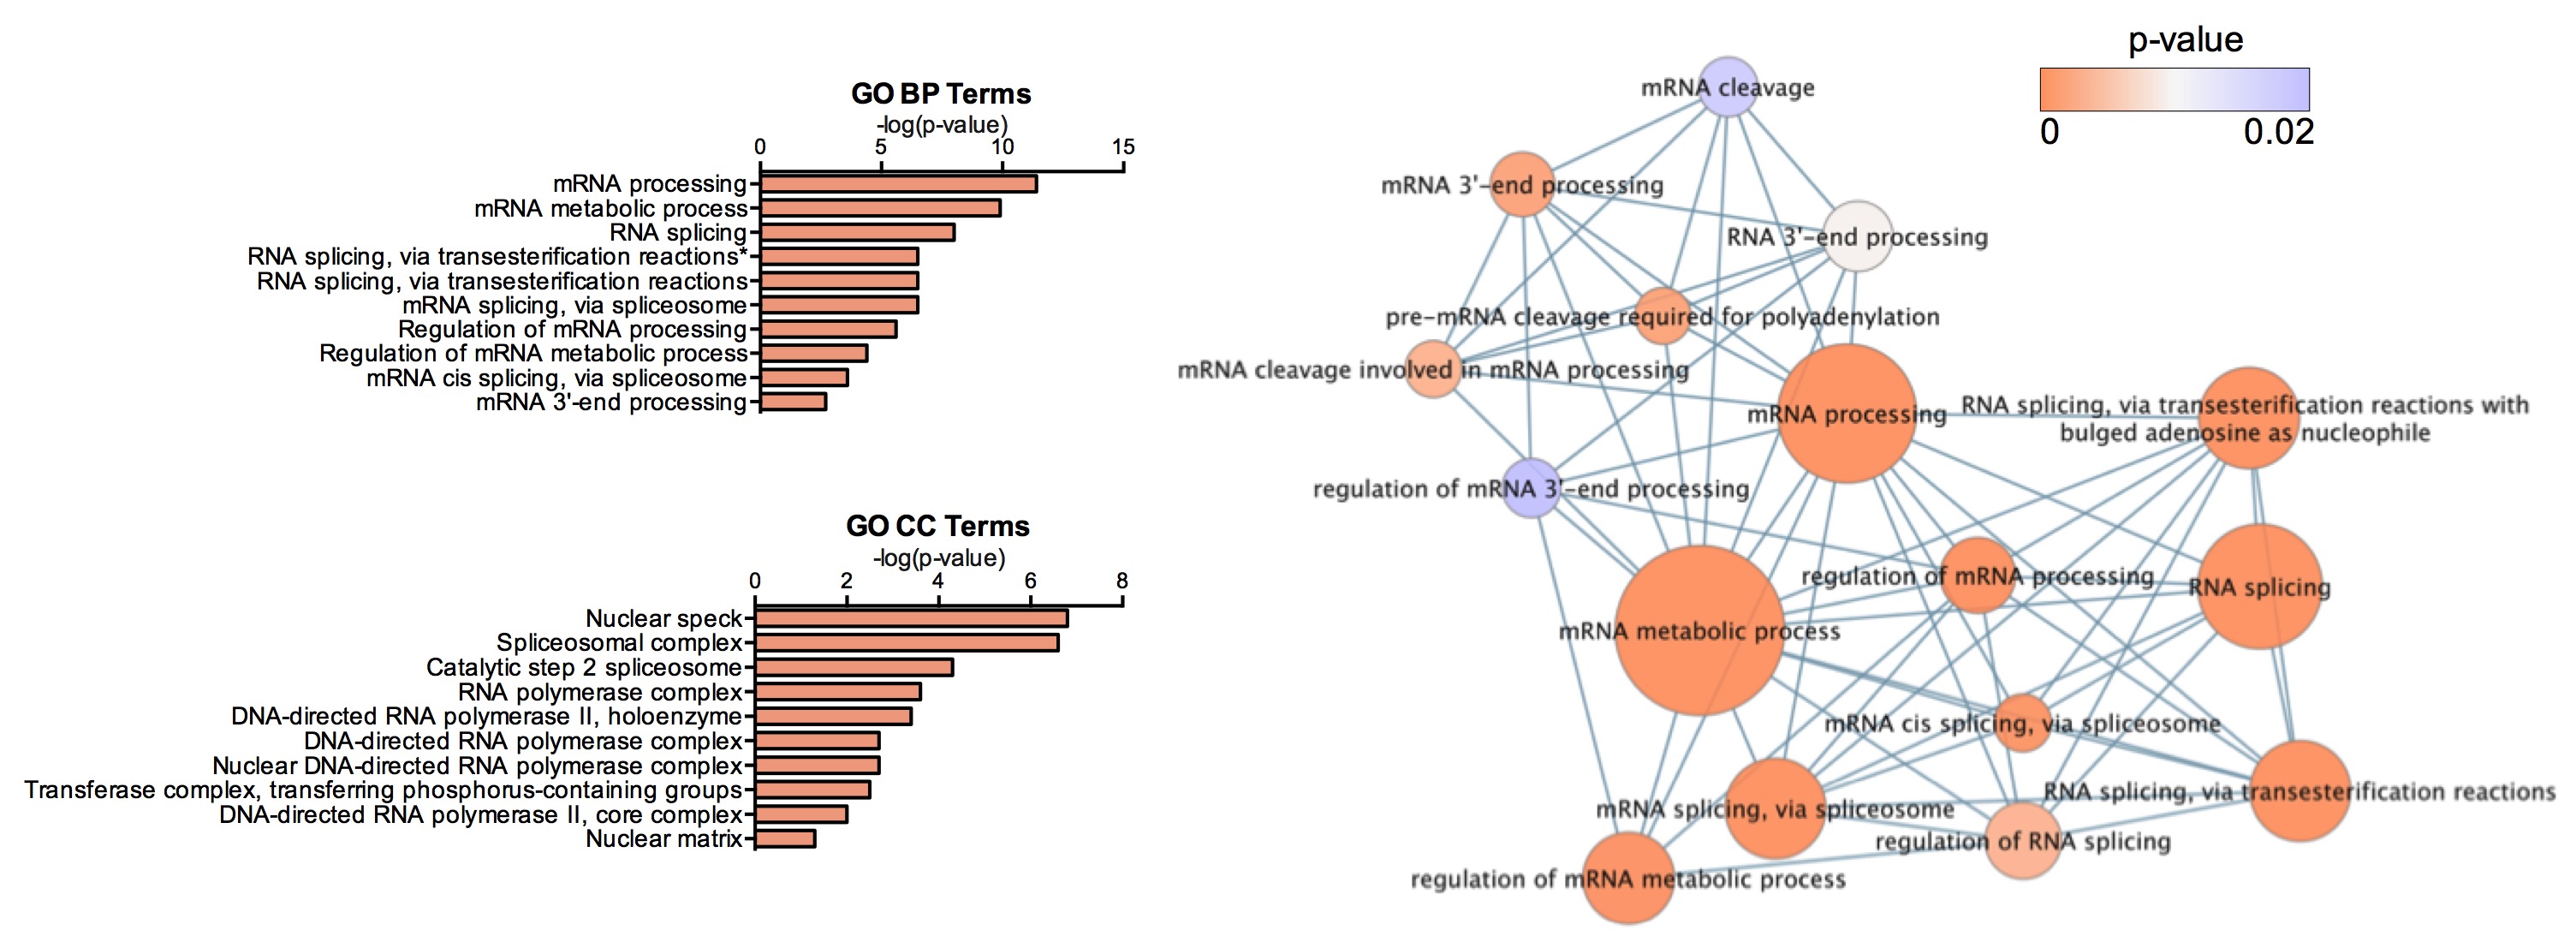
**

**Figure S7: ARGLU1 interacts with splicing factors in N2a cells, related to Figure 3.**

Immunoprecipitation of ARGLU1 from N2a cells treated with 100 nM Dex using rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME) for analysis of chromatin complexes. RIME identified 1538 unique proteins. Of those proteins, 150 were detected in the ARGLU1 + Dex sample and not detected in the IgG controls. The list was submitted to g:Profiler. to test for Gene Ontology enrichment (BP – Biological process and CC – Cellular Compartment). The conditions were set such that the minimum overlap is 2 proteins, and the size of the functional category is between 3 to 500 proteins. The statistical threshold was calculated using the Benjamini-Hochberg FDR method. The top 10 most significant GO BP and GO CC terms were represented using the negative logarithm of their p-value. The GO BP Enrichment Map was drawn in Cytoscape’s Enrichment Map plug-in using the g:Profiler GO BP output.

**
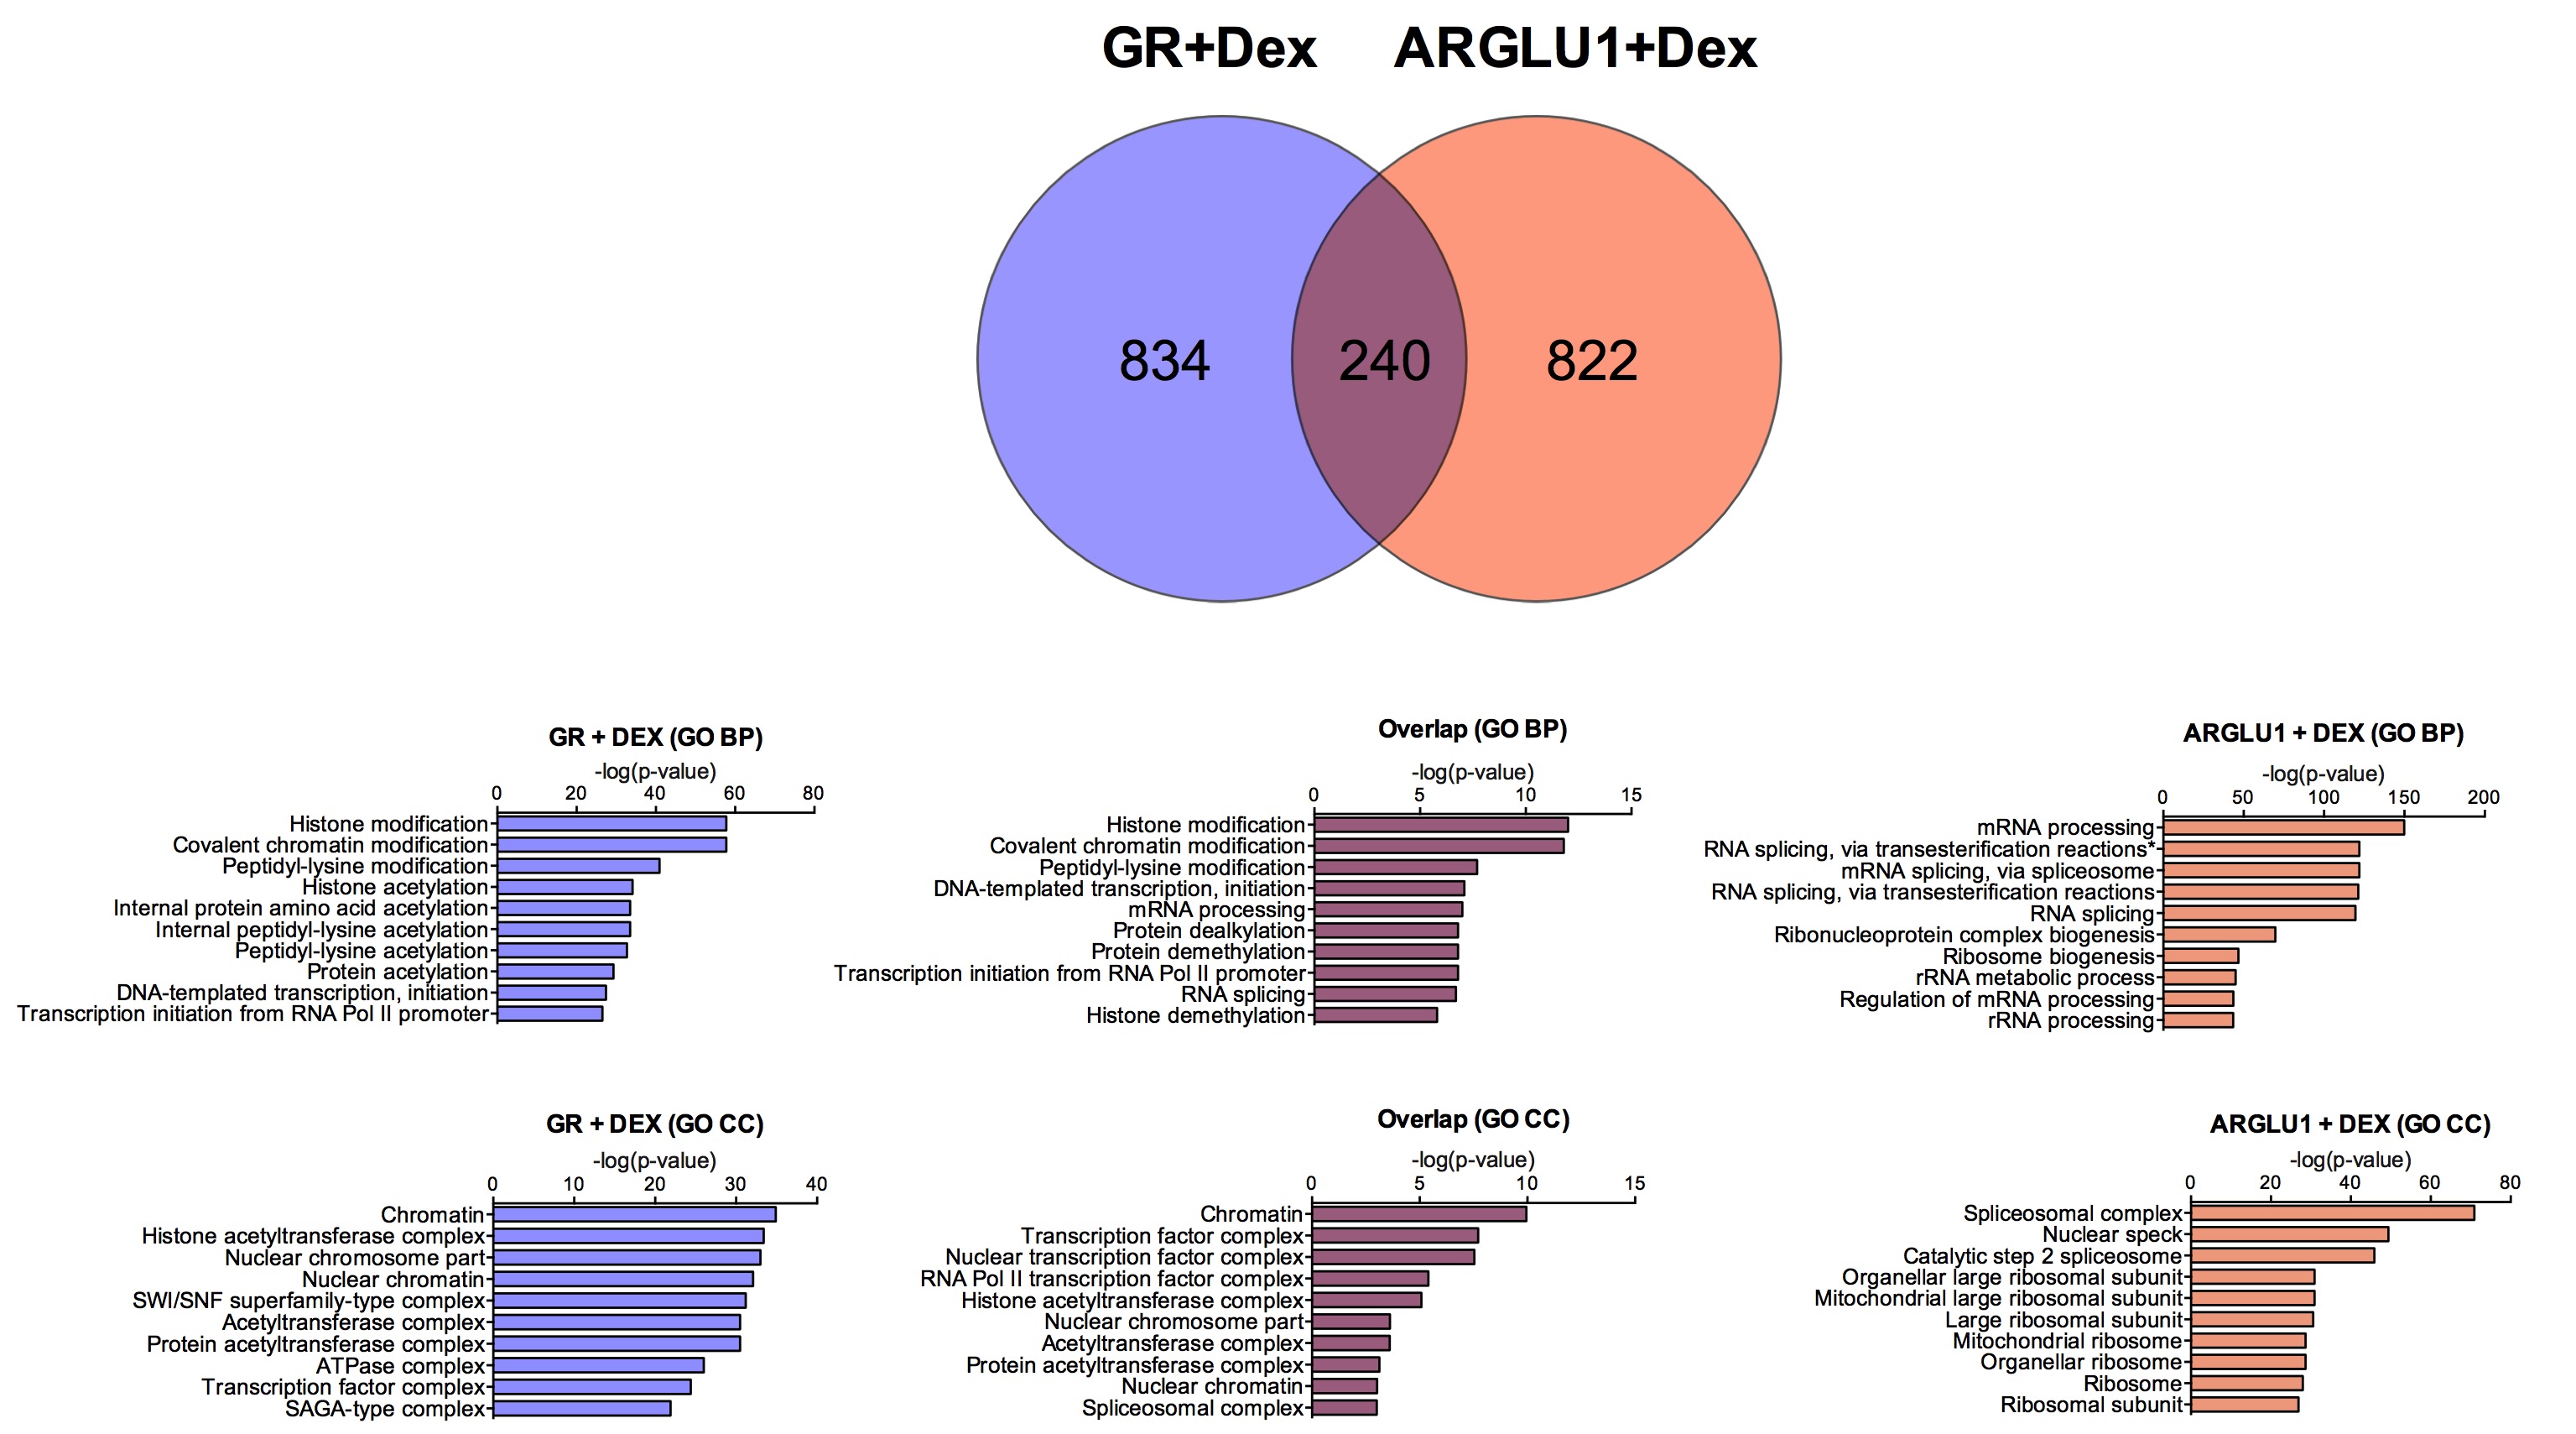
**

**Figure S8: Gene ontology enrichment of BioID-derived GR and ARGLU1 interactomes, related to Figure 3.** Streptavidin pull-downs of Dex-treated Flp-In™ T-REx™ 293 cell lines stably expressing either BirA*-GR, BirA*-ARGLU1 or BirA* identified 3415 unique proteins. 1074 proteins were over 2-fold enriched in the BirA*-GR + Dex group and 1062 proteins were over 2-fold enriched in the BirA*-ARGLU1+ Dex group compared to BirA* alone. 240 Proteins were found to be at least 2-fold enriched in both conditions. The three lists were submitted to g:Profiler to test for Gene Ontology enrichment (BP – Biological process and CC – Cellular Compartment). The conditions were set such that the minimum overlap is 2 proteins and the size of the functional category is between 3 to 500 proteins. The statistical threshold was calculated using the Benjamini-Hochberg FDR method. The top 10 most significant GO BP and GO CC terms were represented using the negative logarithm of their p-value.

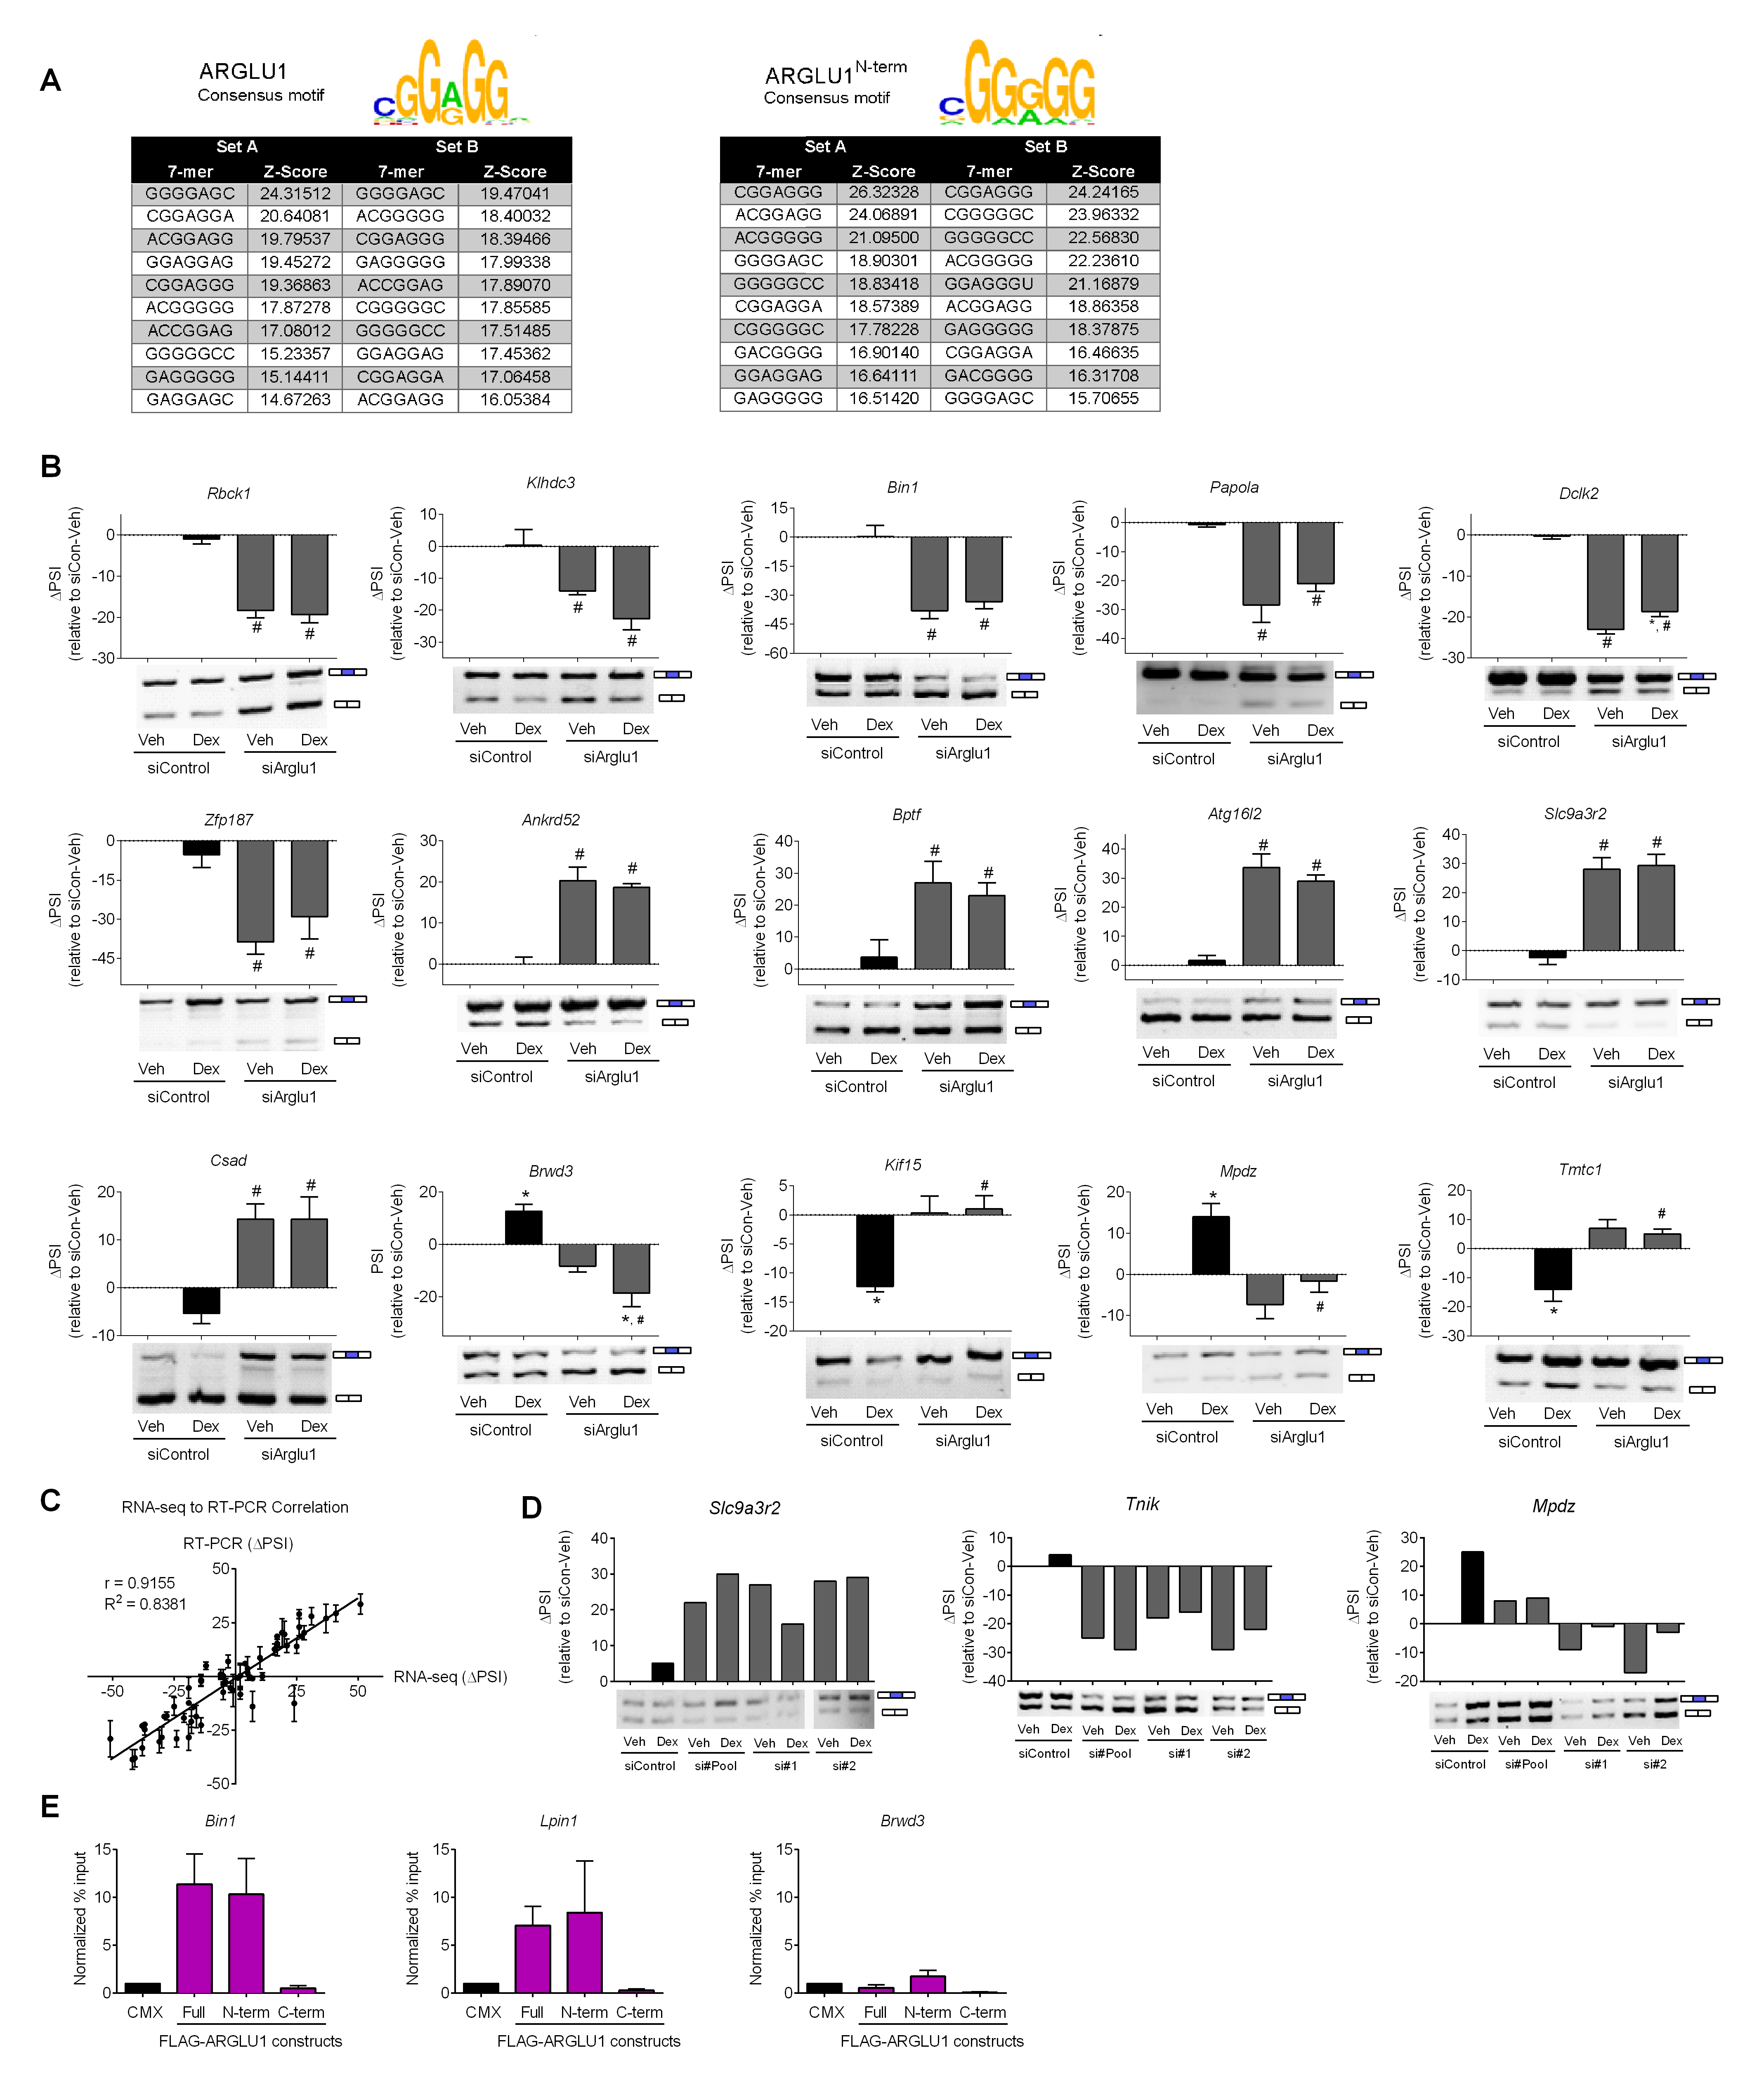

**Figure S9: ARGLU1 knockdown leads to exon skipping and exon inclusion, related to Figure 3.**

(**A)** The top ten 7-mers bound by the various ARGLU1 proteins (and corresponding Z-scores) identified by RNAcompete of GST-ARGLU1 and GST-ARGLU1^N-term^ (N-terminus intact) from Figure 3. (**B**) Splicing events with the PSI of ≥15 by RNA-seq were validated using one-step RT-PCR. Image J was used for quantification. PSI was calculated as: spliced in / (spliced in + spliced out) * 100%. ΔPSI is calculated by subtracting the individual PSIs from the PSI of siControl Veh group. Representative image is shown below the Image J quantification of the blot. Data represent the mean ± SEM (n=3). *p<0.05 vs respective Veh, #p<0.05 vs respective siControl; ANOVA followed by Neuman-Keuls test. (**C**) Correlation of ∆PSI values between RNA-seq and RT-PCR. (**D**) Changes in AS were confirmed with independent ARGLU1 siRNAs. (**E**) RNA immunoprecipitation of N2a cells transfected with full length FLAG-ARGLU1 or the indicated truncation mutants. 

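RNA immunoprecipitation measures how much of a pre-mRNA is recovered with the tagged protein, whereas the PSI of the same genes came from the RNA-seq. The 108-nt exon of Bin1 on chromosome 18 from 32588850 to 32588957 had a PSI of 69.9 in siControl Veh, 29.3 in siArglu1 Veh, 71.5 in siControl Dex and 32.0 in siArglu1 Dex, with the best score in all 4 libraries. For Lpin1, the 144-nt exon on chromosome 12 from 16591314 to 16591457 had a PSI of 9.09 in siControl Veh and 33.3 in siArglu1 Veh, where its score was N, and 8.47 and 16.3 in the Dex libraries, a ΔPSI of 24.2 in vehicle and 7.81 in Dex. The 159-nt exon of Brwd3 on chromosome X from 105944622 to 105944780 had a PSI of 60.6 in siControl Veh, 63.0 in siArglu1 Veh, 77.4 in siControl Dex and 44.9 in siArglu1 Dex. Its ΔPSI for knockdown was 2.35 in vehicle and -32.4 in Dex. Its score was VLOW in siArglu1 Veh.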

RT-qPCR was performed on genes containing one or more putative ARGLU1 binding sites identified by visual examination within ± 300 bp of the alternatively spliced exon (*Bin1, Lpin1*) or a negative control gene that undergoes splicing but is not dependent on ARGLU1 (*Brwd3*). RNA was purified and quantified using One-Step RT-qPCR (Qiagen) with primers spanning exon-intron junctions to examine pre-mRNA binding by ARGLU1. Signals were corrected for input and expressed as normalized fold enrichment over CMX-transfected cells and are pooled from three independent experiments.

.

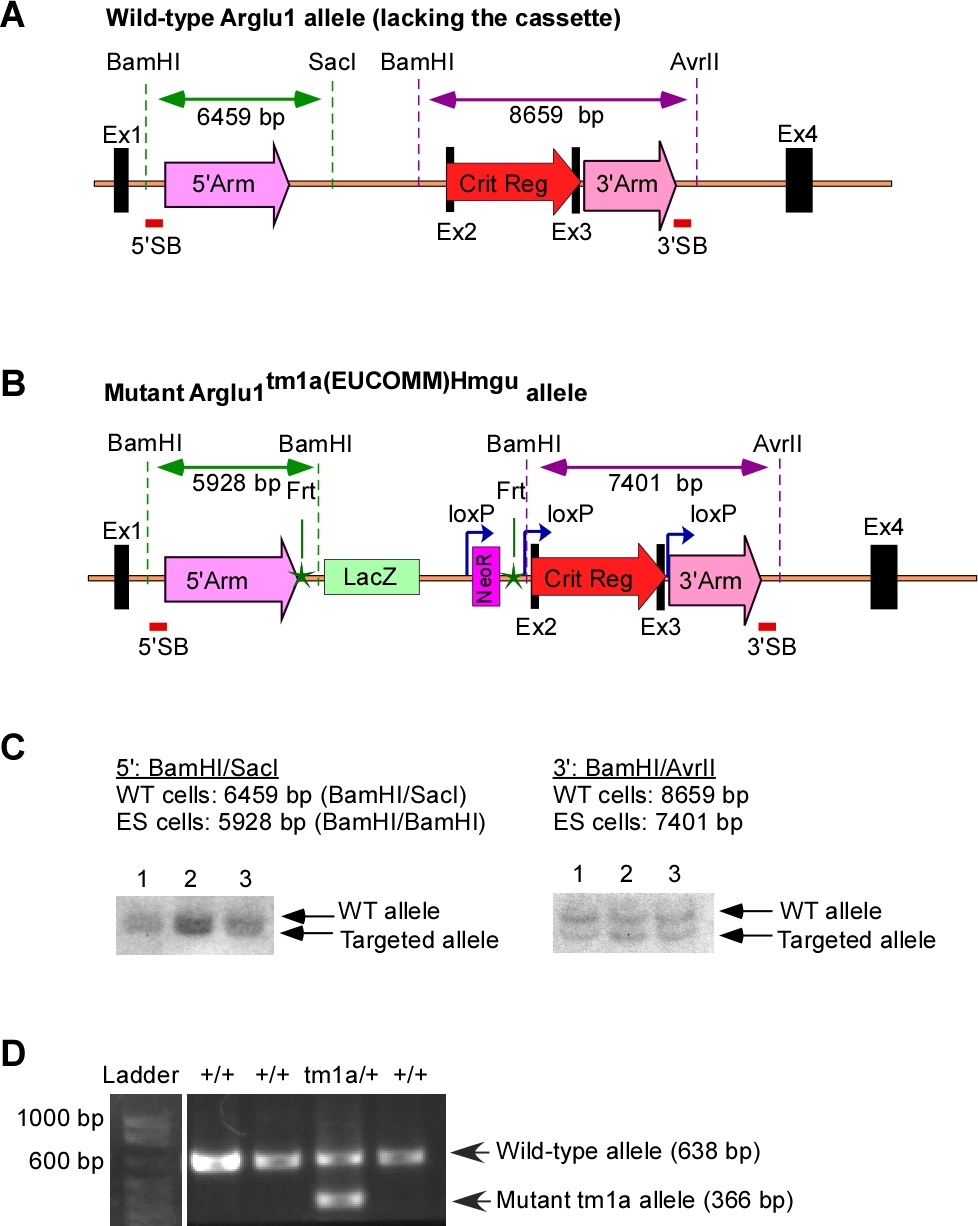

Figure S10: ES cell targeting construct and confirmation of germline transmission of ARGLU1^tm1a(EUCOMM)Hmgu^, related to Figure 5.

Southern blot was used to confirm proper cassette targeting of the 3 different ES clones purchased from EUCOMM. (**A-B**) Schematic representation of the WT (**A**) and mutant (**B**) alleles. (**C**) Southern blot of digested ES clones. Critical region between exon 2 and 3 is targeted for deletion following Cre-recombinase generating Arglu1 null allele. All three clones confirmed proper cassette targeting. 5’ and 3’ Southern blot probes (5’SB and 3’SB, respectively) were generated using primers listed in extended experimental methods. To confirm the germ-line transmission (GLT) of the knockout first Arglu1^tm1a^ allele, male founder animals derived from the ES morula aggregation were crossed to albino female mice. After crossing to albino female mice, white pups were terminated at birth, non-white pups with black eyes were genotyped for tm1a germline transmission (**D**).

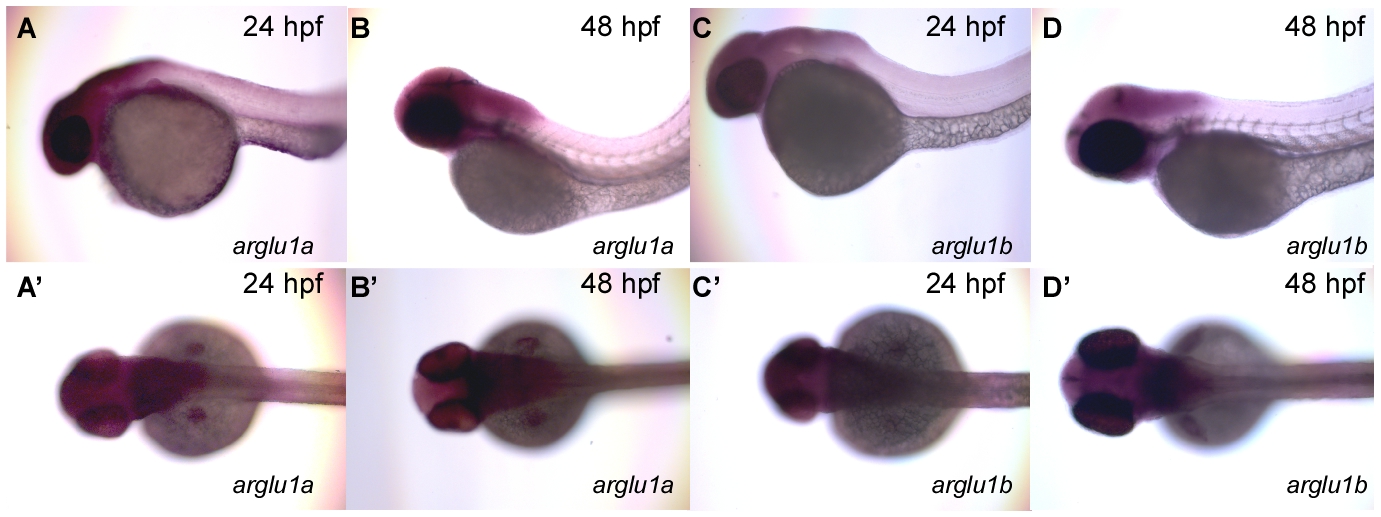

Figure S11: Expression of *arglu1a* and *arglu1b* in zebrafish, related to Figure 5.

(**A–D**) RNA *in situ* hybridization assays monitoring *arglu1a* and *arglu1b* expression in the developing zebrafish embryo. (**A, C** and **A’, C’**) expression at 24 hpf of *arglu1a* and *arglu1b*, lateral and dorsal views, respectively. (**B, D** and **B’, D’**) *arglu1a* and *arglu1b* expression at 48 hpf, lateral and dorsal views, respectively. Hpf: hours post fertilization.

# Supplementary material for: ARGLU1 is a transcriptional coactivator and splicing regulator important for stress hormone signaling and development
**Source:** Nucleic Acids Res. 2019 Jan 30;47(6):2856–70. doi: 10.1093/nar/gkz010
**Supplement:** Supplementary Data

**SUPPLEMENTAL TABLES (uploaded as excel files)**

Table S1. N2a RNA-seq gene expression data set.

N2a RNA-seq data for genes which showed significant differential gene expression following ARGLU1 knockdown (p<0.05 by edgeR analysis). Raw and analyzed data are presented in separate tabs. Some columns are hidden to increase readability.

Table S2. Gene ontology functional classes of ARGLU1 regulated genes in N2a cells.

g:Profiler pathway enrichment analysis of differentially expressed genes (p<0.05 by edgeR) of untreated N2a cells lacking ARGLU1.

Table S3. N2a RNA-seq alternative splicing data set.

Only events with ∆PSI of ≥ 15 for the indicated condition are shown. Event complexity refers to the percentage of reads that do not come from the C1A, AC2, C1C2 exon junctions. S is a simple event with ≤5% of total reads being complex, while C1, C2, and C3 have an increased proportion of complex reads. Other codes refer to additional types of AS events, where MIC refers to microexons (≤ 15 nucleotides). Some columns are hidden to increase readability.

Table S4. N2a genes showing transcription and splicing overlap following ARGLU1 knockdown.

N2a RNA-seq data for genes which showed significant (p<0.05 by edgeR analysis) changes in basal expression level upon ARGLU1 knockdown and overlapping genes which showed splicing changes of ∆PSI of ≥ 15 (calculated as siArglu1 PSI – siControl PSI). Event complexity refers to the percentage of reads that do not come from the C1A, AC2, C1C2 exon junctions. S is a simple event with ≤5% of total reads being complex, while C1, C2, and C3 have an increased proportion of complex reads. Other codes refer to additional types of AS events, where MIC refers to microexons (≤ 15 nucleotides). A total of 71 overlapping genes were identified. Some columns are hidden to increase readability.

Table S5. Proteins identified by mass spectrometry using BioID in HEK293 cells.

Lists of proteins identified by BioID using BirA*-ARGLU1 or BirA*-GR as bait. Cells transfected with BirA* alone were used as negative controls. Cells were treated with 100 nM dexamethasone (Dex) for 24 h. The normalized MS intensities (iBAQ) obtained with the indicated BirA*-tagged bait or the BirA* alone are shown for each of the identified proteins. Raw and analyzed data are presented in separate tabs. Some columns are hidden to increase readability.

Table S6. Proteins identified by mass spectrometry using RIME in N2a cells.

Lists of proteins identified by RIME (rapid immunoprecipitation of endogenous protein complexes) using anti-IgG, anti-ARGLU1 and anti-GR antibodies following 1 h of 100 nM dexamethasone (Dex) treatment. The normalized MS intensities (iBAQ) obtained with the indicated antibody are shown for each of the identified proteins. Raw and analyzed data are presented in separate tabs.

**SUPPLEMENTAL FIGURES**

**Figure S1:** **A screen for new modulators of GR activity identified ARGLU1, a nuclear protein from a human brain cDNA library, as a GR coactivator, related to Figure 1.** (**A-B**) cDNA pools from a human brain library were co-transfected into HEK293 cells with GAL4-hGR, UAS-luciferase and β-galactosidase. Cells were treated with 300 nM cortisol (Cort) and the luciferase signal was compared to no library control (empty vector). The coactivator (CoA) TIF2 and corepressor (CoR) RIP140 were used as positive controls. The positive hit shown in light purple (>2-fold change) was first screened at 50 clones per well (**A**), then 12 clones per well (not shown), and finally 1 clone per well (**B**). The clone in light purple was identified as ARGLU1. (**C**) HEK293 cells transfected with the GAL4-GR/UAS-luc reporter with increasing amounts of CMX-ARGLU1 and 300 nM cortisol (Cort). (**D**) HEK293 cells transfected with the CMX-hGR/MMTV-luc reporter with a fixed amount of CMX-ARGLU1 (15 ng/well) and increasing concentrations of cortisol. Data represent the mean ± SD, ANOVA followed by Newman-Keuls, *p<0.05 Cort vs respective Veh; #p<0.05 vs 0 ng.

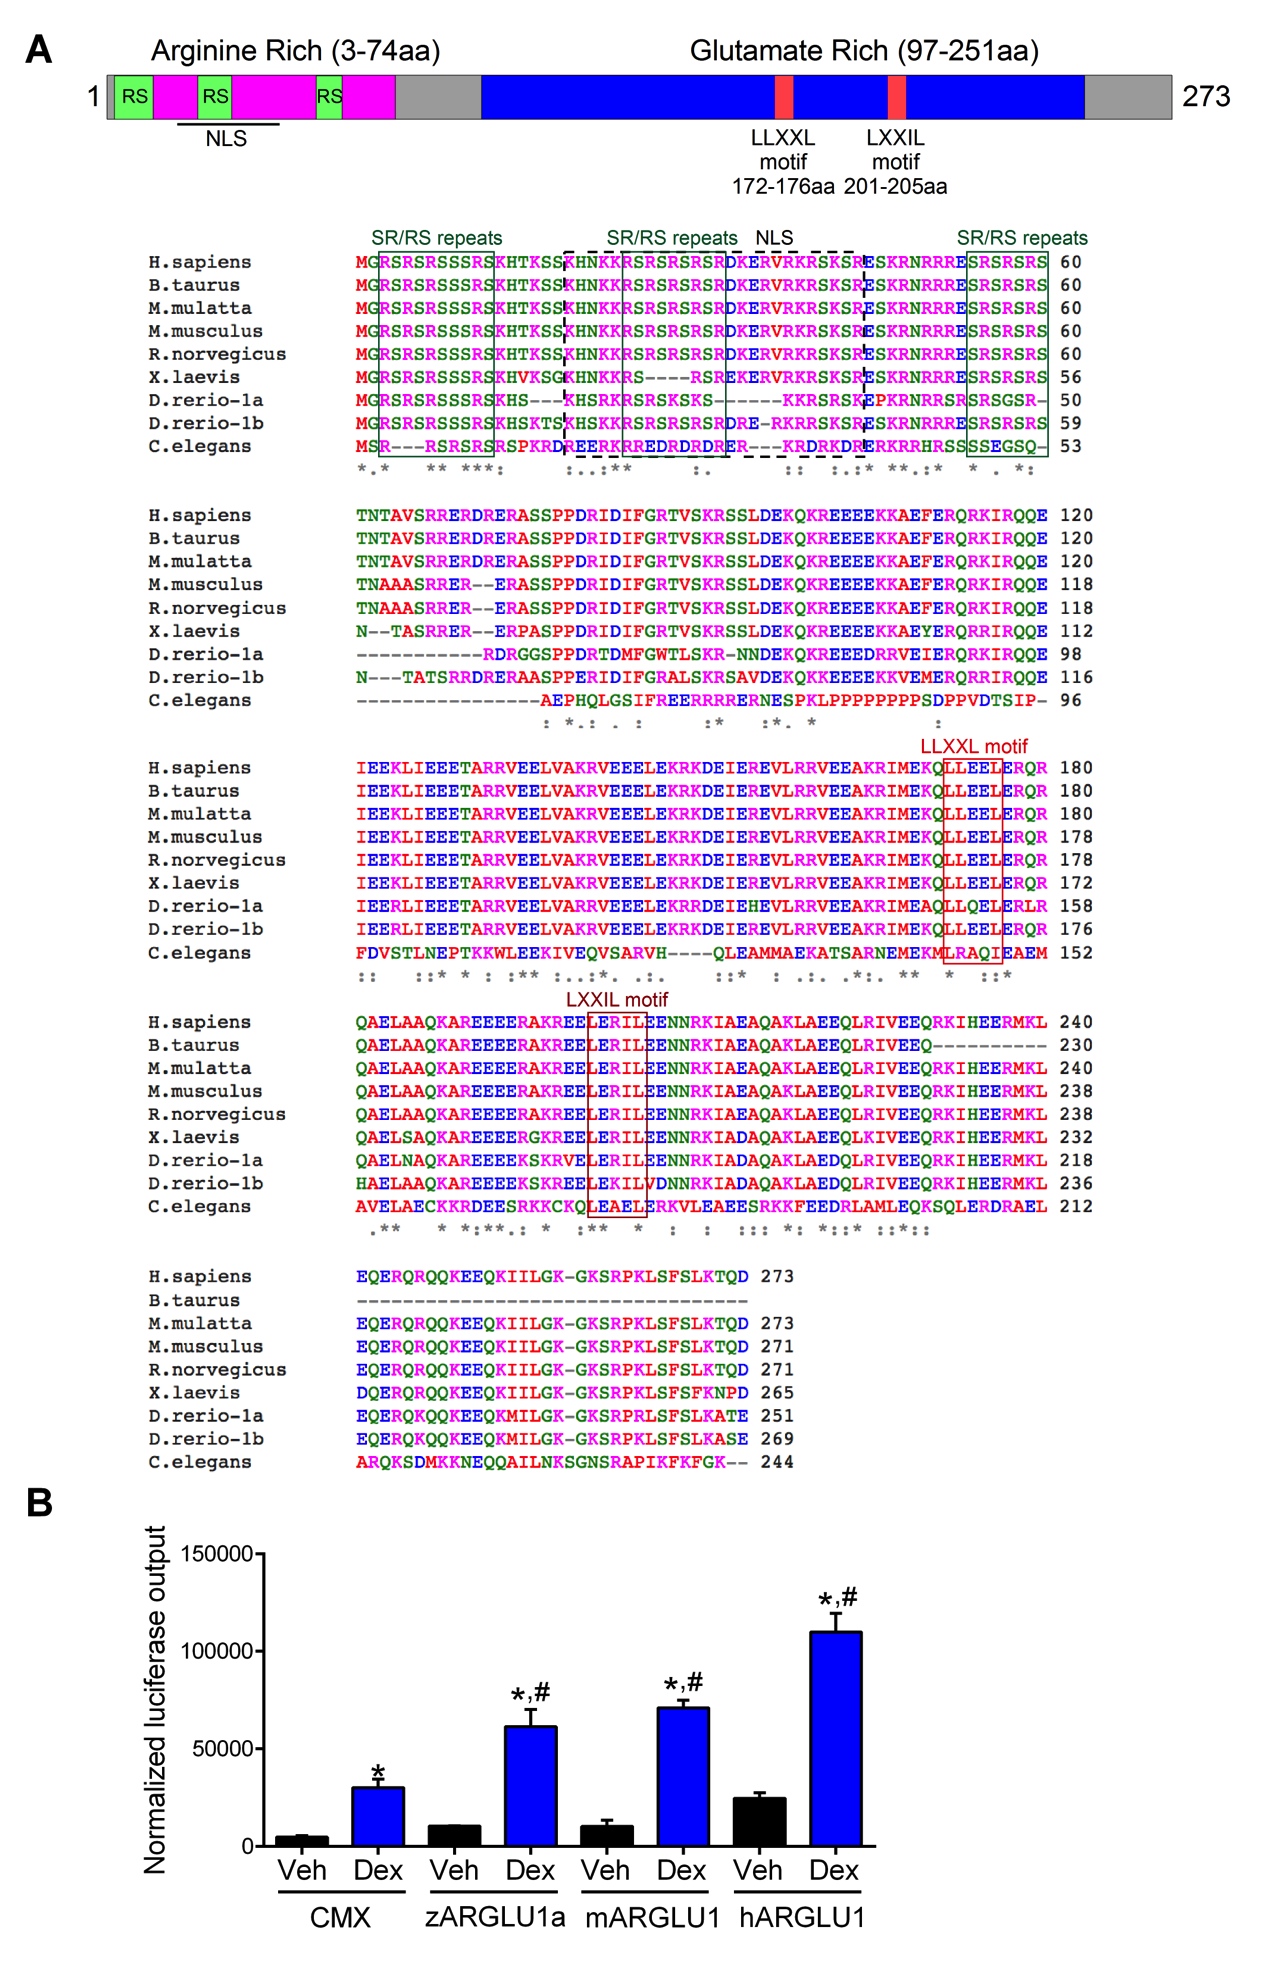

**Figure S2: ARGLU1 is a highly evolutionary conserved GR coactivator, related to Figure 1.**

(**A**) Amino acid sequence alignment between species. ARGLU1 has two distinct regions: the N-terminus which is rich in positively charged arginine amino acids, and the C-terminus which is composed of glutamate rich amino acids. The arginine-rich region is also enriched in the SR/RS-repeats (boxed). Bipartite nuclear localization sequence (NLS) is depicted by a dashed box. Two putative NR interaction domains, LLXXL and LXXIL motifs, were identified by visual examination: L, leucine; I, isoleucine; X, any amino acid (boxed). Sequence alignment was performed using ClustalW. (**B**) ARGLU1’s GR coactivation function is preserved across species. HEK293 cells were co-transfected with GAL4-GR and UAS-luciferase together with 15 ng of zebrafish (zARGLU1a), mouse (mARGLU1) or human (hARGLU1) ARGLU1. Six hours post-transfection, cells were treated with 100 nM dexamethasone (Dex) and harvested for luciferase assay 16 h later. β-galactosidase was used to normalize for transfection efficiency. When compared to the CMX group all three ARGLU1 orthologues were able to significantly induce GAL4-GR activity in response to Dex. Normalized luciferase output = luciferase light units/β-galactosidase*time. Data represent the mean ± SD. *p<0.05 Dex group vs respective Veh; #p<0.05 vs CMX-Dex. ANOVA followed by Newman-Keuls test.

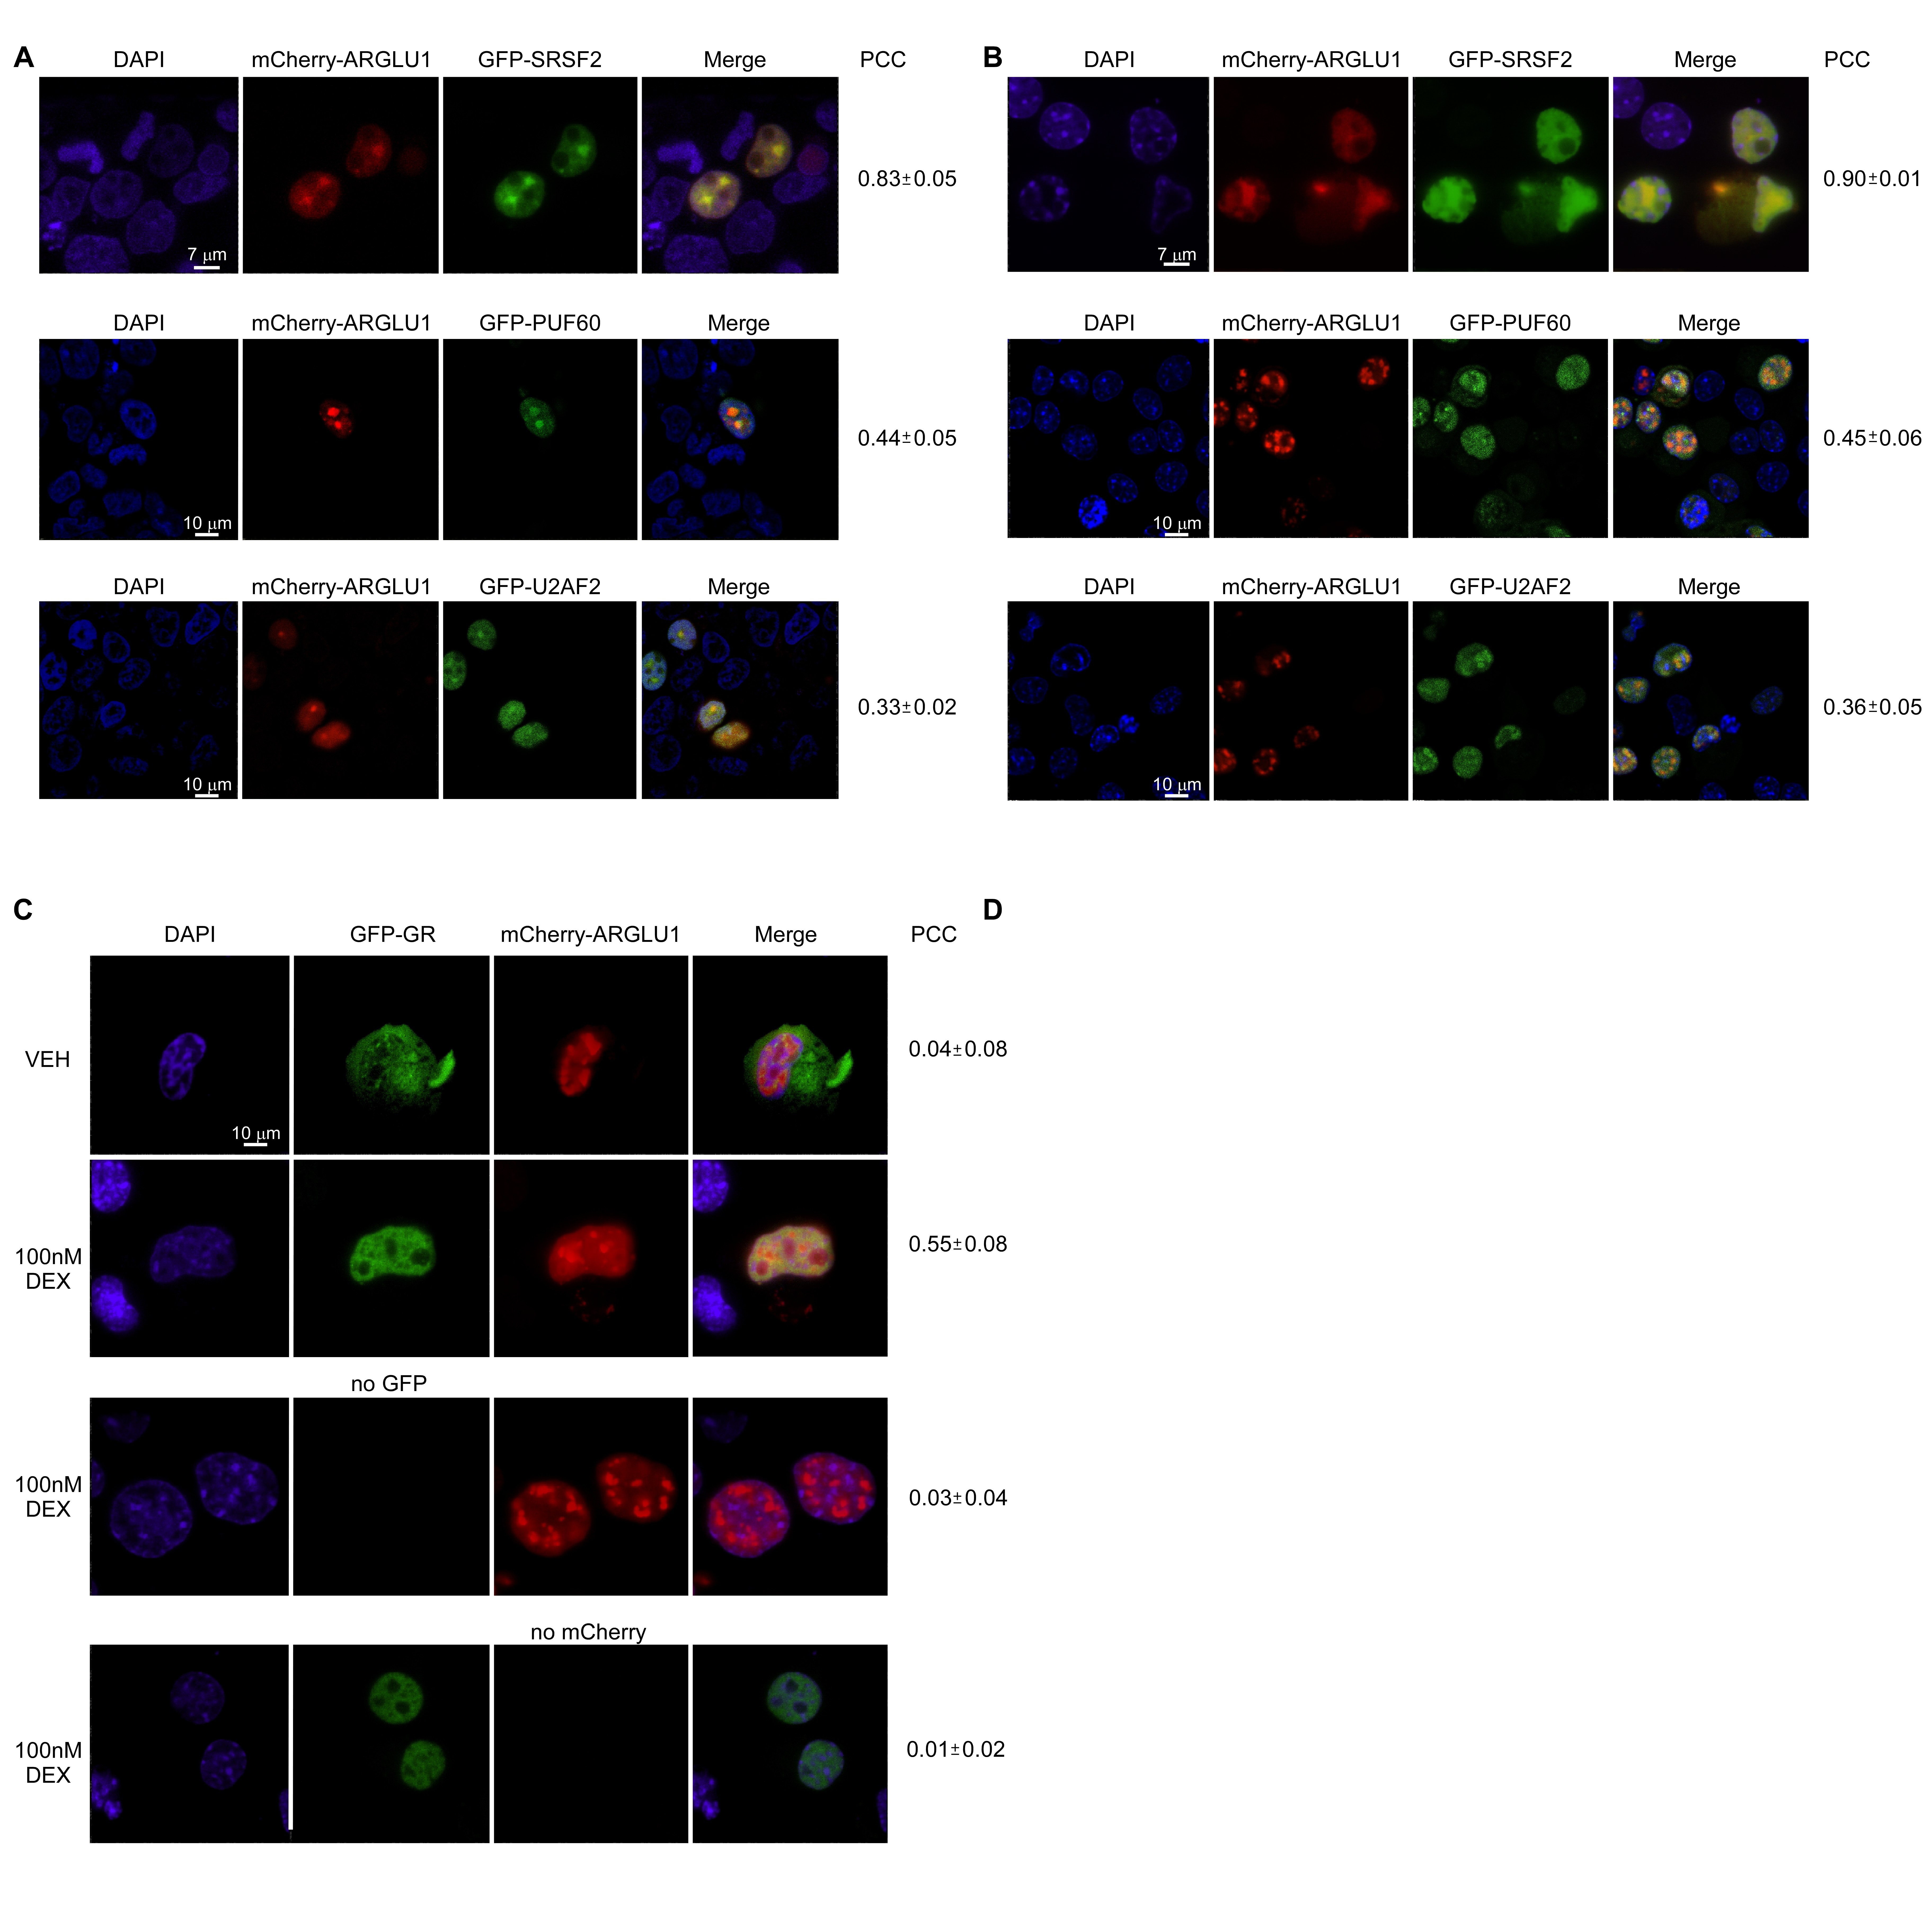

| **HEK293 cells** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **mCherry** | **GFP** | **Dex** | **Cell #** | **Pearson**  **Correlation**  **Coefficient**  **Mean** | **PCC SEM** |
| ARGLU1 | hGR | - | 52 | -0.03 | 0.05 |
|  | hGR | + | 31 | 0.52 | 0.07 |
|  | SRSF2 | - | 15 | 0.83 | 0.05 |
|  | PUF60 | - | 12 | 0.44 | 0.05 |
|  | U2AF2 | - | 9 | 0.33 | 0.02 |
| SRSF2 | hARGLU1 | - | 6 | 0.81 | 0.01 |
| ARGLU1 | - | + | 6 | 0.10 | 0.05 |
| - | GFP | + | 20 | 0.01 | 0.02 |
| **N2a cells** | | | | | |
| **mCherry** | **GFP** | **Dex** | **Cell #** | **Pearson Correlation Coefficient Mean** | **PCC SEM** |
| ARGLU1 | hGR | - | 3 | 0.04 | 0.08 |
|  | hGR | + | 3 | 0.55 | 0.08 |
|  | SRSF2 | - | 8 | 0.90 | 0.01 |
|  | PUF60 | - | 33 | 0.45 | 0.06 |
|  | U2AF2 | - | 19 | 0.36 | 0.05 |
| SRSF2 | hARGLU1 | - | 8 | 0.88 | 0.02 |
| ARGLU1 | - | + | 16 | 0.03 | 0.04 |
| - | GFP | + | 21 | 0.01 | 0.02 |

**Figure S3: Immunofluorescence co-localization studies of ARGLU1 with splicing factors, related to Figure 1.**

Co-localization studies of mCherry-ARGLU1 (red) and GFP-SRSF2, GFP-PUF60, GFP-U2AF2 or GFP-GR (green) in (**A**) HEK293 and (**B, C**) Neuro-2a cells. DAPI (blue) was used to stain the nuclei. Pearson’s correlation coefficient (PCC) for localization overlap is listed on the right of the corresponding images (mean ± SEM) and summarized in (**D**).

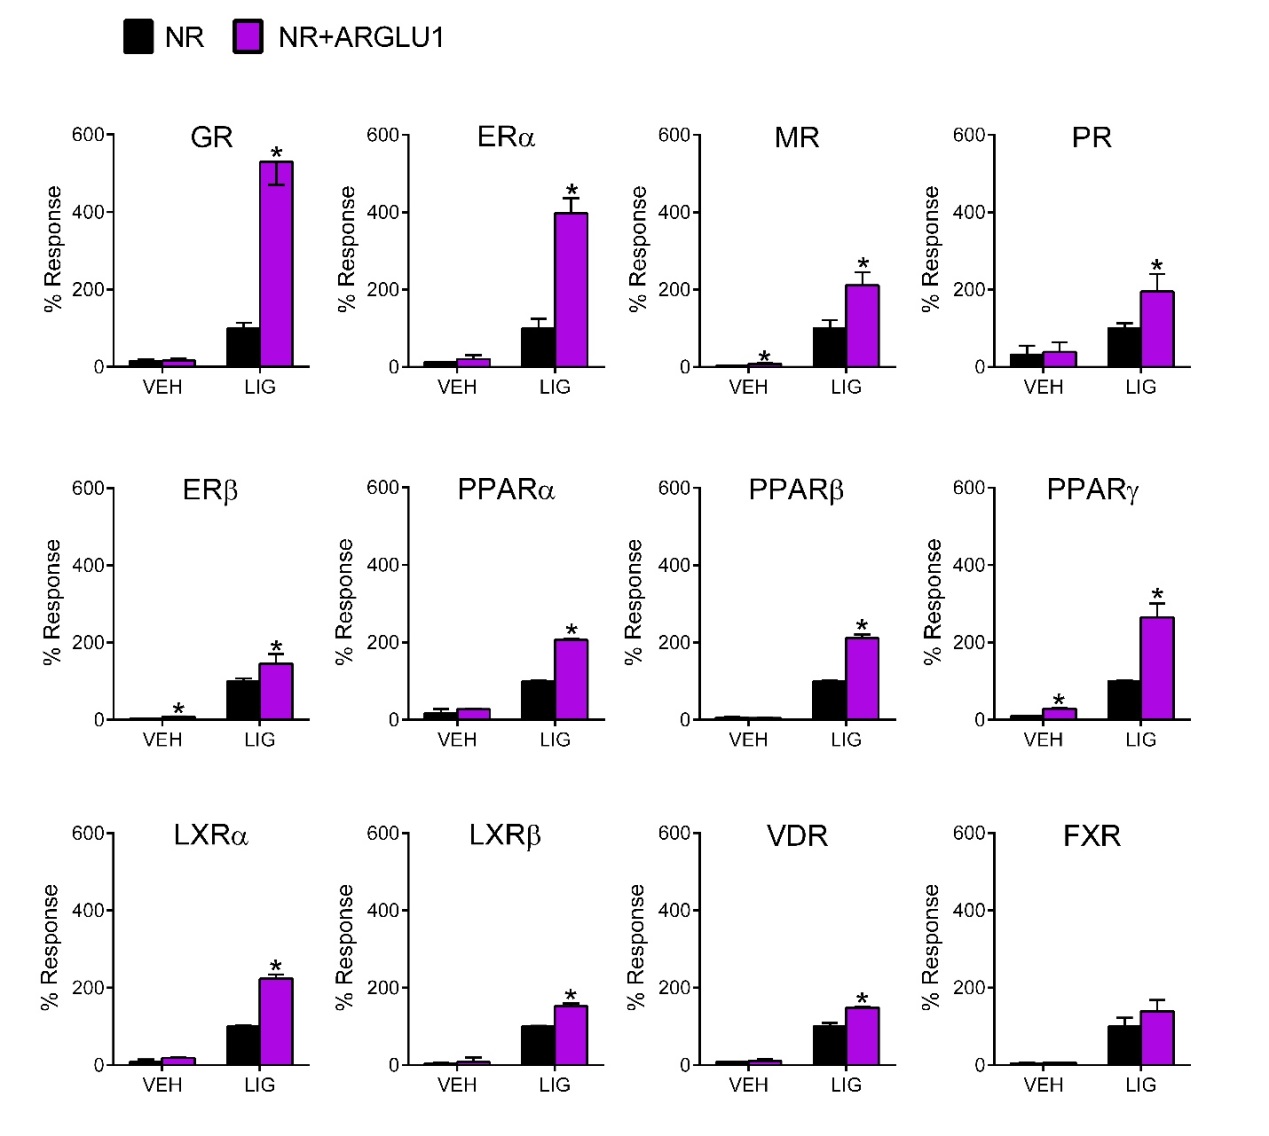

**Figure S4:** **ARGLU1 activation of nuclear receptors, related to Figure 2.**

Various GAL4-nuclear receptor (NR) fusion proteins were co-transfected with the UAS-luciferase system and 15 ng ARGLU1 into HEK293 cells. Six hours later, cells were treated with 300 nM cortisol (hGRα), 10 nM aldosterone (hMR), 10 nM progesterone (hPR), 1 nM 17β-estradiol (hERα and hERβ), 500 nM T0901317 (hLXRα/hLXRβ), 500 nM WY14643 for (hPPARα), 25 nM GW1516 (hPPARδ), 50 nM rosiglitazone (hPPARγ), 10 μM CDCA (hFXR) and 0.5 nM 1,25(OH)_2_ vitamin D_3_ (hVDR). All ligands were dosed at the receptor’s EC_50_ in this system. Data represent the mean ± SD (n=3). *p<0.05 NR+ARGLU1 vs NR; Student’s t-test.

**
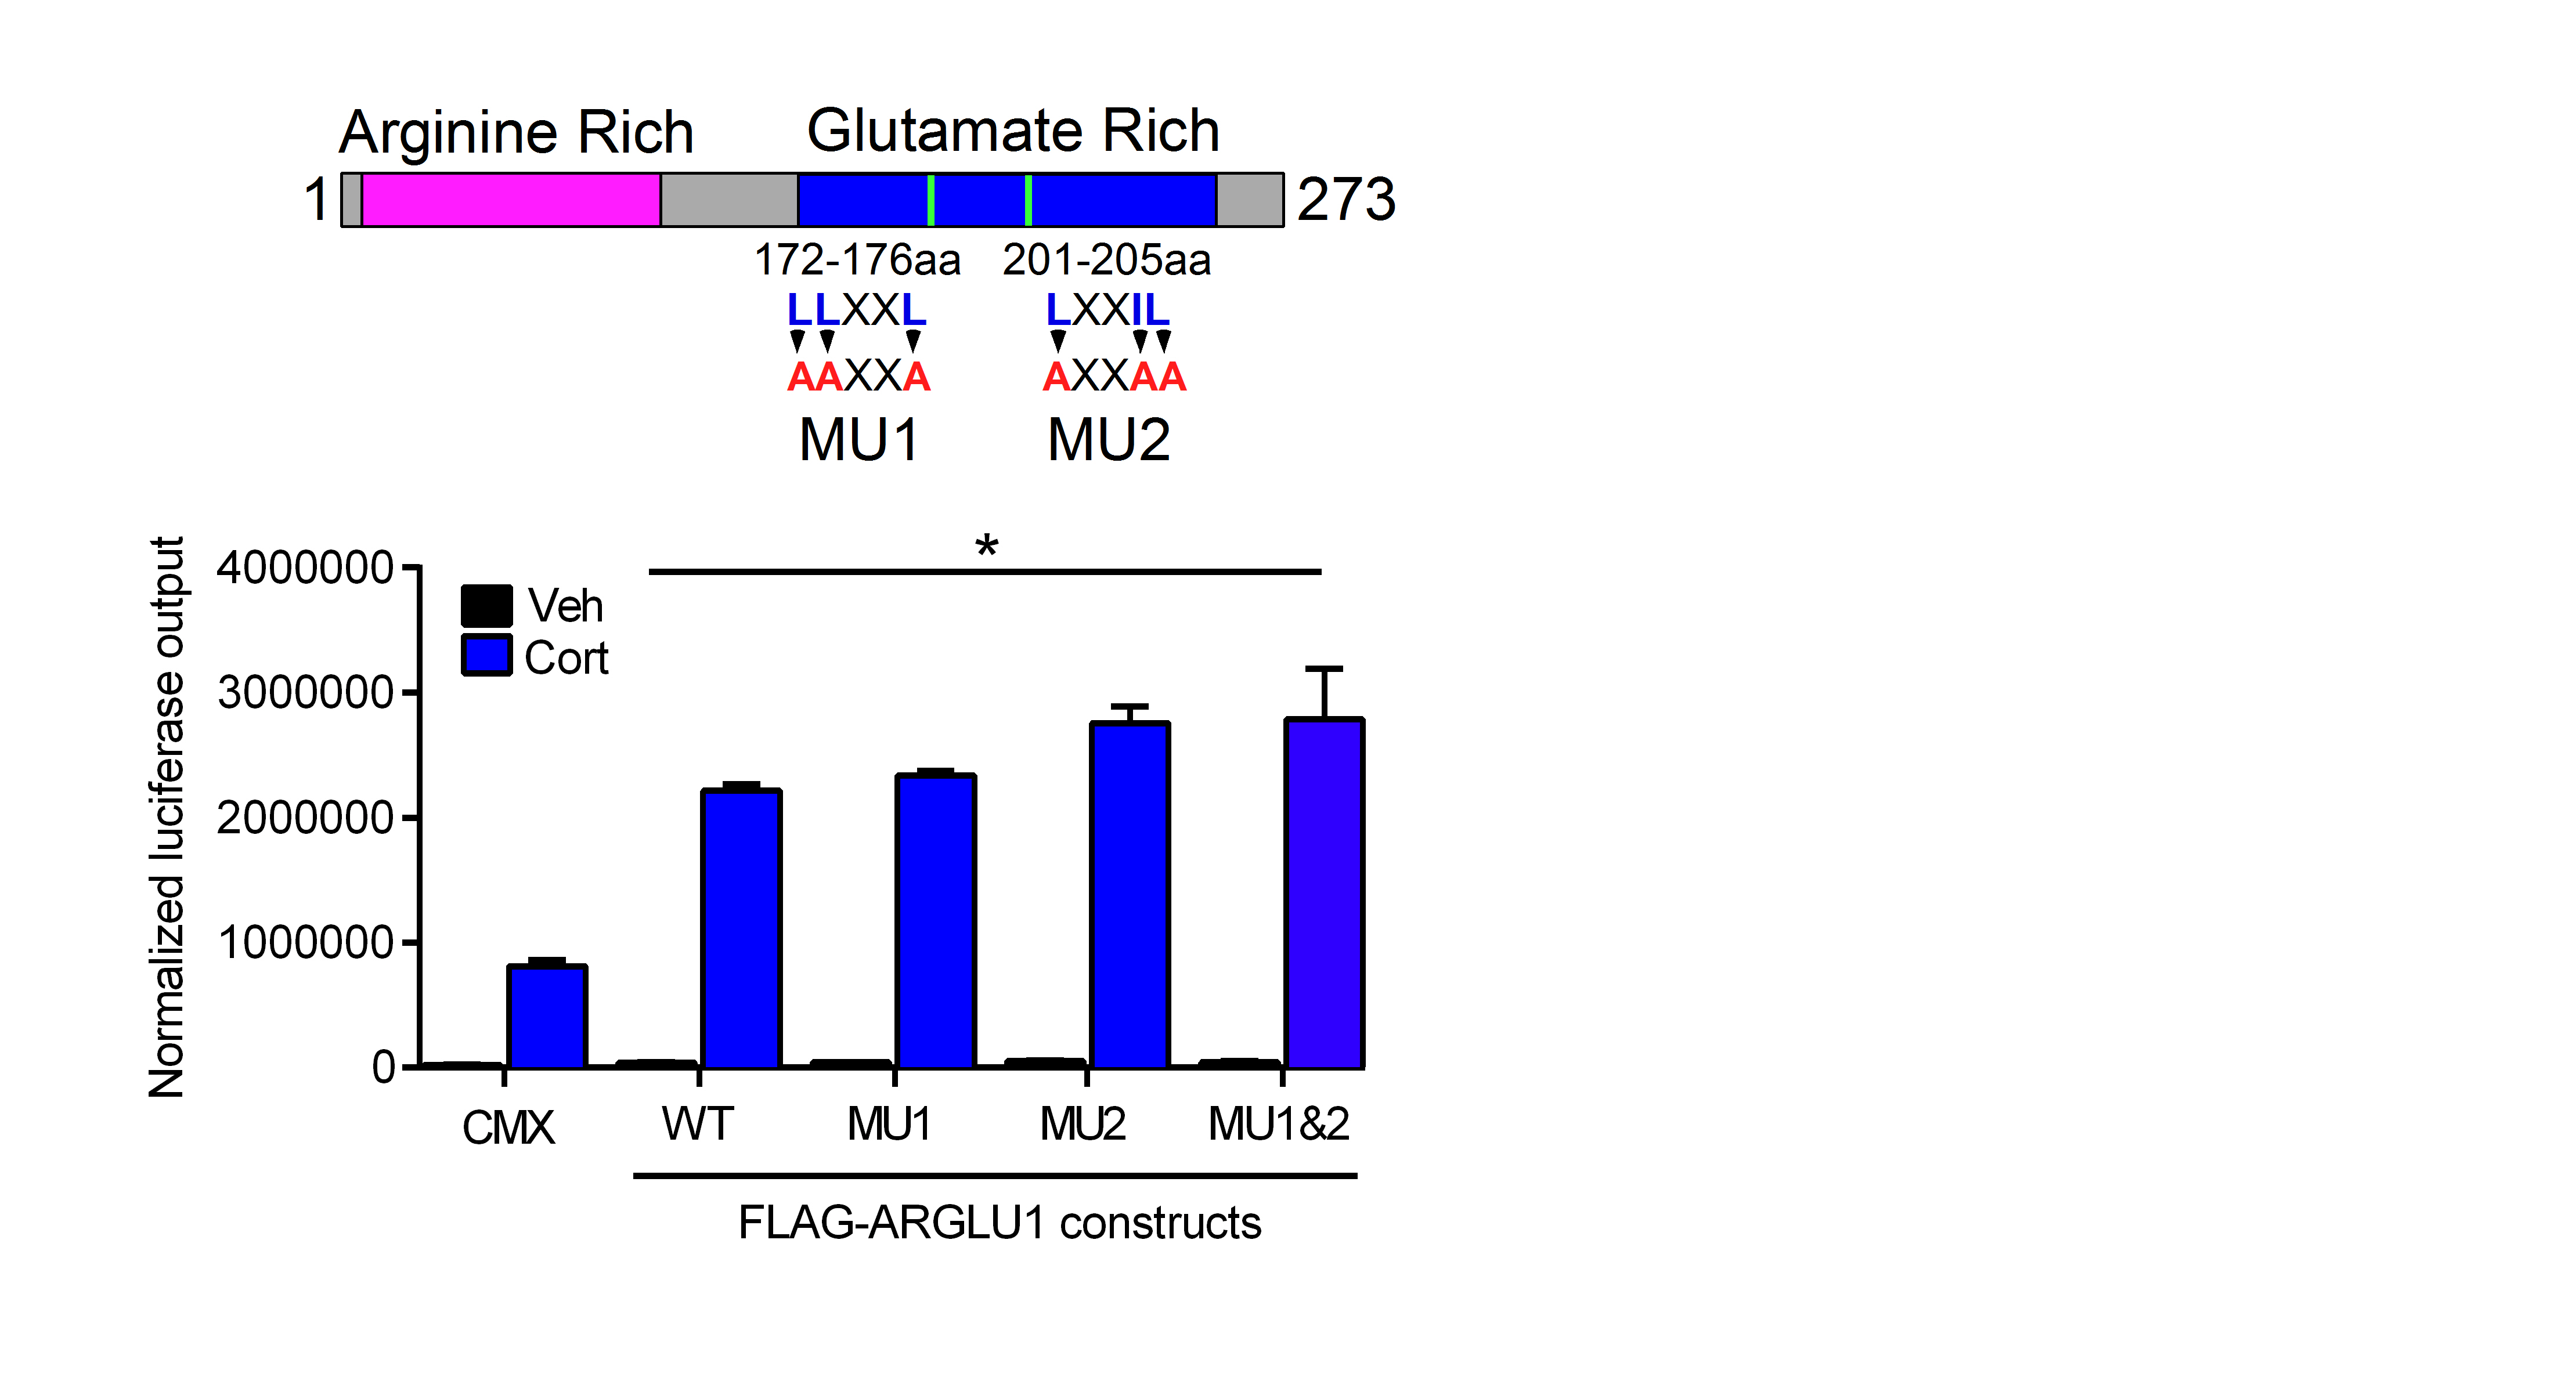
**

**Figure S5: ARGLU1 activation of GR is not dependent on the individual LXXLL motifs, related to Figure 2.**

Top - Schematic diagram of ARGLU1 mutants. Bottom - GAL4-GR was cotransfected into HEK293 cells with the UAS-luciferase system and 15 ng of the indicated ARGLU1 LLXXL mutants, followed by administration of EtOH (Veh) or 300 nM cortisol. CMX was used as a control. Normalized luciferase output = luciferase light units/β-galactosidase*time. Data represent the mean ± SD (n=3). *p<0.05 vs CMX-Cort; ANOVA followed by Newman-Keuls test.

**Figure S6: Loss of ARGLU1 significantly alters basal gene expression program in Neuro2a cells, related to Figure 2.**

Neuro-2a cells were transfected with 30 pmol of siControl and siArglu1using RNAiMax for 48 h and then treated with vehicle (EtOH) or 100 nM Dex for 4 h before RNA or protein extraction. (**A**) Quantitative PCR of *Arglu1* and *Gr* mRNA normalized to cyclophilin. (**B**) ARGLU1 protein expression in whole cell lysates analyzed by Western blot (n=3). (**C**-**D**) MA plot showing the distribution of read counts (x-axis) against p value score (defined in methods from edgeR analysis) for each gene. Orange - top 100 genes; Red – genes validated by qPCR. (**E**) Volcano plot of log_2_ fold change (log_2_FC) versus p value score (defined in methods from edgeR analysis) for differentially expressed genes. Orange - top 100 genes. Red – genes validated by qPCR. (**F**) Correlation between fold change values from qPCR and RNA-seq data are shown without *Pnmt*. Inclusion of *Pnmt* yielded a correlation coefficient of r = 0.9515. (**G**) qPCR validation of *Per1* gene expression. (**H**) ChIP of GR and ARGLU1 at the GRE of the *Per1* gene. (**I**) ChIP of IgG at each of the loci tested. (**J**) qPCR validation of RNA-seq data was performed on non-pooled samples. Data represent the mean ± SEM (n=3). *p<0.05 vs respective Veh, #p<0.05 vs siControl; ANOVA followed by Newman-Keuls test.

**
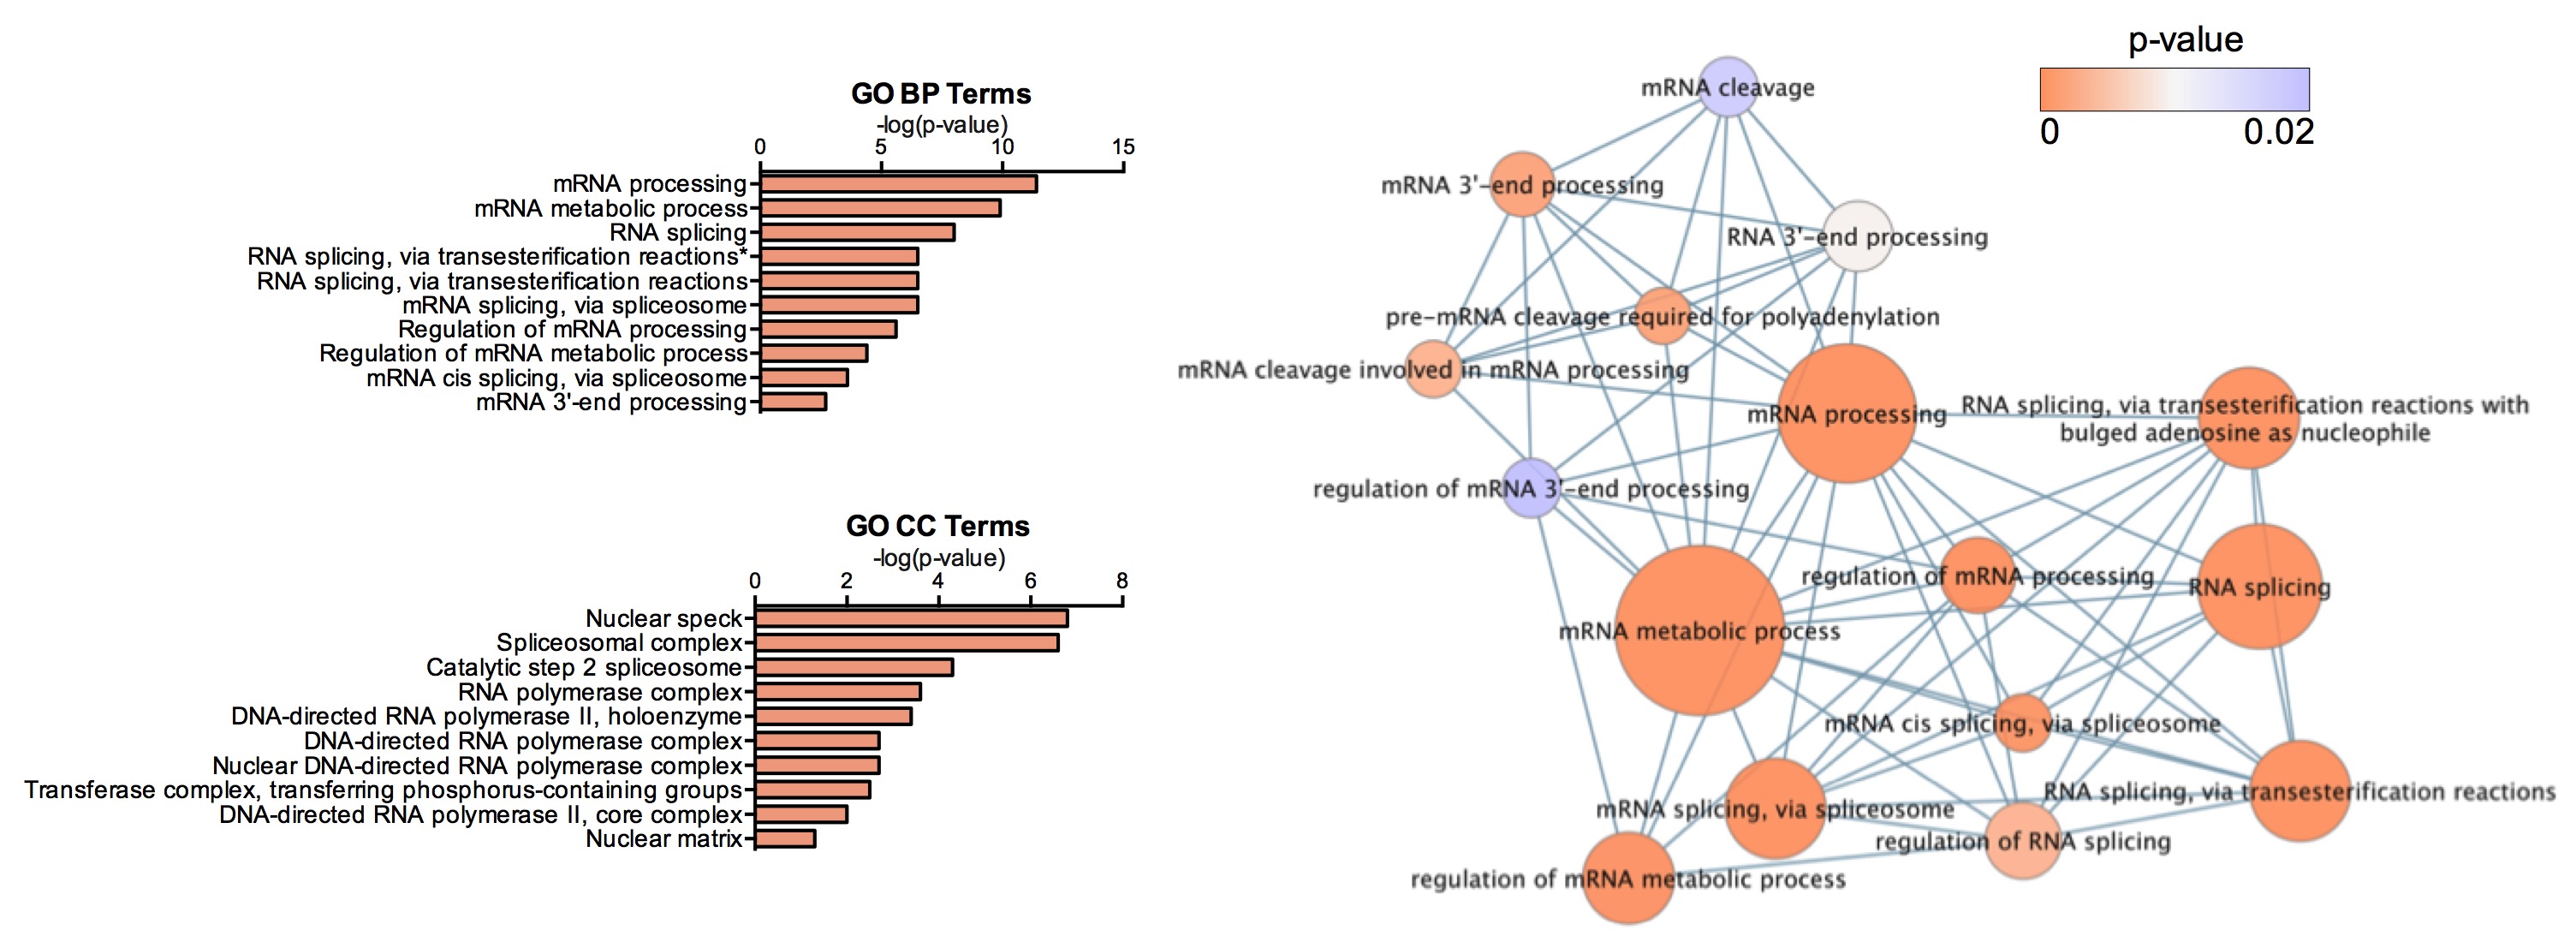
**

**Figure S7: ARGLU1 interacts with splicing factors in N2a cells, related to Figure 3.**

Immunoprecipitation of ARGLU1 from N2a cells treated with 100 nM Dex using rapid immunoprecipitation mass spectrometry of endogenous proteins (RIME) for analysis of chromatin complexes. RIME identified 1538 unique proteins. Of those proteins, 150 were detected in the ARGLU1 + Dex sample and not detected in the IgG controls. The list was submitted to g:Profiler. to test for Gene Ontology enrichment (BP – Biological process and CC – Cellular Compartment). The conditions were set such that the minimum overlap is 2 proteins, and the size of the functional category is between 3 to 500 proteins. The statistical threshold was calculated using the Benjamini-Hochberg FDR method. The top 10 most significant GO BP and GO CC terms were represented using the negative logarithm of their p-value. The GO BP Enrichment Map was drawn in Cytoscape’s Enrichment Map plug-in using the g:Profiler GO BP output.

**
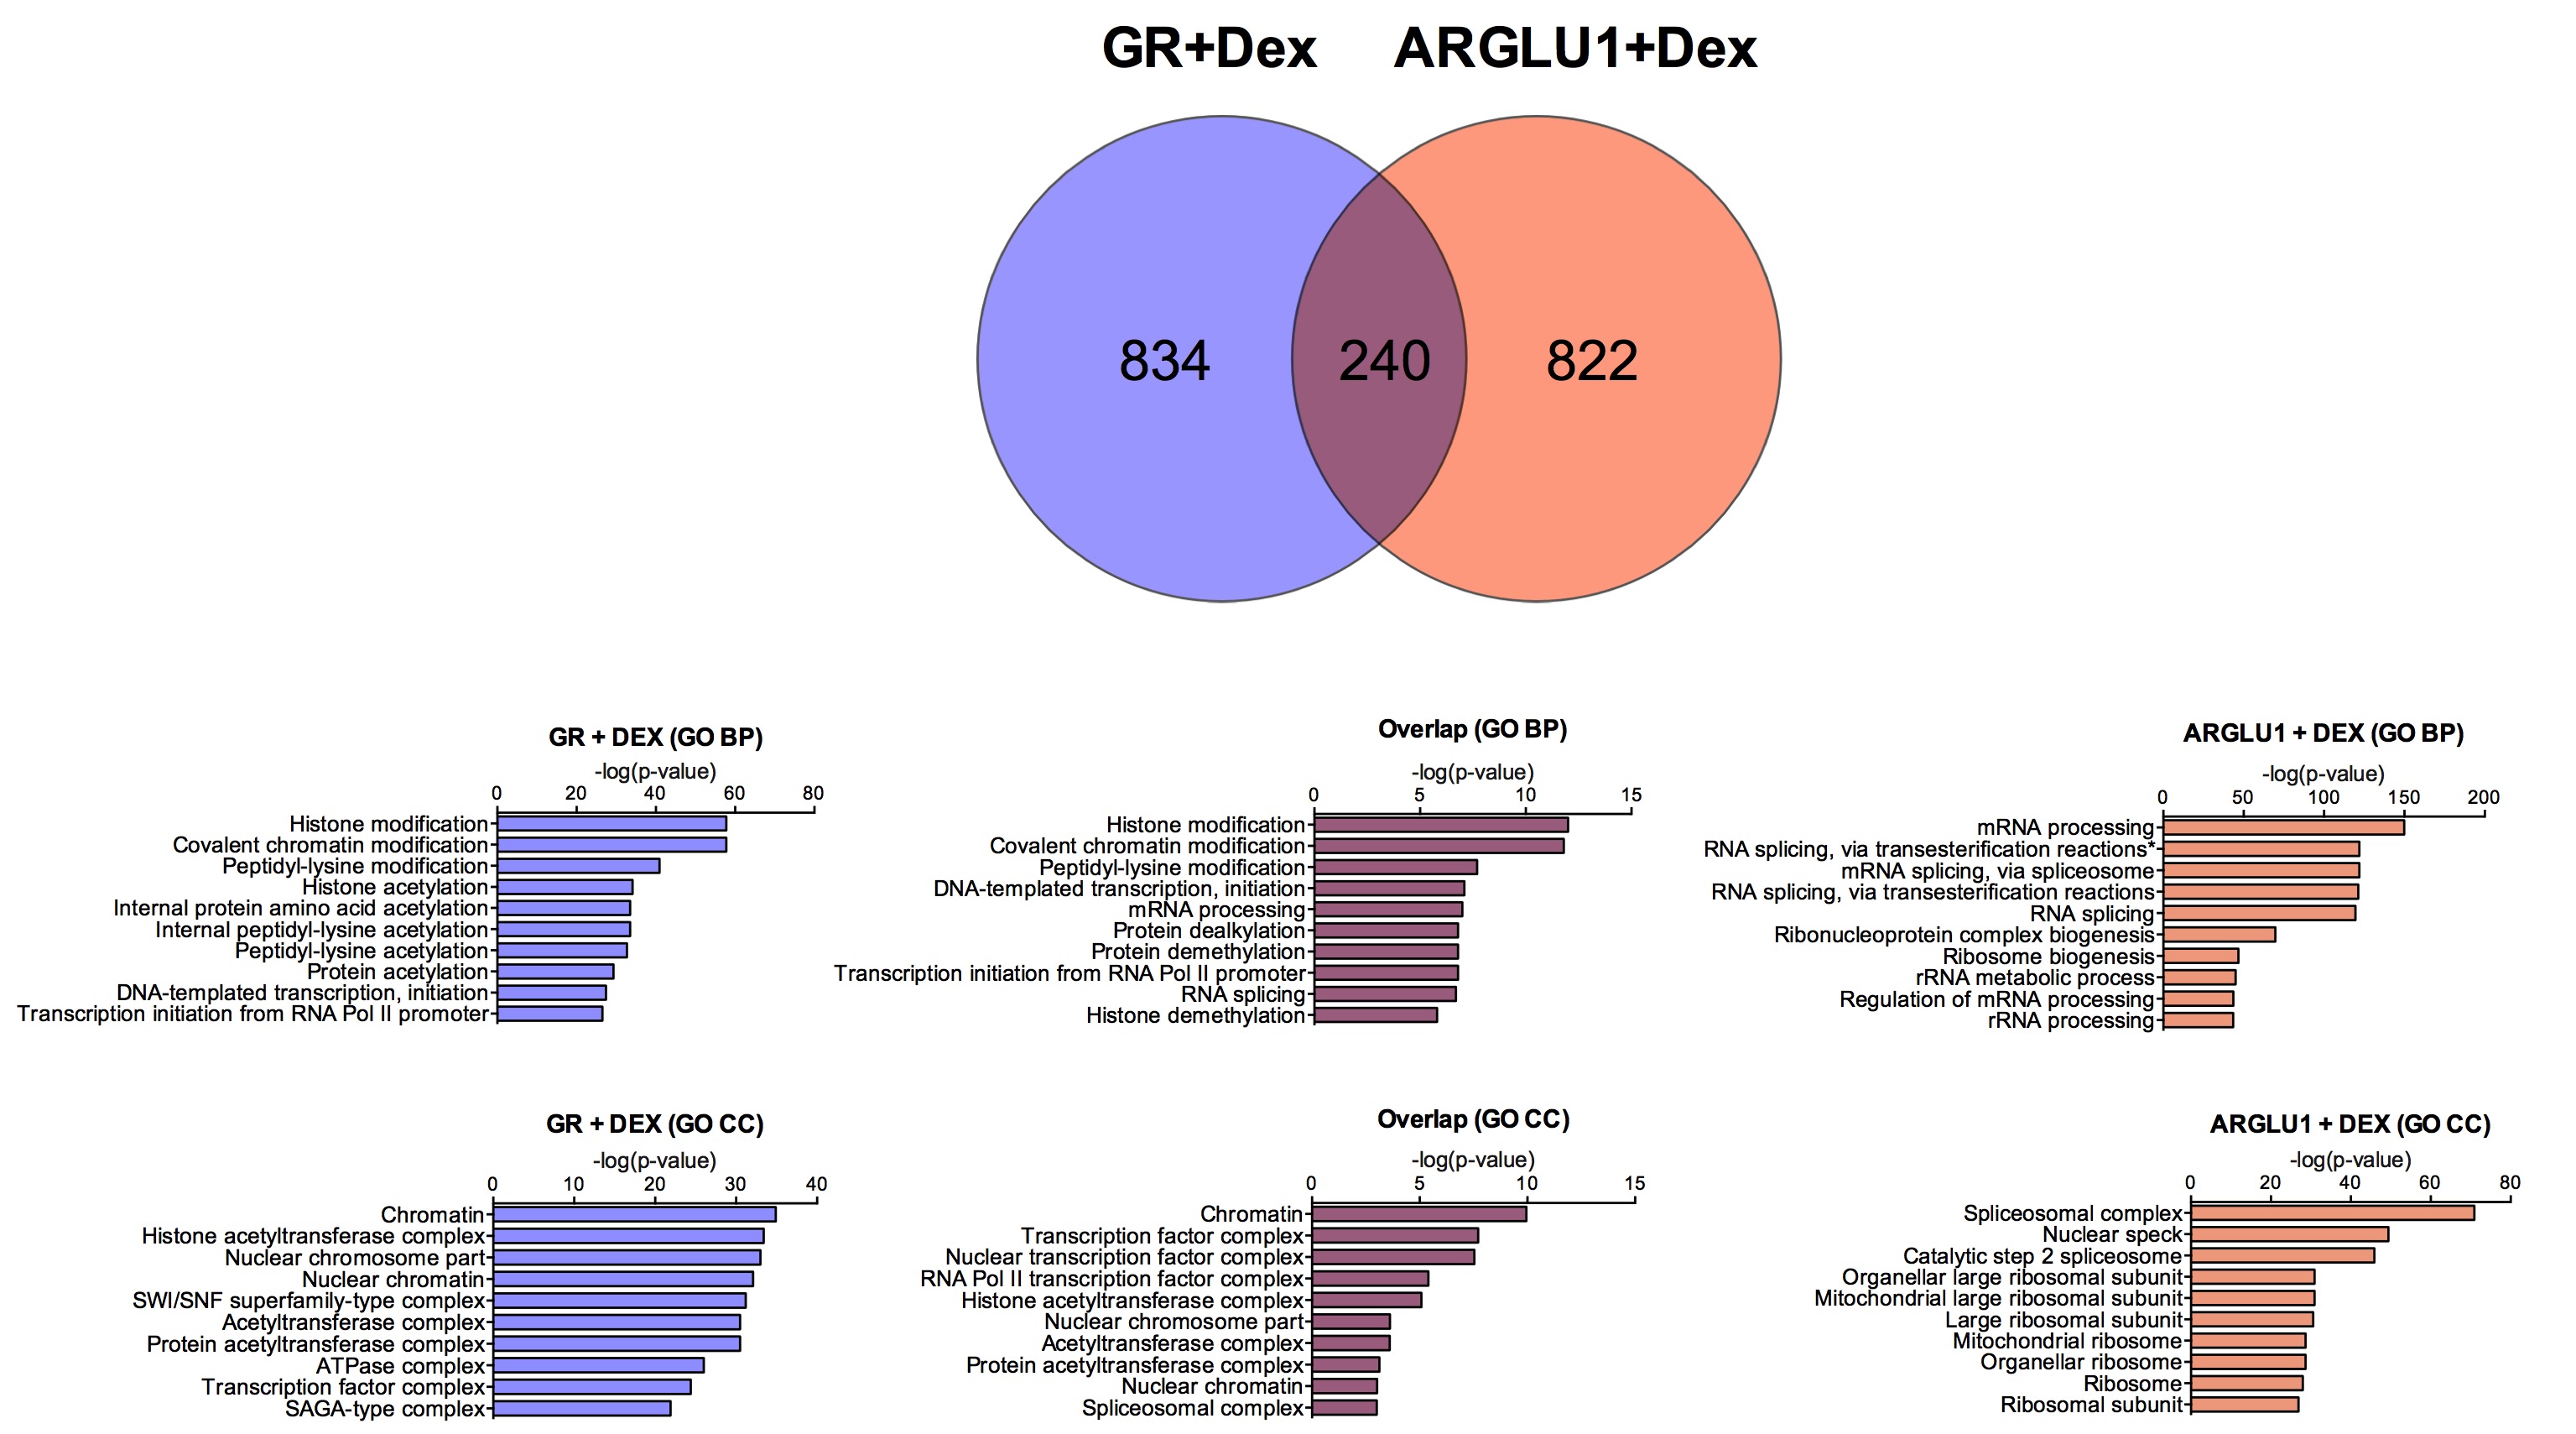
**

**Figure S8: Gene ontology enrichment of BioID-derived GR and ARGLU1 interactomes, related to Figure 3.** Streptavidin pull-downs of Dex-treated Flp-In™ T-REx™ 293 cell lines stably expressing either BirA*-GR, BirA*-ARGLU1 or BirA* identified 3415 unique proteins. 1074 proteins were over 2-fold enriched in the BirA*-GR + Dex group and 1062 proteins were over 2-fold enriched in the BirA*-ARGLU1+ Dex group compared to BirA* alone. 240 Proteins were found to be at least 2-fold enriched in both conditions. The three lists were submitted to g:Profiler to test for Gene Ontology enrichment (BP – Biological process and CC – Cellular Compartment). The conditions were set such that the minimum overlap is 2 proteins and the size of the functional category is between 3 to 500 proteins. The statistical threshold was calculated using the Benjamini-Hochberg FDR method. The top 10 most significant GO BP and GO CC terms were represented using the negative logarithm of their p-value.

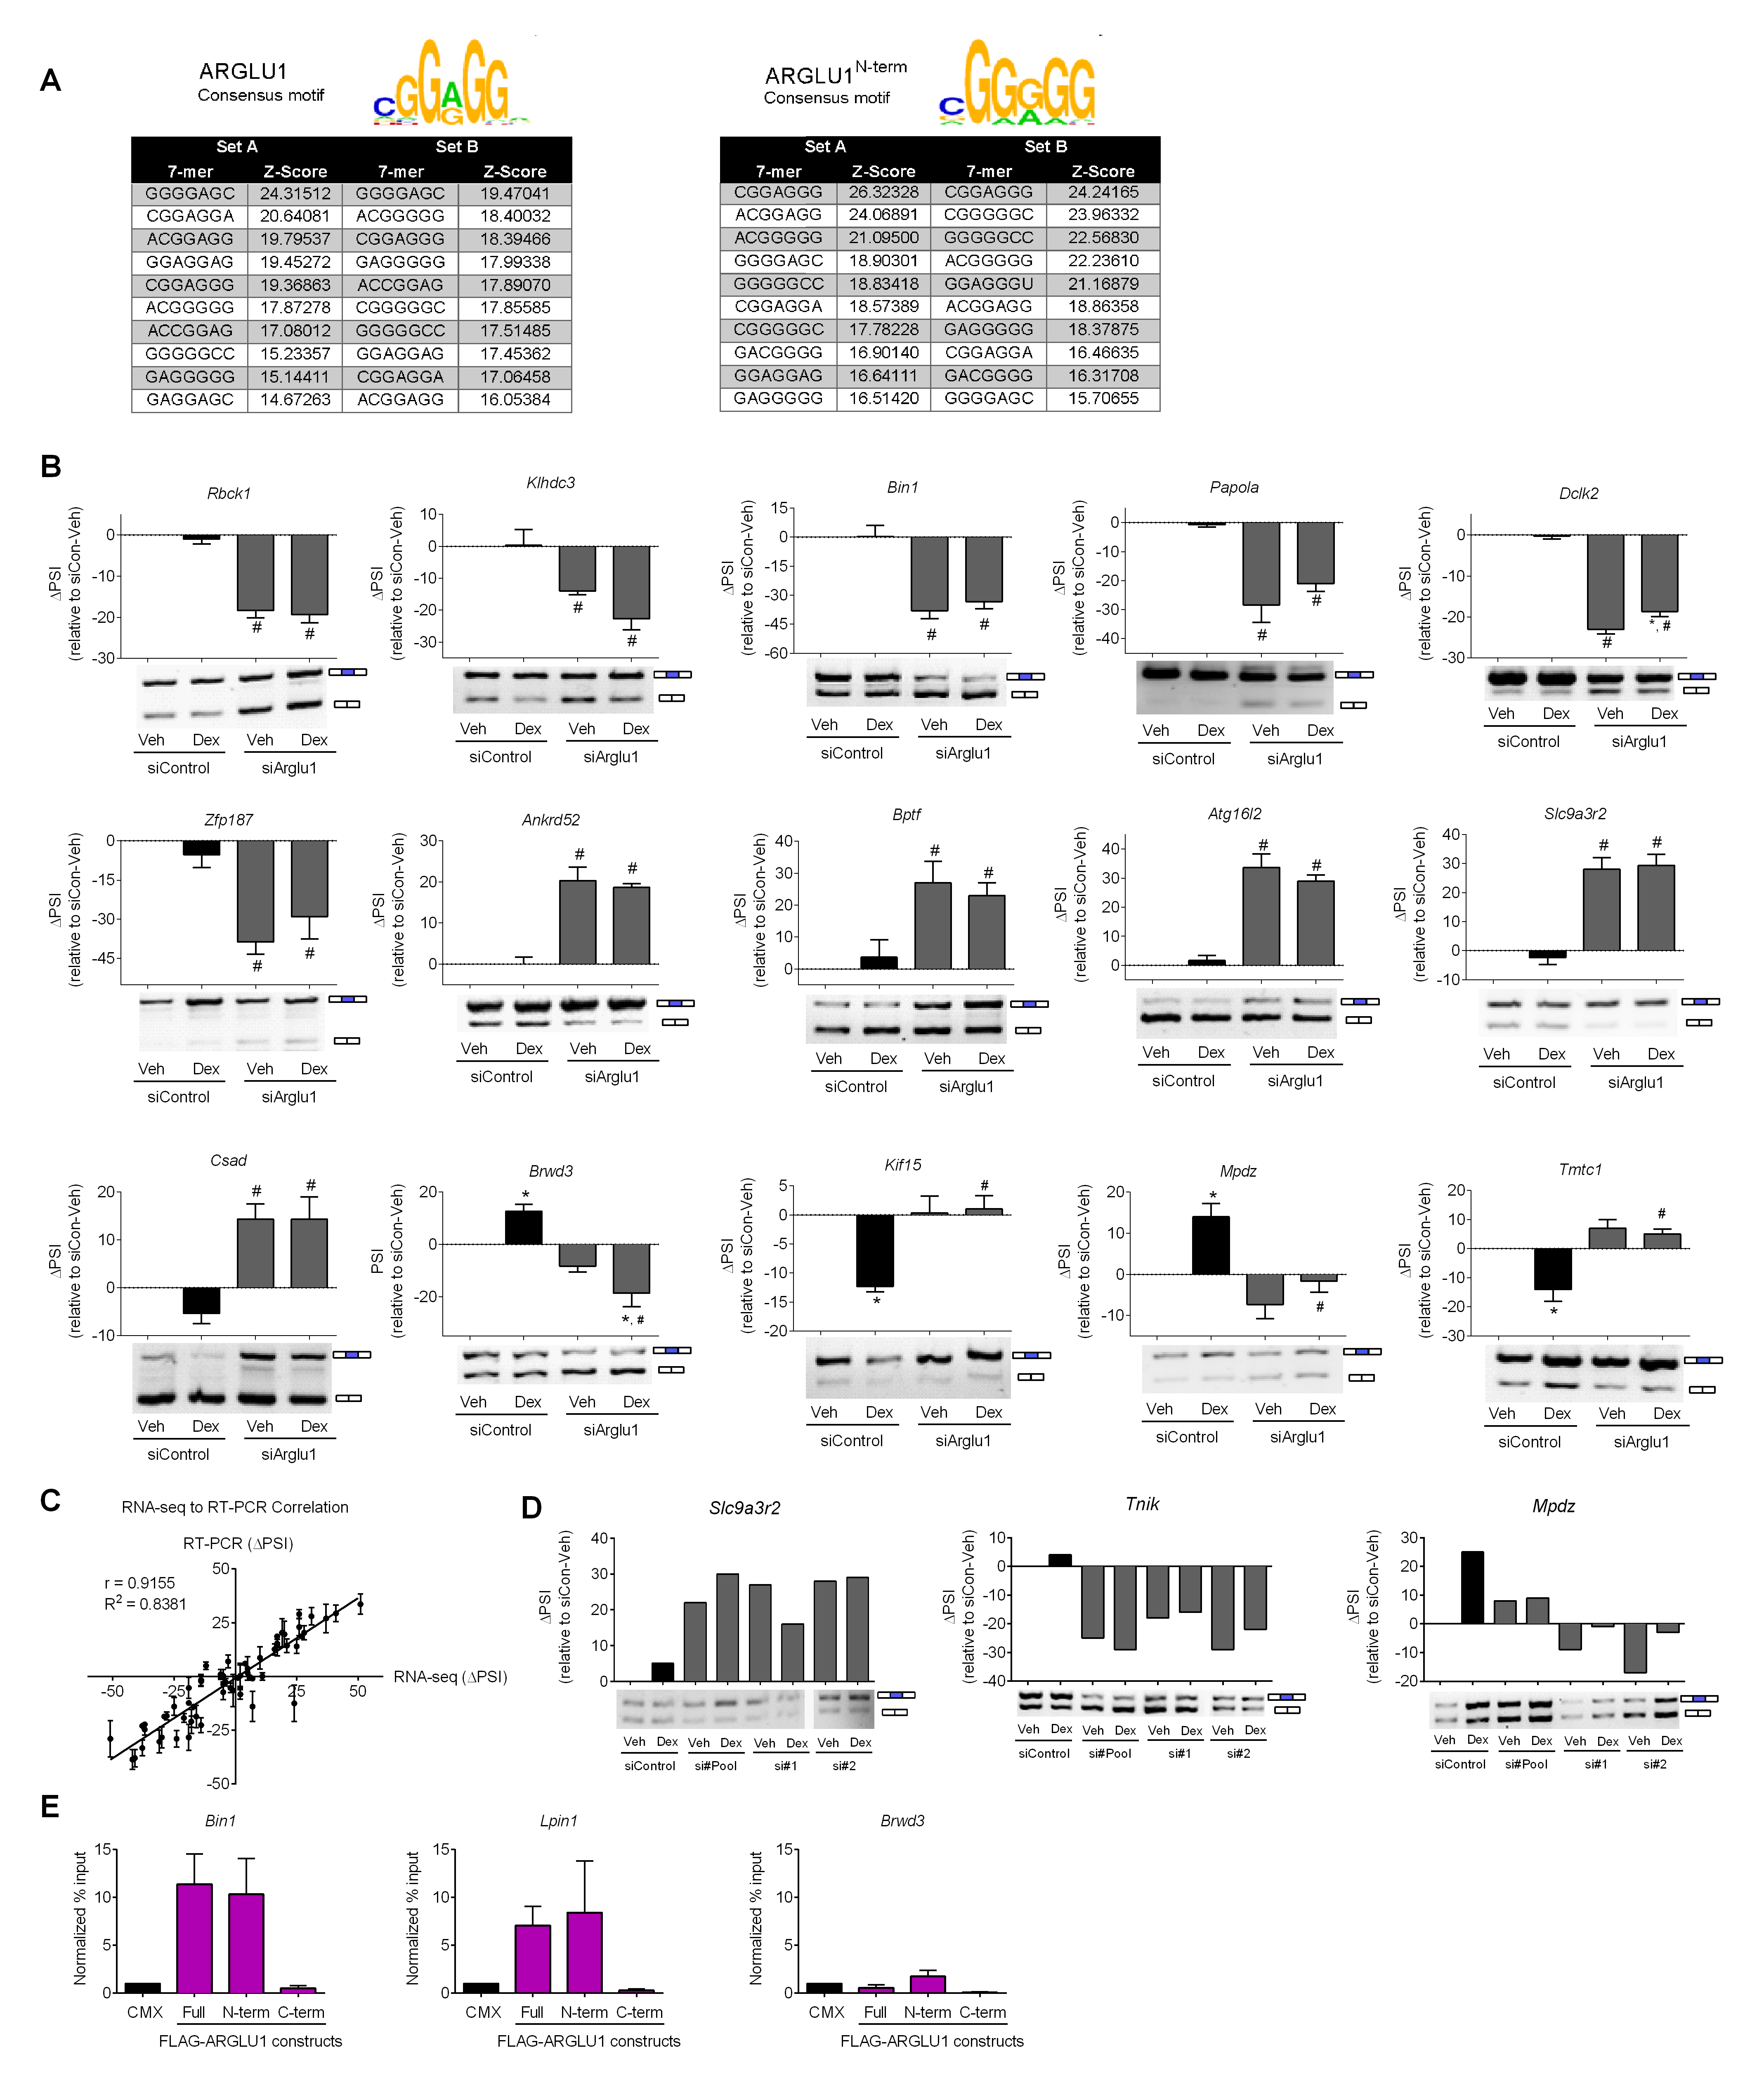

**Figure S9: ARGLU1 knockdown leads to exon skipping and exon inclusion, related to Figure 3.**

(**A)** The top ten 7-mers bound by the various ARGLU1 proteins (and corresponding Z-scores) identified by RNAcompete of GST-ARGLU1 and GST-ARGLU1^N-term^ (N-terminus intact) from Figure 3. (**B**) Splicing events with the PSI of ≥15 by RNA-seq were validated using one-step RT-PCR. Image J was used for quantification. PSI was calculated as: spliced in / (spliced in + spliced out) * 100%. ΔPSI is calculated by subtracting the individual PSIs from the PSI of siControl Veh group. Representative image is shown below the Image J quantification of the blot. Data represent the mean ± SEM (n=3). *p<0.05 vs respective Veh, #p<0.05 vs respective siControl; ANOVA followed by Neuman-Keuls test. (**C**) Correlation of ∆PSI values between RNA-seq and RT-PCR. (**D**) Changes in AS were confirmed with independent ARGLU1 siRNAs. (**E**) RNA immunoprecipitation of N2a cells transfected with full length FLAG-ARGLU1 or the indicated truncation mutants. RT-qPCR was performed on genes containing one or more putative ARGLU1 binding sites identified by visual examination within ± 300 bp of the alternatively spliced exon (*Bin1, Lpin1*) or a negative control gene that undergoes splicing but is not dependent on ARGLU1 (*Brwd3*). RNA was purified and quantified using One-Step RT-qPCR (Qiagen) with primers spanning exon-intron junctions to examine pre-mRNA binding by ARGLU1. Signals were corrected for input and expressed as normalized fold enrichment over CMX-transfected cells and are pooled from three independent experiments.

.

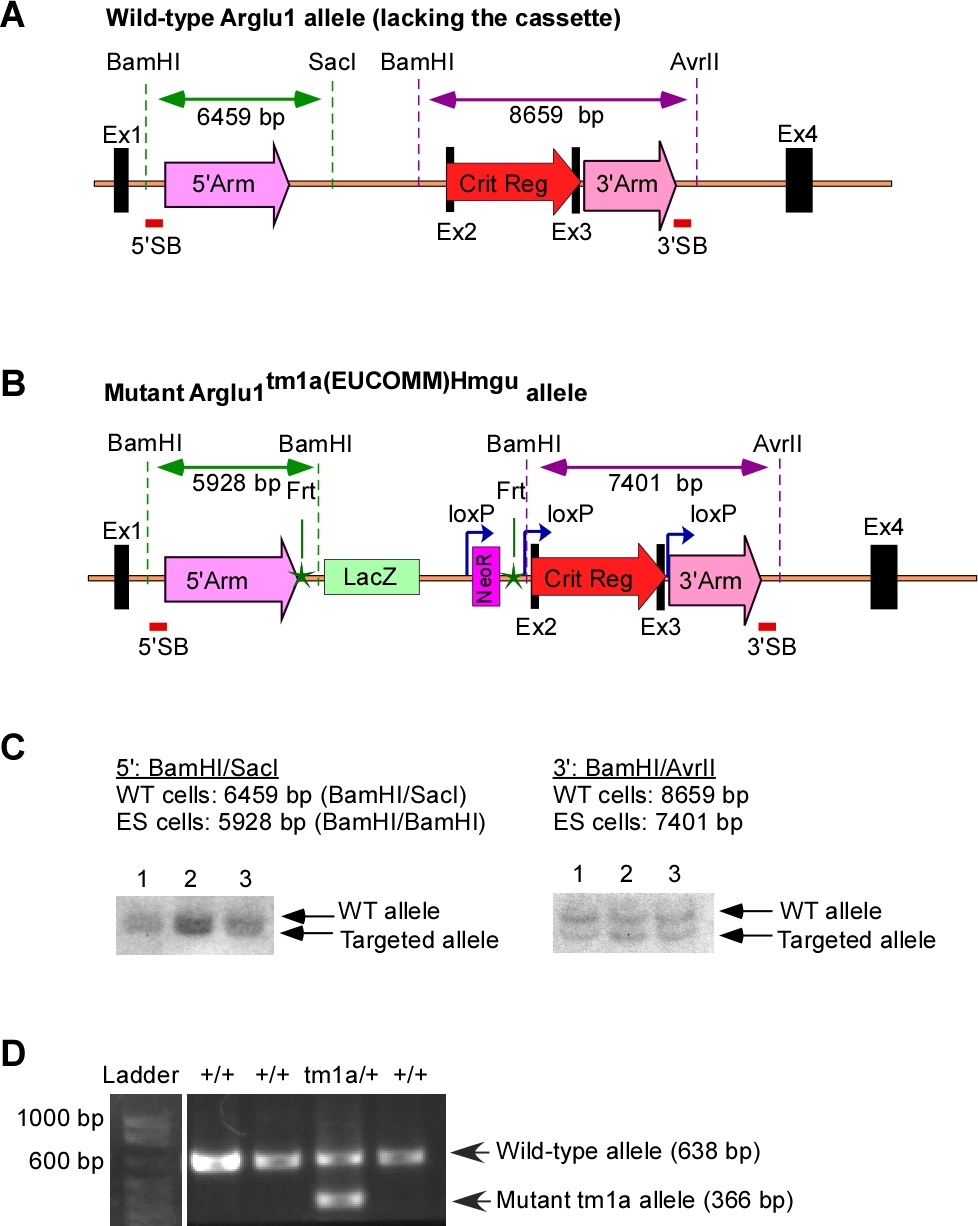

Figure S10: ES cell targeting construct and confirmation of germline transmission of ARGLU1^tm1a(EUCOMM)Hmgu^, related to Figure 5.

Southern blot was used to confirm proper cassette targeting of the 3 different ES clones purchased from EUCOMM. (**A-B**) Schematic representation of the WT (**A**) and mutant (**B**) alleles. (**C**) Southern blot of digested ES clones. Critical region between exon 2 and 3 is targeted for deletion following Cre-recombinase generating Arglu1 null allele. All three clones confirmed proper cassette targeting. 5’ and 3’ Southern blot probes (5’SB and 3’SB, respectively) were generated using primers listed in extended experimental methods. To confirm the germ-line transmission (GLT) of the knockout first Arglu1^tm1a^ allele, male founder animals derived from the ES morula aggregation were crossed to albino female mice. After crossing to albino female mice, white pups were terminated at birth, non-white pups with black eyes were genotyped for tm1a germline transmission (**D**).

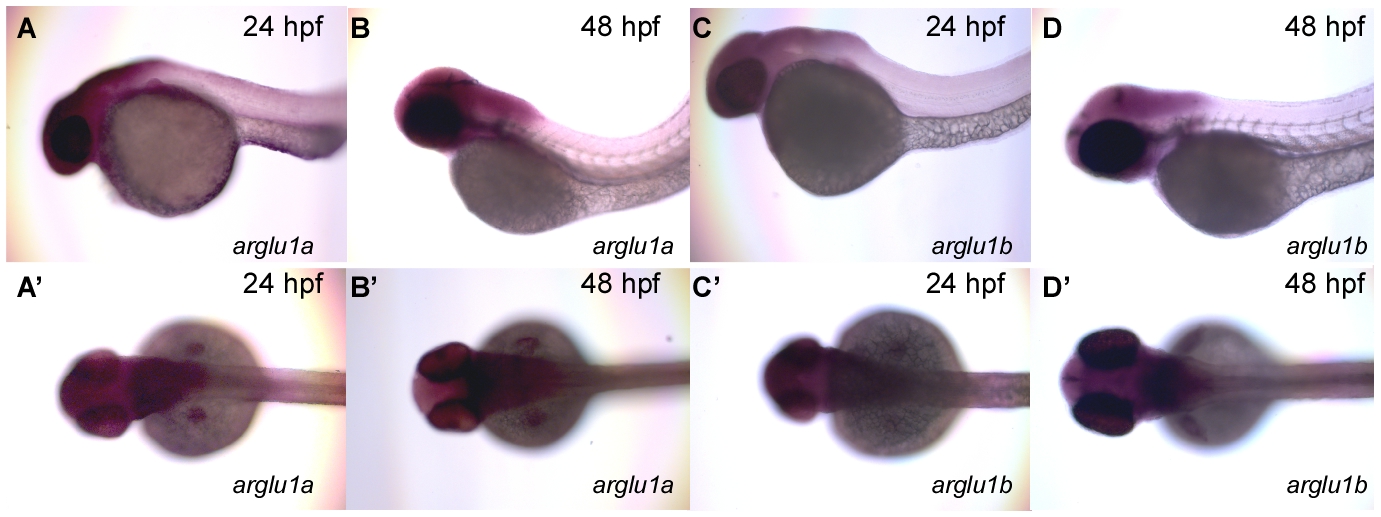

Figure S11: Expression of *arglu1a* and *arglu1b* in zebrafish, related to Figure 5.

(**A–D**) RNA *in situ* hybridization assays monitoring *arglu1a* and *arglu1b* expression in the developing zebrafish embryo. (**A, C** and **A’, C’**) expression at 24 hpf of *arglu1a* and *arglu1b*, lateral and dorsal views, respectively. (**B, D** and **B’, D’**) *arglu1a* and *arglu1b* expression at 48 hpf, lateral and dorsal views, respectively. Hpf: hours post fertilization.

How the deposited data were processed for this re-analysis (not part of the article)

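N2a cells were transfected with siControl or siArglu1 for 48 h and treated with vehicle or 100 nM Dex for 4 h. mRNA of 3 cultures was pooled in each group, and 1 polyA-enriched TruSeq V2 library per group was sequenced on a HiSeq2500 by the authors. The 4 libraries are siControl Veh, siControl Dex, siArglu1 Veh and siArglu1 Dex. The paper cites an earlier workflow for the profiling of expression and splicing and names vast-tools for the splicing values. The aligner, the versions of the tools, the genome build and the annotation are not given in the sources used here.

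The authors deposited a table of 22667 mouse genes with a count of reads per gene and library, not normalized. The same table holds the authors' RPKM corrected for mappability (cRPKM), that is, reads per kilobase of mappable positions scaled to the size of the library, rounded to 2 decimals; 1114 genes have no cRPKM. A gene without a read is left blank in it and was taken as 0 reads. The table also has 2 unnamed columns with the authors' ratio of cRPKM, Dex over Veh, which were not used. The authors deposited 3 tables of splicing, for cassette exons with microexons, Alt3 and Alt5, in which the PSI is a percent of 0 to 100 per library. Beside each PSI, the deposited tables give a coverage score in words (N, VLOW, LOW, OK or SOK) and, for Alt3 and Alt5, junction reads. How the authors set these scores is not given in the sources used here; the read ranges of the scores were taken from the Alt3 and Alt5 tables.

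For expression, reads were scaled with the TMM factors of edgeR 4.0.16 (R 4.3.3, with limma 3.58.1), and log2 CPM were taken with a prior count of 1. Genes with at least 75 reads summed over the 4 libraries were compared. The thresholds were 0.81 on the log2 scale for knockdown, which is the size given in the legend of Fig. 4A, and 1 for Dex, for which the paper gives none. With 1 library per group, no test was made between the 2 libraries of a pair, and no p-value is given for single genes. Exact intervals of ratios at the 95% level condition on the reads of the 2 libraries, and exact binomial (Clopper-Pearson) intervals were used for shares. All of them cover counting error only. As an alternative, an additive edgeR quasi-likelihood model of knockdown and Dex was fitted to the 4 libraries, with 1 residual degree of freedom and a Benjamini-Hochberg adjusted p of 0.05. It assumes that knockdown and Dex act independently of each other.

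For splicing, events needed a PSI in all 4 libraries and a score of LOW or better in at least 3, the pattern of the paper's Table S3, and a ΔPSI of at least 15, the paper's threshold. Several sites of an Alt3 or Alt5 event counted as 1 event, and the reference site did not count. Microexons were kept apart from cassette exons. The order of subtraction was siArglu1 minus siControl and Dex minus Veh. Random lists were drawn 10000 times in 20 bins of mean expression or of coverage, and the range that holds 95% of them is given. The overlap of expression and splicing was counted among genes that could pass both rules. The trend of log2 ratios on mappable length, computed from reads and cRPKM, or on the GC percent of the longest transcript in GENCODE M21, matched by Ensembl identifier, was removed with a lowess of span 0.3 and 3 iterations. Length was known for 99.9% and GC percent for 98.6% of the genes compared. Counting error of junction reads was drawn 200 times from binomial distributions with a PSI common to both libraries.

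The scripts were tested on simulated data. Those for the additive model had additive effects and the same dispersion for every gene, so they do not test whether its assumptions hold in the real data. For siArglu1 Veh against siControl Veh, with 200 of 12497 genes changed by 1.5 on the log2 scale, the size rule recovered 97% and 57 unchanged genes passed it. For siControl Dex against siControl Veh, it recovered 96.5%. The additive model recovered 98.5% of 200 genes changed by knockdown with 1 false call, and 97.5% of 200 changed by Dex with 5. For siArglu1 Veh against siControl Veh, with 200 of 28802 splice sites changed by 30 PSI, the PSI rule recovered 99.5%, and 250 unchanged sites passed it from counting error.

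Knockdown in vehicle and knockdown in Dex were compared with each other because they share no library, and likewise Dex in siControl and Dex in siArglu1. Knockdown in vehicle and Dex in siControl share siControl Veh and were not correlated. The depth per library was between 66074574 and 86541444 reads on genes.

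The genes and events named in the text follow a rule set before the data were examined, although the values of Tables S1, S3 and S4 had been seen by then. It takes every gene the paper names for this RNA-seq, of which 1 is not reported here, the 5 genes with the largest rise and the 5 with the largest fall by the smaller of the log2 ratios in vehicle and Dex among genes with a mean cRPKM of at least 1, and the 5 events with the largest rise and the 5 with the largest fall in PSI by the same rule among events with OK coverage in all libraries. Of several events of a gene, the rule takes that in Table S3 with the largest ΔPSI in the comparison the paper makes. The copy of the sheet for knockdown in vehicle is shortened, so this choice was made from the full list rebuilt by the same filter, a change made after the values were seen. The genes Popdc2, Prdm8, Ptbp1, Ptbp2, Rbfox1, Rbfox2, Nova1, Nova2, Celf4, Elavl2, Elavl3, Elavl4, Fkbp5, Sgk1 and Tsc22d3 are named outside the rule, after their values were seen. Lists of 7 fibroblast or smooth muscle cell transcripts and of 20 targets of the transcription factor SRF were written before their values were looked up.

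Alternatives set before the data were examined were prior counts of 0.1 and 10, no minimum on reads, a mean cRPKM of at least 1, the cRPKM as deposited with a pseudocount of 0.1, centring on the median, removal of the length trend, other thresholds, the additive model, and for splicing other thresholds, other coverage minimums, no complex or unbalanced events, and 1 event per gene. Chosen after seeing the data were the removal of the GC trend, the removal of the length trend from the Dex fold changes and from the lists of Table S2, the count of all splice sites, the removal of the length trend before the Dex ratios of siControl and siArglu1 were correlated, the matching of random lists on PSI, type or number of events, the split of the overlap into genes that rose and fell, and the overlap of the paper's lists with each other. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The qPCR, RT-PCR, ChIP, BioID, RNAcompete, zebrafish and mouse experiments of the paper were not analysed here.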

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

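Of the tests in this part, the removal of the GC trend and the tests on transcript length, on chance differences between cultures, on siArglu1 Veh alone, on the counting error of junction reads and on a shared Dex response were chosen only after the result was seen; the removal of the length trend as such was set before the data were examined. With 1 library per group, none of them measures the variation between cultures of a group. Only the direction of change in pairs that share no library bears on it, and indirectly.

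For the knockdown in Dex-treated cells, the paper shows qPCR of single genes and gives no list of changed genes from the RNA-seq. There, 1514 genes passed 0.81 on the log2 scale, and 98.9% of the genes changed in vehicle moved in the same direction there. GC content was weighed first: with its trend removed, 93.1% of the genes changed in vehicle stayed past the threshold, so it is not the whole cause. Transcript length matters more, since longer transcripts fell in siArglu1. With that trend removed, 70.0% stayed past the threshold in vehicle and 86.5% in Dex, and the correlation between the pairs went from 0.899 to 0.905, so length is not the whole cause either. The trend is not a loss of long transcripts in siArglu1 Veh alone, because the Dex pair, which does not use that library, has it too (Spearman's rho of -0.229). It was weaker there, and the ratio for Dex in siArglu1 rose with length (0.543), so a part of the trend in vehicle may lie in siArglu1 Veh. Chance differences between single pooled cultures would give the same direction in the pairs, which share no library, for about as many genes as the opposite one. The 98.9% seen argues against them as the whole cause, and 1236 genes passed the threshold in both pairs in the same direction against 1 in opposite directions. The effect of ARGLU1 loss, effects of the siRNA on other transcripts, and a difference common to both siArglu1 cultures stay open and were not tested here.

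For splicing after knockdown in Dex-treated cells, the paper shows RT-PCR of single events and gives no list from the RNA-seq, where 869 events passed 15 PSI. Counting error alone gives many such events: draws with no change gave 61.8% of the splice site events seen in Dex and 72.5% of those in vehicle. Yet the 2 pairs share no library, and of the events past 15 in both, 309 moved in the same direction and 37 in opposite directions. At the best coverage these counts were 126 and 0. Counting error could not give such a difference, while it may give most of the events seen in only 1 of the pairs; with OK coverage in all libraries, 464 events remained past 15 in Dex, 187 higher and 277 lower.

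Genes of smooth muscle, which the paper does not discuss, rose most after knockdown. The log2 ratio of Acta2 was 4.36 in vehicle and 4.29 in Dex. A few fibroblasts or smooth muscle cells in the siArglu1 cultures would bring their abundant transcripts along. The summed cRPKM of Col1a1, Col1a2, Col3a1, Dcn and Lum was 0.37 in siArglu1 Veh, against 77.4 for Acta2, and 0.17 in siControl Veh. Of the 7 transcripts listed for such cells, 4 passed the minimum on reads; their median log2 ratio was 0.25 in vehicle (percentile 77.9 among matched random lists) and 0.17 in Dex (75.1). They went different ways: Dcn rose by 1.16 (0.29 to 2.19) in vehicle, on 15 and 34 reads, and by 0.61 in Dex, Fn1 by 0.12 and 0.38, the log2 ratio of Col1a1 was 0.38 and -0.05, and Sparc fell by 0.56 and by 0.69. Sparc and Fn1 had a cRPKM of 41.6 and 36.9 in siControl Veh, which would hide a small share of other cells, so they decide nothing. The collagen, Dcn and Lum transcripts, which such cells make in abundance, stayed far below Acta2, and this argues against other cells as the source. A candidate explanation is higher activity of genes driven by SRF, a transcription factor of the actin cytoskeleton. Of 20 listed targets, 17 passed the minimum on reads. Their median was 1.15 in vehicle and 1.05 in Dex, above all random lists in both pairs, and 14 and 15 of them were higher. Actn1 (-0.53 in vehicle and -0.40 in Dex) and Des (-0.18 and -0.25) were lower in both pairs. Vcl was lower in vehicle (-0.23) and higher in Dex (0.17). The list has smooth muscle genes that N2a cells also express, among them Flna, Tpm1 and Csrp1. Smooth muscle genes belong to the pattern to be explained, so the rise of the list does not separate SRF from another cause. Reads shared between the actin paralogs Acta2, Actg2 and Acta1 could blur their separate values but not those of Myl9, Csrp1 or Flna. Whether the response follows from the loss of ARGLU1 or from this siRNA was not tested.

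Of the 33 microexons that changed in vehicle, 30 had a lower PSI after knockdown, a direction the paper does not discuss. A fall of the microexon regulators Srrm3 or Srrm4 would be a simple cause, but the log2 ratio of Srrm3 was -0.12 in vehicle and -0.15 in Dex, and Srrm4 was lower in vehicle (-0.28) and higher in Dex (0.12). These are mRNA levels, and the activity of the proteins was not measured. Short length was tested on other exons: of the changed cassette exons of at most 50 nt, 74.8% were lower, against 51.5% of the longer ones. The fall may therefore extend to short exons in general, or only to exons slightly longer than microexons, which this split does not separate. A weaker definition of short exons without ARGLU1 is a hypothesis found on these data. How the authors' pipeline counts microexons is not given in the sources used here, and a technical loss of reads over short exons in the siArglu1 libraries stays open; the fall in both pairs makes it less likely to lie in 1 library alone.

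After Dex, 41 events passed 15 PSI in opposite directions in siControl and siArglu1. The difference was not tested, since there is 1 library per group. A Dex response shared by both knockdown states is not seen in the set as a whole: of the 69 that passed 15 in both, 40.6% moved in the same direction (28.9% to 53.1%). With LOW coverage or better in both libraries, 19 moved in the same and 16 in the opposite direction, with OK or better in all libraries 6 and 2, and with the best score 1 and 0. These are too few to decide, so a shared response of some well covered events stays open. Of the 107 events with OK or better that differed in siControl, 47.7% moved in the same direction in siArglu1 at any size (37.9% to 57.5%). Counting error may account for much of the set, because draws with no change gave 85.6% of the splice site events that differed between siControl Dex and siControl Veh, and 15 of 36242 events differed where both libraries had the best coverage. In such a case the same and the opposite direction would be about as frequent, as seen. A response to Dex that ARGLU1 reverses stays possible for single events, and was not tested.

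For expression, Prdm8 alone passed 1 on the log2 scale in opposite directions after Dex, with 1.05 in siControl (interval 0.15 to 2.11) and -1.04 in siArglu1 (-1.92 to -0.27). It had 14 reads in siControl Veh, 32 in siControl Dex, 35 in siArglu1 Veh and 22 in siArglu1 Dex. The difference was not tested. It is 1 gene among 12497, picked as the most opposed, and no explanation beyond its low counts was looked at.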

How the results depend on the processing

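Of the alternatives used in this part, the removal of the GC trend, the count of all splice sites, the removal of the length trend from the Dex fold changes and from the lists of Table S2 and the overlap of both of the paper's lists were chosen only after the result was seen; the others were set before the data were examined. No paired analysis was possible because the groups have 1 library each and share only the replicate number 1; the additive model takes vehicle and Dex together for the knockdown, which sets libraries side by side by treatment and not by replicate. No ratio of a named gene that passed its threshold changed its sign. The balance of some counts did turn. Without a minimum on reads, more genes fell than rose after Dex, in siControl and in siArglu1. Dex-responsive events with the same direction in siArglu1 outnumbered those with the opposite one in settings given below. After Dex in siControl, 198 events were higher and 213 lower. This turned to 55 and 52 with OK coverage in all 4 libraries, and to 2248 and 2246 without a minimum on coverage. With all splice sites counted it was 303 and 301. Over all results, 130 values under an alternative lay outside the range set for an unchanged value (1.5 times for a count, the counting interval for other values) and 151 within it. Of 270 values of named genes over 54 ratios, 26 moved and 0 changed sign while past the threshold: 4 with a prior count of 10, 12 with the cRPKM as deposited and 10 with the length trend removed. Where no reason is given below, the cause was not tested.

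A lower or higher threshold passes more or fewer genes by construction. At 0.58 on the log2 scale, 1641 genes were higher and 1914 lower after knockdown in vehicle, 1481 and 1415 in Dex, 150 and 125 after Dex in siControl, and 234 and 73 after Dex in siArglu1. At 0.81, Dex gave 75 and 46 in siControl and 88 and 27 in siArglu1. At 1, knockdown gave 542 and 689 in vehicle and 495 and 472 in Dex. At 1.5, it gave 160 and 227 in vehicle and 156 and 144 in Dex, and Dex gave 14 and 2 in siControl and 12 and 1 in siArglu1. Without a minimum on reads, which lets genes with few reads in, knockdown gave 1923 and 2379 in vehicle and 1939 and 1799 in Dex, and Dex gave 913 and 934 in siControl and 610 and 741 in siArglu1.

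With a mean cRPKM of at least 1 in place of the minimum on reads, Dex gave 21 higher genes in siControl, and 21 higher and 14 lower in siArglu1; the cause was not tested. A prior count of 10 shrinks the ratios of genes with few reads, and Dex then gave 18 and 3 in siControl and 16 and 0 in siArglu1. The cRPKM as deposited gave 15 and 6, and 17 and 0; the cause was not tested. The additive edgeR model, which uses all 4 libraries and a test in place of a size, gave 3847 and 3857 genes for knockdown and 124 and 6 for Dex. A prior count of 0.1, centring on the median and removal of the GC trend left all of these counts within 1.5 times. With the GC trend removed, they were 854 and 1037, 747 and 718, 41 and 17, and 38 and 9, in the same order of comparisons.

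With the length trend removed, the log2 ratio of Arglu1 was -2.10 in vehicle and -2.25 in Dex, and that of Nr3c1 0.039 and 0.068. The level of Nr3c1 after knockdown thus has no settled direction here. For the Dex fold change, all 7 genes of Table S1 had the smaller ratio in siArglu1 under each alternative that kept them. Of the genes chosen in siArglu1, the share with the smaller ratio there was 43.8% with a prior count of 10 and 41.7% at a threshold of 1.5; the cause was not tested. The shares of lower genes in the 4 lists of Table S2 (73.7%, 76.9%, 93.3% and 81.8%) were the same under every alternative run on them, which says little, since the paper chose these genes for large ratios in vehicle. With the length trend removed, their median log2 ratios in vehicle were nearer to 0, at -0.65, -0.59, -0.81 and -1.05. In Dex the medians were then -0.59, -0.44, -0.62 and -0.78, also nearer to 0. There, 20, 7, 12 and 14 genes passed 0.81 in the same direction, against 28, 8, 17 and 16 before. Of the 30 genes for chromatin modification, 29 then moved in the same direction in Dex.

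For splicing, a threshold of 10 PSI gave 1086 higher and 1430 lower events after knockdown in vehicle, 968 and 1123 in Dex, 612 and 621 after Dex in siControl and 842 and 718 in siArglu1. At 20, these were 209 and 305, 167 and 216, 55 and 73, and 122 and 89, and cassette exons made up 70.4% of the events of knockdown in vehicle. At 25, they were 85 and 133, 81 and 103, 21 and 29, and 57 and 50. The number of Dex-responsive events with the same and with the opposite direction in siArglu1 was 157 and 169 at 10, 4 and 5 at 20, and 2 and 0 at 25.

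Coverage moved the counts too, since events with few reads pass a threshold more often from counting error. Without a minimum on coverage, 2618 and 2953 events differed for knockdown in vehicle, 2535 and 2600 in Dex, 2248 and 2246 for Dex in siControl and 2559 and 2209 in siArglu1; 791 Dex-responsive events had the same and 862 the opposite direction in siArglu1, and the share of cassette exons was 64.2%. With LOW or better in both libraries, Dex in siArglu1 gave 181 and 153, and 19 events had the same and 16 the opposite direction. With OK or better in all 4 libraries, the counts were 225 and 341, 187 and 277, 55 and 52, and 58 and 52, with 6 events of the same and 2 of the opposite direction, and cassette exons made up 77.6%.

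Leaving out events with complex or unbalanced reads lowers the number of complex cassette exons by construction. Knockdown then gave 268 and 408 events in vehicle and 195 and 320 in Dex, and Dex gave 141 lower events in siControl and 190 higher ones in siArglu1. Cassette exons made up 51.0%, and the share of them with higher PSI was 35.7%. Under the other alternatives this share lay between 41.2% and 47.0%, below 50% in each. With all splice sites counted, which adds the reference site and further sites of an event, Dex in siControl gave 303 higher sites, and cassette exons made up 52.8%. With 1 event per gene, no result moved. The PSI of a named event is the deposited value and is the same under every alternative.

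The number of genes changed in both expression and splicing was 262 with an expression threshold of 0.58, 74 with 1, 250 with a splicing threshold of 10, 72 with 20, 74 with the paper's 607 genes, 74 with the paper's lists of 607 and of 928 genes, and 54 with OK coverage in all 4 libraries. Among genes changed by Dex, 5 also changed in splicing at an expression threshold of 0.58, 2 at 0.81, 2 at a splicing threshold of 10, and 0 of the paper's 7. A longer or shorter list of genes or events gives a larger or smaller overlap by construction.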

Differences from the paper's values

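The paper gives 607 genes as changed by knockdown in vehicle by edgeR, and 1971 passed the size rule here. Each alternative set before the data were examined still differed; the closest was a threshold of 1.5, which gave 387. The paper's 208 higher genes stand against 875 here, and a threshold of 1.5, with 160, came within 1.5 times of it, while the other alternatives did not. The paper's 399 lower genes stand against 1096 here, and no alternative came that close; a threshold of 1.5 gave 227 and a threshold of 1 gave 689.

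For Dex in siControl, the paper gives 7 genes and the size rule 58. For Dex in siArglu1, the paper's table gives 3 and the size rule 49. Each alternative still differed; the lowest counts, at a threshold of 1.5, were 16 and 13. The paper's genes carry a test by edgeR on 1 library per group, and the counts here do not.

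The paper gives 71 genes as changed in both expression and splicing, and 136 were counted here. With an expression threshold of 1 (74), the paper's 607 genes (74), a splicing threshold of 20 (72) or OK coverage in all 4 libraries (54) the values no longer differed. They still differed with an expression threshold of 0.58 (262), a splicing threshold of 10 (250), the paper's 928 genes (137) and all genes as the background (136). The overlap of the paper's 607 and 928 genes, 74, was chosen after seeing the values, and it drops 0 of the paper's 71 genes. Of these 71, 70 are among the genes changed in both here. The paper gives 7.5% of the spliced genes as changed in expression, and the share here was 15.0%. With an expression threshold of 1 or the paper's 607 genes it was 8.17%, and the values no longer differed. With the other alternatives they did, between 11.4% with OK coverage and 28.9% with an expression threshold of 0.58. With both of the paper's lists, chosen after seeing the values, it was 8.08%.

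The paper gives 928 spliced genes, and 918 were counted here, all of them among the 928. With all splice sites counted, the reference site included, which was chosen after seeing the values, the number was 928, and it dropped 0 of the paper's genes.

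The text and Fig. 3D state that loss of ARGLU1 raised the inclusion of most of the changed cassette exons. Here, 420 of 754 had a lower PSI after knockdown (55.7%) and 334 a higher one. The heading of the sheet of Table S3 for knockdown in vehicle gives 420 cassette exons as increased and 334 as decreased, while the shortened copy of that sheet holds 334 cassette exons with a rising PSI among its 486 rising entries, the number of rising entries in its heading. In the complete sheet for Dex in siControl, the heading gives 110 cassette exons as increased and 101 as decreased, and its entries hold 101 that rise and 110 that fall. In the sheet for Dex in siArglu1, the heading gives 158 and 122, and its entries hold 156 and 117 in the same order; with the 2 higher and 5 lower microexons of this comparison counted as cassette exons, the values no longer differ. The legend of Fig. S9 gives the subtraction from the siControl Veh group, the opposite order from the text.

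The text states more exon skipping after knockdown for Numb, Tnik and Ptprf. The PSI of Tnik fell here (ΔPSI of -24.6 in vehicle and -42.2 in Dex), whereas that of Numb rose by 16.4 and 13.1 and that of Ptprf by 18.9 and 25.0. Another exon of Tnik, of 24 nt, which the shortened copy of Table S3 lists, rose by 18.8 and 4.66.

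The text names Klf15 among the events that respond to Dex, and Fig. S9B names Kif15. The splicing tables list no event for Klf15, and Kif15 changed by -19.3 in siControl. The text calls the splicing of Brwd3 dependent on ARGLU1, and the legend of Fig. S9 calls it not dependent. Its ΔPSI for knockdown was 2.35 in vehicle and -32.4 in Dex.

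For the knockdown, the paper states a larger loss of Arglu1 mRNA, measured by qPCR, than the 73.6% in vehicle and 77.5% in Dex counted from the reads, and no effect on Nr3c1, which was lower by 19.7% in vehicle and 6.95% in Dex here. With the length trend removed, Nr3c1 was not lower (log2 ratio of 0.039 in vehicle and 0.068 in Dex), so this difference depends on that choice. The assays differ. The paper calls the overlap of expression and splicing limited; it lay above 99.97% of matched random lists here, and among events with OK coverage in all libraries within their range (percentile 91.6).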

Other observations

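Of the tests in this part, the matching of random lists on the number of events and the split of the overlap into genes that rose and fell were chosen only after the result was seen. So was the removal of the length trend from the Dex fold changes. The choices of genes for the Dex fold change were set before the data were examined, and what they would show if the choice were the cause was written down after the result was seen. They describe 1 library per group.

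Expression and splicing changes after knockdown were asked to fall in separate sets of genes, as the overlap would then lie below that of random lists. It did not: 136 genes changed in both, above the range of random lists (88 to 123). With the lists matched also on the number of events of a gene, the median was 102 (86 to 119). A technical explanation is that genes that fell have few junction reads left, so that their PSI passes 15 more often from counting error. Genes that rose and were spliced numbered 29, at percentile 24.0 of random lists (33, 24 to 44), and genes that fell 107, at percentile 100 (69, 55 to 83), as this explanation requires. With OK coverage in all libraries, 54 overlapped, within 34 to 58. It may not be all: for genes and events that changed in vehicle and in Dex, 25 overlapped against 16 (9 to 24, percentile 99.0). Splicing changes that lower the level of a transcript would give the same direction, and were not tested. The excess over random lists is thus mostly in genes that fell, and neither a separation nor a coupling of both processes follows from it.

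The smaller Dex fold change of the 7 genes without ARGLU1 was weighed against their choice. A gene picked because its ratio is large in 1 pair of libraries tends to have a smaller ratio in another. If this were the cause, genes picked in siArglu1 would have the smaller ratio in siControl, and they did: 22.0% of them (9 of 41) rose less in siArglu1, against 90% of those picked in siControl. Of genes picked on the mean of both, 64% rose less in siArglu1, with an interval (42.5% to 82.0%) that includes an even split. With the length trend removed, this share was 72% (50.6% to 87.9%), an interval just above an even split. Under the other alternatives the interval included it. With a prior count of 10 and at a threshold of 1.5, fewer genes were picked in siArglu1, and the share of them that rose less there was 43.8% (19.8% to 70.1%) and 41.7% (15.2% to 72.3%), so that the reversal was not seen beyond counting error in these settings. The choice of genes may therefore account for a part of the tally, and how large a part stays open. The paper's RT-qPCR of Dex-responsive genes, which bears on this, was not analysed here. It does not speak against single genes whose counts differ by far more than counting error, such as Pnmt with 89 reads in siControl Dex and 1 in siArglu1 Dex.

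Targets of the glucocorticoid receptor known from many tissues, chosen after the values were seen, were compared for Dex in siControl and siArglu1. For Fkbp5 the log2 ratio was 0.68 (interval 0.63 to 0.72) and 0.67 (0.63 to 0.72), for Sgk1 0.67 (0.62 to 0.72) and 0.76 (0.72 to 0.81), for Tsc22d3 0.10 (0.03 to 0.17) and 0.25 (0.19 to 0.32), and for Per1 1.90 (1.78 to 2.01) and 2.53 (2.36 to 2.70). The ratios of Tsc22d3 and Per1 were thus larger in siArglu1, with intervals that do not overlap. For Fkbp5 and Sgk1 the intervals overlap, which does not rule out a difference. Fkbp5 had 6024 reads in siControl Veh and Sgk1 5110, far more than the 7 genes of Table S1.

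Ptbp2, which encodes a neuronal splicing regulator, was lower after knockdown, with a log2 ratio of -1.73 (-1.77 to -1.68) in vehicle and -1.76 (-1.80 to -1.72) in Dex. It was named after its values were seen, as were the next genes. Other listed splicing regulators went both ways. Rbfox2 fell by 0.78 and 0.67, Nova1 by 0.80 and 0.77, Rbfox1 by 0.75 and 0.63, Celf4 by 0.68 and 0.59, Nova2 by 0.52 and 0.14 and Ptbp1 by 0.22 and 0.15, while Elavl4 rose by 0.83 and 0.91 and Elavl2 by 0.22 and 0.29, and the log2 ratio of Elavl3 was -0.14 and 0.04. Whether these changes take part in the splicing changes was not tested. The 3 events of Arglu1 itself that could be compared changed by less than 1 PSI in every comparison, the largest change being -0.92.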
